# The probiotic *Propionibacterium freudenreichii* as a new adjuvant for TRAIL-based therapy in colorectal cancer

**DOI:** 10.18632/oncotarget.6881

**Published:** 2016-01-11

**Authors:** Fabien J. Cousin, Sandrine Jouan-Lanhouet, Nathalie Théret, Catherine Brenner, Elodie Jouan, Gwénaëlle Le Moigne-Muller, Marie-Thérèse Dimanche-Boitrel, Gwénaël Jan

**Keywords:** TRAIL, RNA microarrays, colon cancer, SCFA, Propionibacterium freudenreichii

## Abstract

TNF-Related Apoptosis-Inducing Ligand (TRAIL) is a well-known apoptosis inducer, which activates the extrinsic death pathway. TRAIL is pro-apoptotic on colon cancer cells, while not cytotoxic towards normal healthy cells. However, its clinical use is limited by cell resistance to cell death which occurs in approximately 50% of cancer cells. Short Chain Fatty Acids (SCFA) are also known to specifically induce apoptosis of cancer cells. In accordance, we have shown that food grade dairy propionibacteria induce intrinsic apoptosis of colon cancer cells, via the production and release of SCFA (propionate and acetate) acting on mitochondria. Here, we investigated possible synergistic effect between *Propionibacterium freudenreichii* and TRAIL. Indeed, we hypothesized that acting on both extrinsic and intrinsic death pathways may exert a synergistic pro-apoptotic effect. Whole transcriptomic analysis demonstrated that propionibacterial supernatant or propionibacterial metabolites (propionate and acetate), in combination with TRAIL, increased pro-apoptotic gene expression (TRAIL-R2/DR5) and decreased anti-apoptotic gene expression (FLIP, XIAP) in HT29 human colon cancer cells. The revealed synergistic pro-apoptotic effect, depending on both death receptors (TRAIL-R1/DR4, TRAIL-R2/DR5) and caspases (caspase-8, -9 and -3) activation, was lethal on cancer cells but not on normal human intestinal epithelial cells (HIEC), and was inhibited by Bcl-2 expression. Finally, milk fermented by *P. freudenreichii* induced HT29 cells apoptosis and enhanced TRAIL cytotoxic activity, as did *P. freudenreichii* DMEM culture supernatants or its SCFA metabolites. These results open new perspectives for food grade *P. freudenreichii*-containing products in order to potentiate TRAIL-based cancer therapy in colorectal cancer.

## INTRODUCTION

Colorectal cancer (CRC), the fourth most frequent cause of cancer deaths worldwide, is tightly linked with lifestyle, including diet [1]. Efforts are made to prevent and/or fight CRC using food components, including prebiotics and probiotics. In this context, dairy Gram positive propionibacteria, as the probiotic species *Propionibacterium freudenreichii* (Pf) [2], were shown to induce apoptosis of colon cancer cells via the intrinsic apoptotic death pathway [3, 4]. These propionibacteria induce apoptosis, via the production of SCFAs, not only *in vitro* but also *in vivo* in human microbiota-associated rats [5]. Interestingly, Pf enhances apoptosis and lowers proliferation only in the context of carcinogenesis induced by dimethylhydrazine (DMH-treated rats) and not in healthy conditions (control rats) [5]. Recently, a first milk fermented exclusively by Pf was obtained and was shown to induce apoptosis in HGT-1 human gastric cancer cells [6]. In this previous study, we have shown that the active compounds, SCFAs, are secreted and recovered in the aqueous phase of the fermented dairy product.

TRAIL, a member of the TNF superfamily, selectively kills transformed and cancer cells, but not most normal cells, by triggering the extrinsic apoptotic death pathway [7]. Indeed, the recombinant human soluble TRAIL (rhTRAIL) is a candidate for cancer therapy [8–10]. TRAIL has anti-tumour activity against a wide variety of tumour cell lines *in vitro* and *in vivo*, including colon cancer [11]. Interestingly, studies have shown that colon carcinomas and high-grade adenomas are more sensitive to TRAIL than normal colonic epithelium, confirming the interest of using TRAIL for colon cancer therapy [12, 13]. TRAIL has also shown efficacy against primary human colon tumour explants in mice [14]. However, most cells derived from human colorectal cancer are resistant against TRAIL-induced apoptosis due to defects in TRAIL signalling machinery [15]. To restore TRAIL sensitivity, combination of TRAIL with chemotherapy, radiotherapy, IFN-γ or other targeted therapies has thus been used [11, 16]. Treatment combining TRAIL with chemotherapy showed for instance a synergistic cytotoxic effect in human cancer cell lines, in tumour xenografts [17, 18], and in patients' colon tumours grown in SCID mice [14], even in drug-resistant ones.

A previous study, particularly, examined the transcriptional response of HT29 cells co-cultivated with probiotic bacterial strains [19]. In this report, the presence of some Gram positive bacteria (bifidobacteria, lactobacilli), other than dairy propionibacteria, modulated expression of genes involved in cytokine-chemokine receptor interactions and NOD signalling, but not apoptosis. In the current work, we compared for the first time the whole genome expression of HT29 cells treated with Pf culture supernatant (SN) or a mixture of its major metabolites (propionate and acetate, C3/C2), in combination or not with TRAIL. Analysis of microarrays demonstrated that SN or C3/C2 in combination with TRAIL modulated the expression of apoptosis related genes. This effect was confirmed in cytotoxic and apoptotic cellular assays showing a synergistic pro-apoptotic action between Pf culture supernatant (or C3/C2) and TRAIL. Finally, a milk fermented by Pf exhibited the same pro-apoptotic properties as Pf culture supernatant and sensitized colon cancer cells to TRAIL.

## RESULTS

### Apoptosis signaling pathway is modulated by *P. freudenreichii* culture supernatant, metabolites (propionate/acetate) or TRAIL alone and by their combinations

A whole transcriptome analysis was carried out using microarrays, to elucidate the response of HT29 human colon cancer cells to a 6 h treatment combining TRAIL (100 ng/ml + 2 μg/ml anti-Flag M2 antibody) with propionibacterial culture supernatant (SN diluted to 1/2) or a mixture of propionate (30 mM) and acetate (15 mM) (C3/C2, the major metabolites used in the amounts present in the diluted SN). 

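HT29 is an established line of human colon adenocarcinoma cells. RNA from 24 cultures, 4 of untreated cells (NT) and 4 for each of the treatments C3/C2, SN, TRAIL, TRAIL+C3/C2 and TRAIL+SN, was labelled with Cy3, and each RNA was hybridised alone to a whole human genome Agilent array. Replicates carry the numbers 1 to 4 in each group, and their labels do not say which were duplicates of the same experiment. The paper describes 2 independent experiments in duplicate, and the tests here treat the 4 arrays of a group as independent. The arrays lay on 4 slides: slide 1 held NT replicate 1 and C3/C2 replicate 1, slide 2 the other NT and C3/C2 replicates, slide 3 all SN and TRAIL replicates and slide 4 all co-treatments. Apart from C3/C2, the treatments were thus compared with NT across slides. The authors extracted spot intensities with Agilent Feature Extraction, which subtracts background and spatial trends, and analysed them further in Rosetta Resolver. The deposited files hold the intensity of each spot without normalization between arrays, and a table of these intensities divided by the median of each array. From the 58717 spots of each array that are not controls, those marked as outliers (190 to 315 per array) were left out, the spots of a probe were averaged, and the log2 intensity was taken relative to the 75th percentile of the array. No spot was saturated. The 75th percentile of intensity had a median of 883 in NT (745 to 1009), 820.1 in C3/C2 (769.9 to 899), 759 in SN (724 to 798), 663 in TRAIL (631 to 683), 503 in TRAIL+C3/C2 (453 to 518) and 519.8 in TRAIL+SN (485 to 546). Between 49.8% and 57.8% of probes lay well above background on an array. Pairs of arrays of the same group correlated across genes with r between 0.993 and 0.998, where genes are not independent replicates. Of 50599 probes, 27957 lay well above background on all 4 arrays of at least 1 group, and each gene was represented by its probe with the highest mean level, which left 20695 genes tested. Among these, 5714 are unnamed transcripts or are listed by the name of the probe only. Differences came from a limma fit of the 6 group means over all 24 arrays, with 18 residual degrees of freedom, and p values were adjusted over genes by the Benjamini-Hochberg method. A gene was called at a fold change of at least 2 and an adjusted p under 0.05. The standard error of the log2 difference from NT had a median of 0.11 over genes, and the number of arrays limits this precision. Relative to NT, the median log2 change over all genes tested was 0.08 for C3/C2, −0.02 for SN, 0.03 for TRAIL, 0.10 for TRAIL+C3/C2 and 0.04 for TRAIL+SN. Where no array of a group lay well above background for a gene, the fold is given as a lower bound, computed against the lowest level that was well above background on each array of that group or the gene's own level there, whichever was higher.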

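With C3/C2, 2781 genes were called higher than in NT and 1276 lower, and with SN 2945 were higher and 2016 lower. This balance depends on the scaling of the arrays: with the array median in place of the 75th percentile, which gives the same values as the authors' table, 1998 were higher and 2343 lower with C3/C2, and 2534 and 2513 with SN. Of the genes called higher with SN, 2229 were also called higher with C3/C2, that is 75.7% of those with SN and 80.2% of those with C3/C2. Both treatments share the same untreated arrays. Across genes, the log2 changes with SN and with C3/C2 correlated with r = 0.86, against a mean of 0.502 in 50 simulations of unchanged genes with such a shared control; genes are not independent replicates. Among the genes called lower, 957 were shared, 47.5% of those with SN and 75% of those with C3/C2. A direct comparison of SN with C3/C2 called 263 genes higher and 913 lower with SN. The alternative that moved the overlap most was a threshold on the adjusted p without a minimum fold change, under which 5798 genes were higher with both. ANGPTL4, which encodes angiopoietin-like 4, rose at least 119-fold with C3/C2 and at least 191-fold with SN, and was not well above background on any NT array, so its rank among the genes with large rises is not known. DACT3 rose by 7.66 on the log2 scale with either (standard error 0.44), although NT replicate 1 lay at −2.28 and the other NT arrays between −5.55 and −5.19, and without that array the rise was 8.42. SLC2A4, a glucose transporter, rose at least 39.3-fold with C3/C2, and SH2D3C at least 52.3-fold with SN. CYP1A1, a cytochrome P450, rose by 7.83 with SN and 3.03 with C3/C2. Among the large falls were, with C3/C2, those of LINC00261 (log2 change −4.19), C11orf92 (−3.91) and STX19 (−3.71), and with SN those of KCNE3 (−4.74), HNRNPCL1 (at least 13.7-fold lower) and NR0B2 (−4.29). HNRNPCL1 also fell with TRAIL and the co-treatments, that is with every group whose arrays were all on other slides than those of NT.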

As illustrated by Venn diagrams (Figure 1A and see Supplementary Table 1 for lists of genes), most of the genes induced by SN were also induced by C3/C2 (2180 genes) suggesting a similar effect due to the presence of acetate and propionate in the propionibacterial culture supernatant. Treatment by TRAIL led to a much limited number of over-expressed genes (314 genes), while co-treatments induced expression of 3313 and 3376 genes (for TRAIL+SN and TRAIL+C3/C2, respectively).

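With TRAIL alone, 155 genes were called higher than in NT and 451 lower. The co-treatments gave 3361 genes higher and 1640 lower for TRAIL+C3/C2, and 3321 higher and 2096 lower for TRAIL+SN. Scaled to the array median, as in the authors' table, the balance of the co-treatments was the reverse, with 2289 higher and 3133 lower for TRAIL+C3/C2 and 2663 and 2867 for TRAIL+SN, and scaled to spike-in probes, an alternative chosen after seeing the data, it was 1588 and 5823, and 1903 and 4782. TRAIL alone had more genes lower than higher under these scalings as well (207 and 387, and 86 and 734). At an unadjusted p under 0.05 and the same fold change, the number of genes higher was 162 for TRAIL, 3362 for TRAIL+C3/C2 and 3327 for TRAIL+SN. The number of genes higher with TRAIL was 65 when the background was corrected by the normexp method and 340 without a filter on dim probes. Of the genes higher with TRAIL, 118 (76.1%) were also higher with TRAIL+C3/C2 and 116 (74.8%) with TRAIL+SN. Of those higher with TRAIL+SN, 2681 (80.7%) were also higher with SN alone, and of those higher with TRAIL+C3/C2, 2508 (74.6%) with C3/C2 alone. Among the large rises with TRAIL were those of UBD, which encodes ubiquitin D (at least 46.6-fold), the chemokine CCL20 (log2 change 5.67, standard error 0.23) and TNF. UBD was well above background on all 4 TRAIL arrays, on 1 of 4 with TRAIL+C3/C2 and on none with TRAIL+SN. CCL20 rose by 9.96 with TRAIL+C3/C2 and by 9.46 with TRAIL+SN, and was well above background on 2 of 4 NT arrays. Among the large falls with TRAIL were those of DAGLA (at least 3.76-fold lower), PABPC3 (log2 change −3.82) and HNRNPCL1 (at least 11.5-fold lower). The 451 genes lower with TRAIL had a median log2 change of −1.54 with TRAIL and −1.65 with SN, both on slide 3, and of −0.11 with C3/C2. Over these genes, C3/C2 replicate 1, the only C3/C2 array on slide 1, lay below the other C3/C2 arrays by a median log2 difference of −0.56. DAGLA also lay lower in replicate 1 of NT and of C3/C2 than in the others of the same group.

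**Figure D1:**
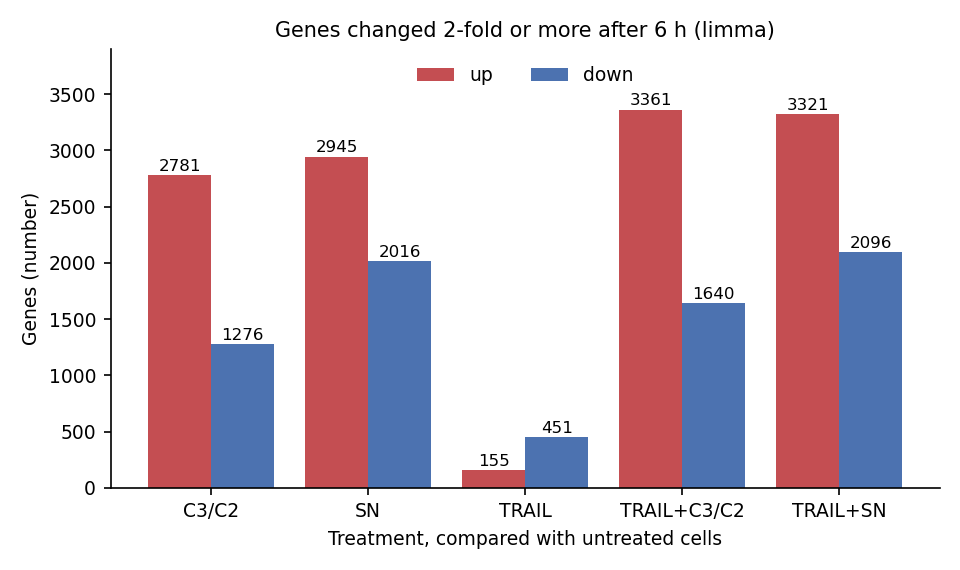
Number of genes called higher and lower than in untreated cells for each treatment, at a fold change of at least 2 and an adjusted p under 0.05, with arrays scaled to their 75th percentile. With the array median, the co-treatments and C3/C2 have more genes lower than higher. TRAIL alone has the fewest genes in either direction, 155 higher and 451 lower.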

**Figure 1:**
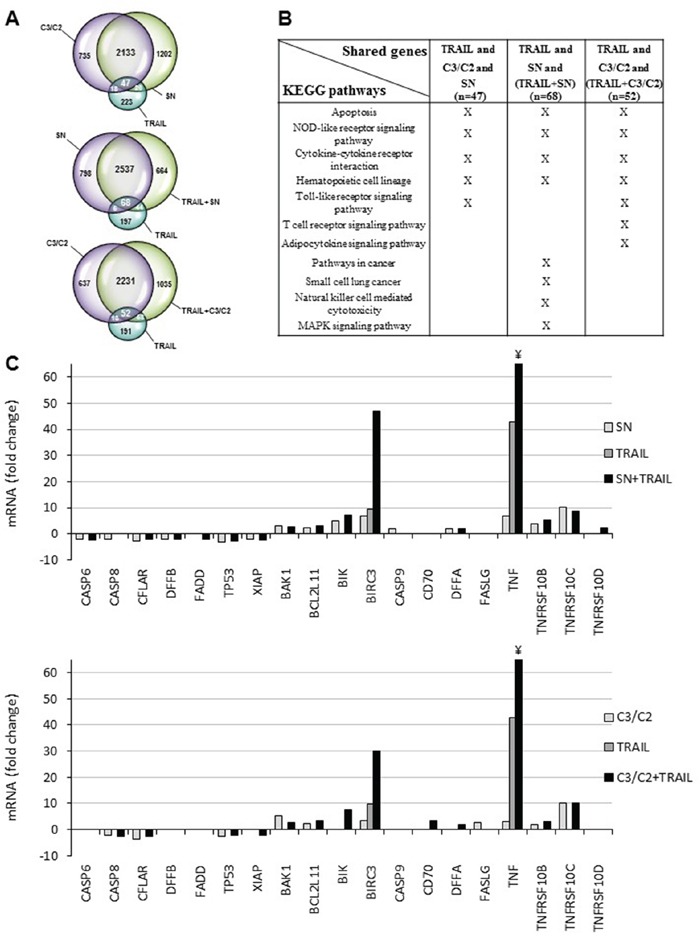
Transcriptomic analyses of HT29 cells treated with TRAIL combined or not with propionibacterial supernatant or metabolites HT29 cells were left untreated or treated for 6 h with either TRAIL-Flag (100 ng/ml + 2 μg/ml anti-Flag) or *P. freudenreichii* DMEM culture supernatant (SN 1/2) or a SCFAs mixture (C3/C2 containing 30 mM propionate and 15 mM acetate) or combinations as indicated. **A.** Venn diagrams of genes up-regulated in HT29 cells treated with single or combined treatments. Complete lists of up-regulated genes are provided as supplementary Table 1. **B.** KEGG pathway enrichment analysis of genes shared by treatments either with TRAIL, C3/C2 and SN (n=47) or TRAIL, SN and TRAIL combined with SN (n=68), or TRAIL, C3/C2 and TRAIL combined with C3/C2 (n=52). Complete list of KEGG pathways for each treatment are provided as supplementary Table 2. **C.** Effect of cell treatment associating TRAIL with propionibacterial supernatant or metabolites on expression of apoptosis-related genes. mRNA expression levels of apoptosis-related genes were extracted from microarray data and plotted as histograms. Data are expressed as fold increase in treated cells compared to untreated cells (p<0.05). For TNF mRNA, the value is approximately 100 for the symbol ¥.

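TNF, which encodes tumor necrosis factor, was measured by 1 probe on chromosome 6 of hg19, from 31545837 to 31545896. It was not well above background on any of the 4 NT arrays and was so on all 4 arrays of every treatment. Its log2 level relative to the 75th percentile was −5.18 ± 0.22 (SD, n = 4) with C3/C2, −4.17 ± 0.49 with SN, −1.47 ± 0.24 with TRAIL, 1.41 ± 0.08 with TRAIL+C3/C2 and 1.57 ± 0.39 with TRAIL+SN. This was at least 1.46-fold higher than in NT with C3/C2, at least 2.93-fold with SN, at least 19.0-fold with TRAIL, at least 141-fold with TRAIL+C3/C2 and at least 156-fold with TRAIL+SN. With normexp background correction these bounds were lower, 28.6-fold for TRAIL+C3/C2 and 32.7-fold for TRAIL+SN. The co-treatments did not differ from each other beyond the spread between replicates (log2 difference 0.15, standard error 0.25, adjusted p = 0.661). The change with a co-treatment was not past the threshold for a departure from the sum of its single treatments on the log2 scale, neither for TRAIL+C3/C2 (interaction 0.97, standard error 0.35, adjusted p = 0.152) nor for TRAIL+SN (0.12, adjusted p = 0.85). Of the other apoptosis-related genes, TNFRSF10C was not well above background in NT and rose at least 2.55-fold with C3/C2, 2.44-fold with SN and 2.70-fold with TRAIL+SN; with TRAIL+C3/C2, where 3 of 4 arrays lay well above background, it rose at least 2.7-fold, and with TRAIL no array did.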

To further explore the significance of transcriptomic changes triggered by co-treatments, we investigated the functional annotation of overexpressed genes in the co-treatments compared to the single treatments. We used FatiGo, a web tool from the Babelomics suite, to find significant KEGG pathways associations with groups of genes [20]. Importantly, genes shared by all conditions (*i.e* single treatments or combinations), are characterized by common KEGG pathways including apoptosis, NOD-like receptors and cytokine-cytokine receptors interaction (Figure 1B), known to play a role in immune response. 

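Called higher than in NT were 55 genes shared by TRAIL, C3/C2 and SN, 73 shared by TRAIL, SN and TRAIL+SN, and 66 shared by TRAIL, C3/C2 and TRAIL+C3/C2. With the normexp background the same sets held 10, 19 and 14 genes, the largest loss among the alternatives, and without a minimum fold change they held 1625, 2122 and 1723. All 5 treatments shared 55 genes. The gene lists of the KEGG pathways were not used here; instead, genes were assigned by their symbols to cytokines and their receptors (151 genes tested), NOD-like receptors and their partners (43) and apoptosis (74). Among the 55 genes shared by all 5 treatments, 7 were cytokines or receptors (odds ratio 20.7 against all genes tested, Fisher's exact test, adjusted p = 4.35e-07): CCL20, FLT3LG, IL17C, IL1B, IL32, IL4I1 and TNF. The NOD-like family had 4 (BIRC3, IL1B, TNF and TNFAIP3; odds ratio 41.4, Fisher's exact test, adjusted p = 8.74e-06) and the apoptosis family 2 (BIRC3 and TNF; odds ratio 10.8, adjusted p = 0.0166). Some genes belong to more than 1 family, and the families are not independent. Of the 73 genes shared with TRAIL+SN, 12 were cytokines or receptors, 4 belonged to the NOD-like family and 3 to apoptosis (BIRC3, IRAK2 and TNF), with odds ratios of 29.0, 30.6 and 12.4. Of the 66 shared with TRAIL+C3/C2, the numbers were 9, 5 and 3 (BIRC3, NFKBIA and TNF), with odds ratios of 22.8, 44.3 and 13.8. The genes named here beyond TNF, CCL20 and BIRC3 were named after their values were seen.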

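Of the genes called higher with TRAIL+C3/C2, 801 were called higher with neither TRAIL nor C3/C2 alone. The corresponding number for TRAIL+SN, against TRAIL and SN, was 597. Both counts were lower with scaling to the array median or to spike-in probes, the latter chosen after seeing the data. Without a filter on dim probes they were higher. These counts rest on thresholds applied to each treatment, so the departure of a co-treatment from the sum of its single treatments on the log2 scale was also tested. For TRAIL and C3/C2 this interaction called 101 genes above the sum and 33 below it. At an unadjusted p under 0.05 and the same size, 210 were above and 111 below. For TRAIL and SN, 572 genes were above the sum and 69 below. Of those 572 genes, 344 were also among the genes called lower with TRAIL alone, against 5 of the 101 for TRAIL and C3/C2. The interaction count moved most without a minimum fold change, to 594 genes for TRAIL and C3/C2 and 4795 for TRAIL and SN. Of the 155 genes called higher with TRAIL, 20 lay below the sum and 8 above it with C3/C2, and 38 lay below and 11 above with SN. The standard error of the interaction had a median of 0.15 over genes.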

Of note, genes from the combination TRAIL with C3/C2 showed an important increase in the number of KEGG pathways compared with genes from single treatment, suggesting a functional synergy between C3/C2 and TRAIL treatments (Supplementary Table 2).

Focusing on apoptosis, we next extracted expression data for 19 apoptosis-related genes. As shown in Figure 1C, the association of TRAIL with either SN or C3/C2 clearly negatively or positively modulated the expression of pro- or anti- apoptotic genes. 

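Of the 18 genes of Figure 1C analysed here, 17 were tested; FASLG was not well above background on any array. With TRAIL+C3/C2, 10 of them were called higher than in NT and 1 lower, and with TRAIL+SN 10 were higher and 3 lower. The single treatments called 7 higher and 1 lower (C3/C2), 9 higher and 3 lower (SN), and 2 higher (TRAIL). The same numbers of genes were called when the p values were adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. Past the adjusted p at any fold change were all 17 genes with C3/C2 and with each co-treatment, 15 with SN and 7 with TRAIL. The genes called higher with TRAIL were TNF and BIRC3. BIRC3, an inhibitor of apoptosis, rose by 1.90 with C3/C2, 2.81 with SN, 3.36 with TRAIL, 5.02 with TRAIL+C3/C2 and 5.62 with TRAIL+SN on the log2 scale; SN replicate 3 lay at 1.68 and the other SN arrays between 1.61 and 1.62. BIK and BCL2L11 were called higher with C3/C2, SN and both co-treatments, with log2 changes of 3.02 and 1.14 with TRAIL+C3/C2 and of 2.89 and 1.39 with TRAIL+SN. For BCL2L11, another of its probes was not called with any treatment and moved the other way with C3/C2 (−0.36, adjusted p = 0.00199; 0.22 with SN, 0.26 with TRAIL+C3/C2 and 0.44 with TRAIL+SN), and TRAIL+C3/C2 replicate 3 lay at 2.03 above the other arrays of its group at 1.81 to 1.85. A further BCL2L11 probe was called higher with C3/C2 (1.02), SN (1.30), TRAIL+C3/C2 (1.78) and TRAIL+SN (1.74). CASP8 fell by 1.31 with TRAIL+C3/C2, by 1.14 with C3/C2 and by 1.02 with SN; another of its probes was not called with TRAIL+C3/C2 (−0.78) or C3/C2 (−0.89). Called lower with SN were CASP6, CASP8 and DFFB, and CASP6 (−0.99), CASP8 (−0.98) and DFFB (−0.98) were no longer called without NT replicate 3, and CASP8 also not without SN replicate 3 (−0.98). With TRAIL+SN, CASP6, DFFB and FADD were called lower (log2 changes −1.21, −1.16 and −1.05); for DFFB another probe was not called with SN (−0.26, adjusted p = 0.0999) or TRAIL+SN (0.02, adjusted p = 0.911), and for CASP6 with SN, replicate 3 lay above the others. CD70 was called higher with TRAIL+C3/C2 (2.13) and TRAIL+SN (1.18) but lay well above background on only 1 of 4 NT arrays; with C3/C2 it was called only without NT replicate 1 (1.04), NT replicate 2 (1.11) or C3/C2 replicate 4 (1.10). DFFA was called higher in the same treatments (1.11 and 1.08), and in SN only as long as NT replicate 3 was included (1.04, or 0.97 without it). TNFRSF10D rose by 1.30 with TRAIL+SN; with TRAIL+C3/C2 its rise was 1.02, and it was no longer called without NT replicate 1 (1.00), TRAIL+C3/C2 replicate 3 (0.97) or TRAIL+C3/C2 replicate 4 (0.97). CASP9 was called with SN alone (1.03), and not without SN replicate 1 (0.99).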

More specifically, the expression of pro-apoptotic (TNFRSF10B) or anti-apoptotic (CFLAR, XIAP) genes, related to the TRAIL death receptor pathway, were increased or decreased, respectively, in cells treated by TRAIL combined with either SN or C3/C2 (Figure 1C and Table 1). These results thereby demonstrated the efficiency of co-treatments in relationship with apoptosis. 

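TNFRSF10B rose in the co-treatments, with a log2 change of 1.61 for TRAIL+C3/C2 (standard error 0.10, adjusted p = 9.88e-12) and 2.47 for TRAIL+SN (adjusted p = 8.79e-15), against 0.81 with TRAIL alone, which is below a fold change of 2. Its level was 2.24 ± 0.07 (SD, n = 4) in NT, 3.85 ± 0.22 with TRAIL+C3/C2 and 4.71 ± 0.21 with TRAIL+SN. CFLAR had 4 probes that lay well above background on all 24 arrays, and they went in different directions. The probe with the highest mean level over all arrays, on chromosome 2 of hg19 from 202030660 to 202030717, rose from 0.28 ± 0.15 (SD, n = 4) in NT to 0.80 ± 0.14 with TRAIL+C3/C2 and 0.82 ± 0.15 with TRAIL+SN (log2 changes 0.52 and 0.54, standard error 0.11, adjusted p = 0.000207 and 0.000133). The other CFLAR probes start at 202000731, 202025198 and 202031892, and the first of these was the brighter one in NT (1.06). With TRAIL+C3/C2 all of these fell past the threshold, with log2 changes of −1.22, −1.18 and −1.22 in this order. With TRAIL+SN the second fell past the threshold (−1.14, adjusted p = 1.3e-07), and the changes of the others, −0.70 and −0.93, were below a fold change of 2. With the mean of the probes of a gene in place of 1 probe, CFLAR changed by −0.77 with TRAIL+C3/C2 and −0.56 with TRAIL+SN. XIAP, measured on chromosome X of hg19 from 123047703 to 123047762, fell from 2.35 ± 0.11 (SD, n = 4) to 1.58 ± 0.06 with TRAIL+C3/C2 and 1.498 ± 0.051 with TRAIL+SN. These log2 changes of −0.78 (standard error 0.06, adjusted p = 3.92e-10) and −0.86 (adjusted p = 7.37e-11) are below a fold change of 2, whereas at another probe, from 123041089 to 123041148, XIAP fell by 1.04 and 1.29. From the higher TNFRSF10B and the lower CFLAR and XIAP mRNA, the paper concludes that the co-treatments were efficient in relation to apoptosis.

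**Figure D2:**
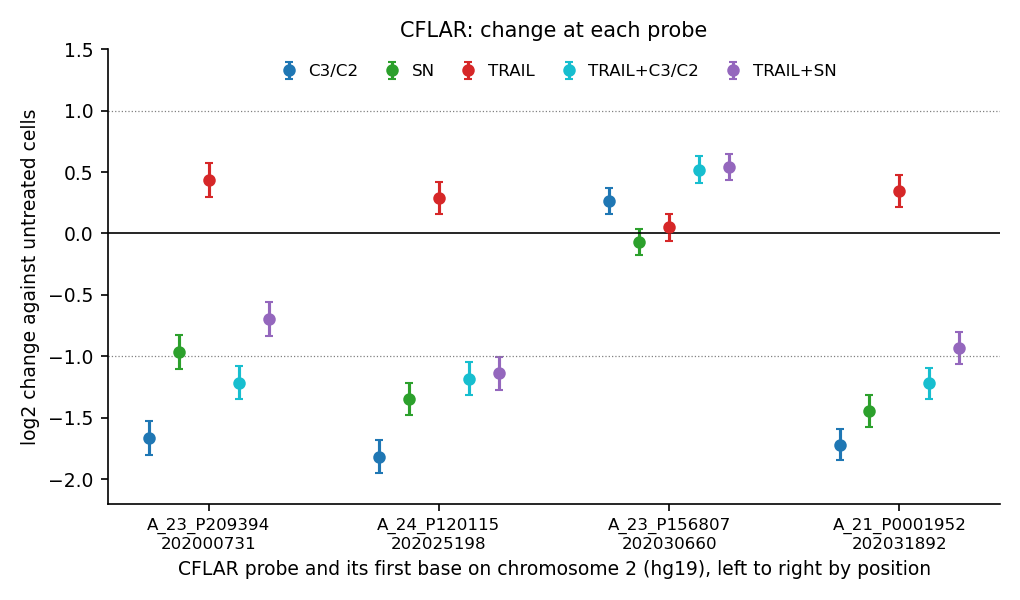
Log2 change of 4 CFLAR probes relative to untreated cells in each treatment, by the start of the probe on chromosome 2 (hg19). Points are differences of group means and bars their standard errors. Dotted lines mark a fold change of 2 in either direction. The probe at 202030660 lies above 0 with the co-treatments, and the other probes below.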

Interestingly, propionibacterial SN or C3/C2 metabolites, alone, induced TNFRSF10B (alias TRAIL-R2/DR5) expression, a TRAIL death receptor (Figure 1C and Table 1). 

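TNFRSF10B was measured on chromosome 8 of hg19, from 22877776 to 22877835. The receptor's mRNA had a log2 level of 3.25 ± 0.10 (SD, n = 4) with C3/C2 alone and 4.20 ± 0.07 with SN alone, where SN replicate 2 (4.30) lay apart from the other arrays (4.16 to 4.18). The log2 change was 1.01 with C3/C2 (standard error 0.10, adjusted p = 2.18e-08) and 1.96 with SN (adjusted p = 4.23e-13), which is a fold change of 2.01 and 3.88. All 4 arrays of each treatment lay above all 4 NT arrays (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 arrays against 4 allow). The change with C3/C2 lies close to the minimum fold change. It stayed between 0.98 and 1.05 with each array left out in turn and was no longer called without NT replicate 1 (0.99), NT replicate 3 (0.98), C3/C2 replicate 1 (0.98) or C3/C2 replicate 2 (0.98). The alternative that moved it most was scaling by the median of each array, which gave 0.71, and normexp background correction gave 0.98; neither passes the minimum fold change. With SN the gene was called under each of these settings.

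**Figure D3:**
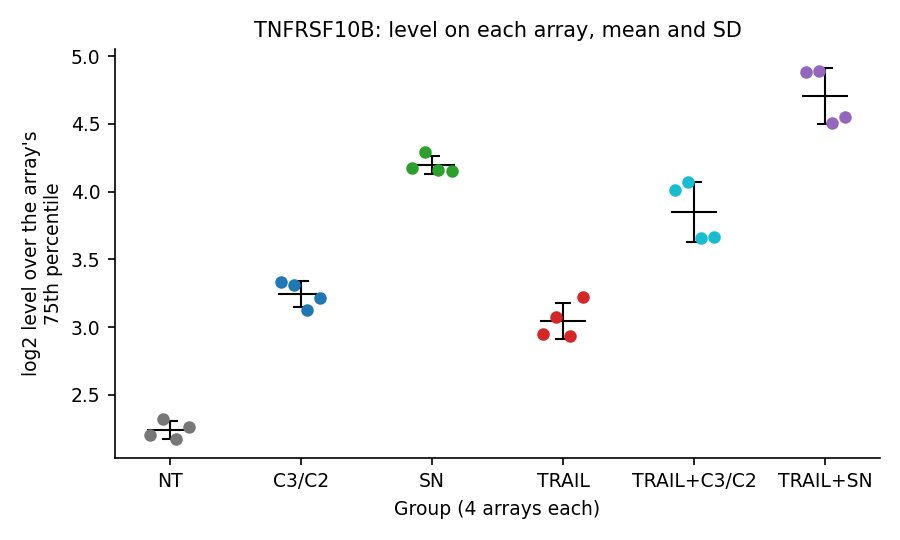
Log2 level of TNFRSF10B mRNA relative to the 75th percentile of each array, by group. Points are arrays and bars the mean and SD of 4 arrays. Every array of C3/C2 and SN lies above every NT array, and the mean is highest with TRAIL+SN, at 4.71.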

TNFRSF10B overexpression was thus confirmed, at the protein level, by characterizing TRAIL-R1 or TRAIL-R2 membrane expression on HT29 cells by flow cytometry after their treatment with the supernatant of Pf-fermented milk ultrafiltrate (FMUF ½), prepared as previously described [6]. An increase in TRAIL-R2 membrane expression was thus observed in HT29 cells after a 12 h treatment with FMUF (Figure 2A), and up to 24 h (Figure 2B). Together, these data suggest that SCFA metabolites (also present in SN or FMUF) may potentiate TRAIL-induced apoptotic effect.

**Table 1:** Gene expression from transcriptomic analyses

Gene symbol	C3/C2vsNT	SNvsNT	TRAILvsNT	(C3/C2+TRAIL)vsNT	(SN+TRAIL)vsNT
CDKN1A (p21)	+5.5	+18.7	+2.5	+13.5	+23
CFLAR (FLIPL)	−3.8	−2.7	NS	−2.5	−2.13
XIAP	NS	−2.1	NS	−2.3	−2.57
TNFRSF10B (DR5)	+2.02	+3.82	NS	+2.89	+5.39
BAX	NS	NS	NS	NS	NS
MCL1	NS	NS	NS	NS	NS
BCL21 (Bcl-XL)	NS	NS	NS	NS	NS
BAK1 (Bak)	+2.09	+2.99	NS	+2.5	+2.9

Values are expressed as fold change (+) in case of increased gene expression or (−) in case of decreased gene expression. NS: non significant.

**Figure 2:**
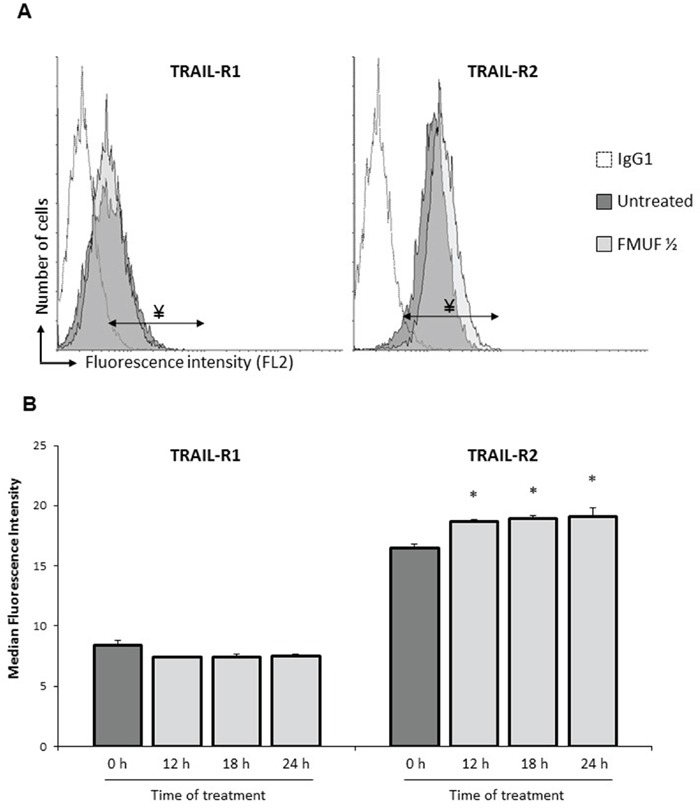
FMUF treatment increases cell surface expression of death receptor TRAIL-R2 HT29 cells were left untreated or were treated with FMUF ½ for 12, 18 and 24 h. **A.** Cell surface expression of TRAIL-R1 or TRAIL-R2 was analyzed by flow cytometry in HT29 cells after treatment without (dark gray histogram) or with FMUF ½ (light gray histogram). Empty histogram represented background fluorescence obtained with secondary antibody alone. Fluorescence histograms were shown for a 12 h time treatment. **B.** Presented values correspond to the median fluorescence intensity for each time treatment. *n*=3, data are means ± SD, * *P*<0.05, treated cells versus control (0 h).

### *P. freudenreichii* metabolites enhance TRAIL cytotoxicity in HT29 or HCT116 human colon cancer cells compared to HIEC human healthy intestinal epithelial cells

Since the microarray analysis suggests an enhanced pro-apoptotic effect of TRAIL in combination with SN or C3/C2 in HT29 cells, we further analysed the cytotoxic effect of these treatments using a methylene blue assay [6]. Up to 100 ng/ml, TRAIL had a low cytotoxic effect on its own in HT29 cells, with less than 10% of viability loss after 24 h, as shown in Figure 3A and 3B (0-5% of cell death for 25 ng/ml). Besides, propionibacterial supernatant at the highest concentration (½) only killed 23% after 24 h. However, a synergistic effect was observed for 25 ng/ml of TRAIL in combination with SN ½, leading to 57% of cell death (Figure 3A). Similar results were observed for TRAIL in combination with C3/C2 (Figure 3B).

**Figure 3:**
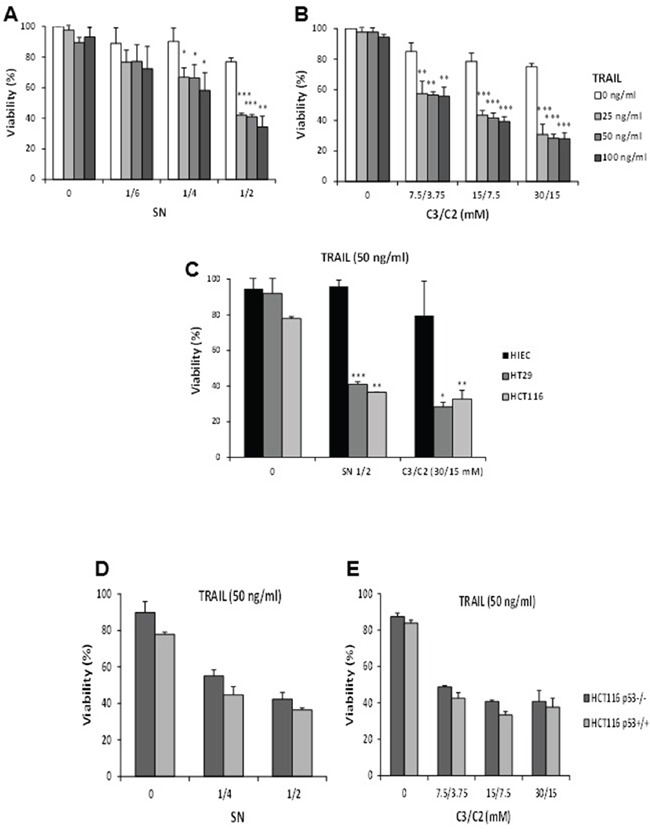
Cytotoxicity of TRAIL in combination or not with propionibacterial supernatant or metabolites in different cell lines HT29 cells were left untreated (0) or were treated for 24 h with a combination of increased concentrations of TRAIL with increased dilutions of a *P. freudenreichii* DMEM culture supernatant (SN) **A.** or increased concentrations of the SCFAs C3/C2 **B.** Viability of HT29 cells was measured by a methylene blue assay as indicated in materials and methods. *n*=3, data are means ± SD, *P<0.05, **P<0.01, ***P<0.001 TRAIL versus TRAIL+SN or TRAIL versus TRAIL+C3/C2. **C.** HT29, HCT116 or HIEC cells were left untreated (0) or were treated with a combination of 50 ng/ml TRAIL with a *P. freudenreichii* DMEM culture supernatant (SN ½) or with the SCFAs C3/C2 (30/15 mM). Cell viability was measured using a methylene blue assay. *n*=3, data are means ± SD, *P<0.05, **P<0.01, ***P<0.001 HIEC versus HT29 or HIEC versus HCT116. p53^+/+^and p53^−/−^ HCT116 cells were left untreated (0) or were treated for 24 h with TRAIL (50 ng/ml) in combination with increased dilutions of a *P. freudenreichii* DMEM culture supernatant (SN) **D.** or increased concentrations of the SCFAs (C3/C2) **E.** Viability of HCT116 cells was measured by a methylene blue assay as indicated in materials and methods. *n*=3, data are means ± SD.

However, HIEC human healthy epithelial colon cells were less susceptible than HT29 or HCT116 cells to cell death induction by combined treatments (Figure 3C), suggesting that normal cells would be spared from the toxicity of TRAIL in combination with SN or C3/C2. Expression or not of p53 did not modify the cytotoxicity of TRAIL/SN or TRAIL/C3/C2 combinations in HCT116 (Figure 3D and 3E).

### Bcl-2 is a resistance factor towards treatment induced by combination of TRAIL with SN or C3/C2

We compared the cytotoxicity of the combined treatments (TRAIL with SN or C3/C2) in HT29 cells that do not constitutively express Bcl-2 (HT29-neo) and in HT29 cells stably transfected with Bcl-2 (HT29-Bcl2) [21]. After a 24 h treatment, HT29-Bcl2 cells presented a decreased cell sensitivity to combination of TRAIL with SN or C3/C2, in comparison with HT29-neo cells (Figure 4A and 4B).

**Figure 4:**
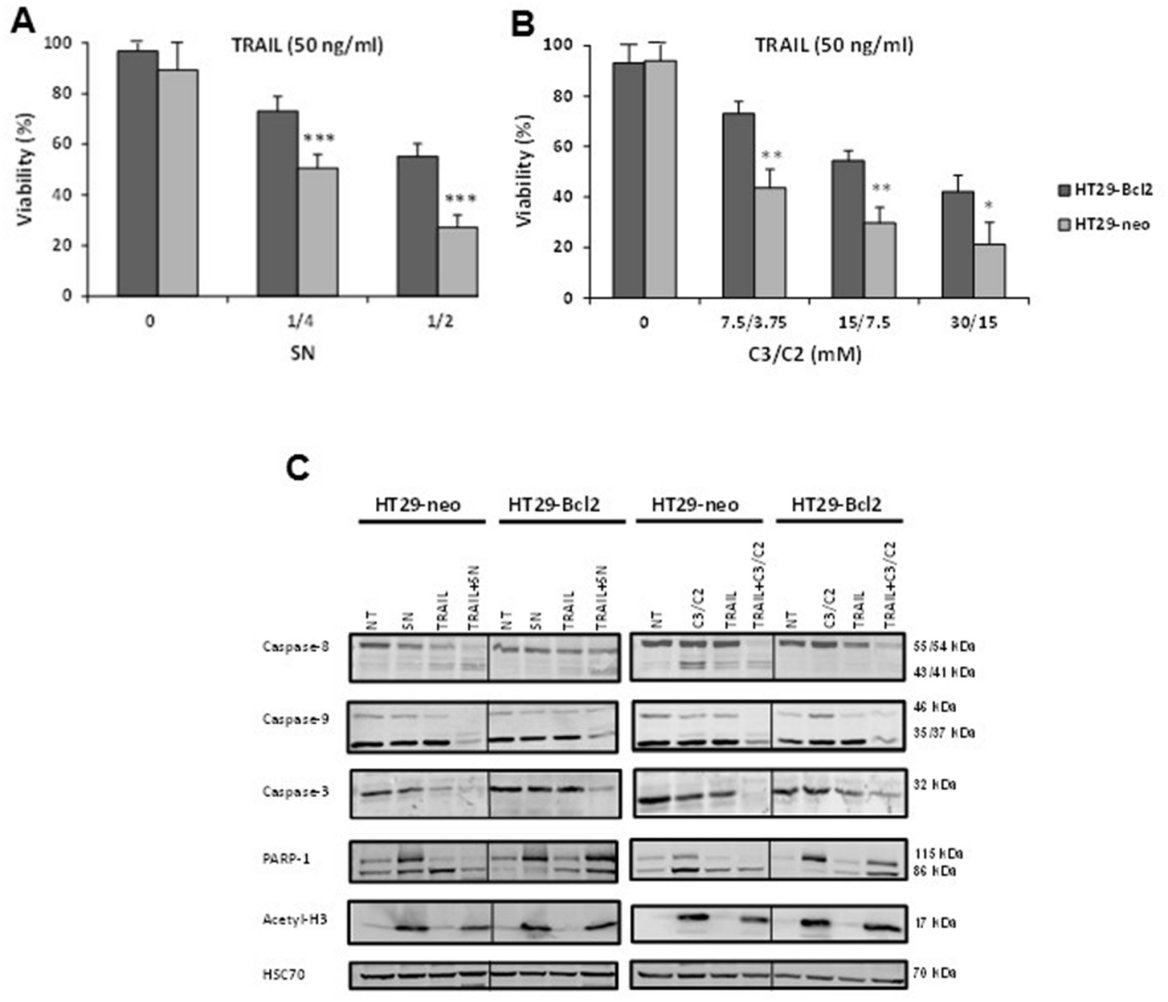
Bcl-2 is a resistance factor towards treatment induced by combination of TRAIL with SN or C3/C2 HT29 cells expressing or not Bcl-2 (HT29-Bcl2 and HT29-neo) were left untreated (0) or were treated for 24 h with a combination of increased concentrations of TRAIL with increased dilutions of a *P. freudenreichii* DMEM culture supernatant (SN) **A.** or increased concentrations of the SCFAs C3/C2 **B.** Viability was measured by a methylene blue assay. *n*=3, data are means ± SD, *P<0.05, **P<0.01, ***P<0.001 HT29-Bcl2 versus HT29-neo. **C.** Caspases-8, -9 and -3, PARP-1 and Acetyl-H3 were analyzed by western blotting in cell extracts of HT29 cells, either expressing Bcl-2 (HT29-Bcl2) or not (HT29-neo), treated or not (NT) with TRAIL (100 ng/ml), SN (1/2), C3/C2 (30/15 mM) or combinations. Antibodies directed against Hsc70 were used as a loading control.

Then, we performed western blot experiments (Figure 4C). Activation of caspase-8, -9 and -3 was observed in HT29-neo cells exposed to TRAIL/SN or TRAIL/C3/C2 combination, as evidenced by the decreased amount of the proforms of caspase-3, -8 and -9 which are no more detected at the end of the 24 h treatment and the appearance of cleavage products of caspase-8 (41/43 kDa) and caspase-9 (35/37 kDa), as well as the complete cleavage of PARP-1, a substrate of caspase-3. In HT29-Bcl2 cells treated with TRAIL/SN or TRAIL/C3/C2, the proforms of caspases-8, -9 and -3 were still detected by western blot as well as the uncleaved PARP-1 (Figure 4C) at the end of the 24 h treatment, suggesting that expression of Bcl-2 delays the activation of caspases-8, -9 and -3, leading to TRAIL/SN or TRAIL/C3/C2 resistance (Figure 4A and 4B). As it has been shown that SCFA can modulate histone acetylation [22], we demonstrated that treatment of HT29 cells with SN or C3/C2 alone or in combination with TRAIL led to the histone H3 acetylation which may be indicative of a histone deacetylase inhibitory activity present in the supernatant (SN) or the mixture of SCFA (C3/C2) (Figure 4C).

### TRAIL/C3/C2 synergistic cytotoxicity involves the activation of both extrinsic and intrinsic apoptotic pathways

The percentage of HT29 apoptotic cells (10%) following a 24 h treatment with 30/15 mM C3/C2, as determined by Hoechst 33342 and propidium iodide double staining, was similar to the untreated control (NT) (Figure 5A), in accordance with the very low cytotoxicity of these concentrations, as detected in viability assay (Figure 3B). Treatment with TRAIL alone induced 20% of apoptotic cells. However, combination of TRAIL with C3/C2 led to an increase in apoptosis, with 45% of apoptotic cells (Figure 5A). Blocking TRAIL death receptors by using antagonistic antibodies against DR4 and DR5 (Abs) led to an almost complete inhibition of apoptosis induced by TRAIL and C3/C2 combination, showing activation of the extrinsic death pathway. Control treatment with these antibodies alone had no effect (Figure 5A).

**Figure 5:**
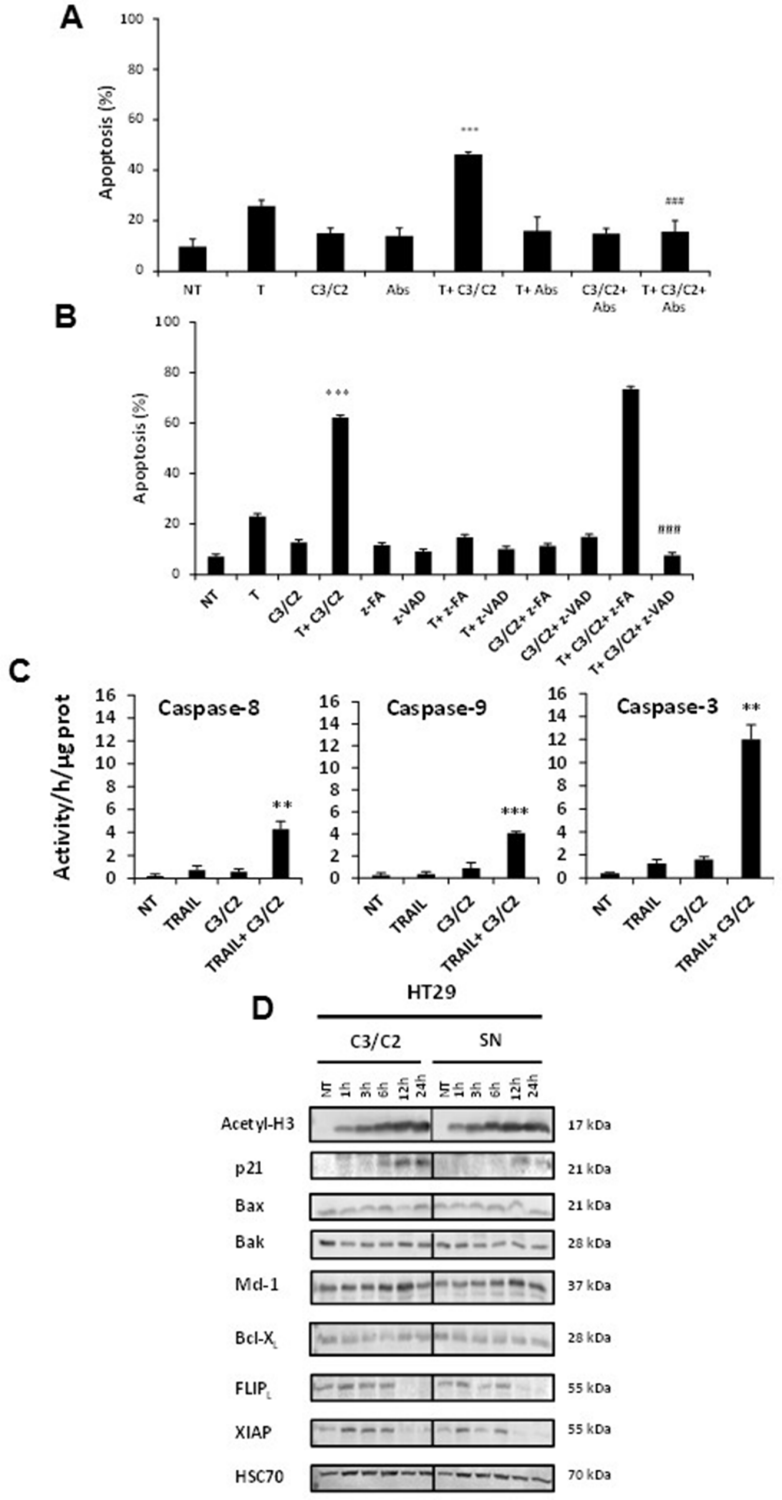
Implication of both extrinsic and intrinsic pathways in synergistic effect HT29 cells were left untreated (NT) or treated for 24 h with TRAIL (T, 50 ng/ml), C3/C2 (30/15 mM) or combination. **A.** Antibodies (Abs) against DR4 and DR5 were used to antagonize the pro-apoptotic effect of these treatments. *n*=3, data are means ± SD, ***P<0.001 TRAIL versus TRAIL+C3/C2, ^###^*P*<0.001 TRAIL+C3/C2 versus TRAIL+C3/C2+Abs. **B.** A pan-caspase inhibitor (z-VAD) and a caspase inhibitor negative control (z-FA) were used to antagonize the pro-apoptotic effect of these treatments. *n*=3, data are means ± SD, ***P<0.001 TRAIL versus TRAIL+C3/C2, ^###^*P*<0.001 TRAIL+C3/C2 versus TRAIL+C3/C2+z-VAD. **C.** Caspase-8, caspase-9 and caspase-3 activities were quantified in HT29 treated cells as indicated in the materials and methods. Caspases specific activities of lysates from cells treated as above were determined using specific fluorescent peptides. *n*=3, data are means ± SD, **P<0.01, ***P<0.001 TRAIL versus TRAIL+C3/C2. **D.** Expression of key proteins was analyzed by western blotting in HT29 cells treated or not (NT) with SN or C3/C2. Antibodies directed against Hsc70 were used as a loading control.

Moreover, Figure 5B showed that z-VAD-fmk, a pan-caspase inhibitor, drastically reduced the synergistic apoptotic effect of TRAIL with C3/C2 in HT29 cells, while a caspase inhibitor negative control, z-FA-fmk had no effect, confirming the role of caspases in this cell death pathway. Finally, Figure 5C evidenced an enhanced activation of caspase-8, -9 and -3, as a result of co-treatment, in comparison with treatment with TRAIL or C3/C2 alone, which was in agreement with Western blot data (Figure 4C). Activation of caspase-8 or caspase-9 by co-treatment evidenced activation of extrinsic or intrinsic death pathway, respectively. Next, we assessed the impact of propionibacterial metabolites (C3/C2) or SN on expression of some key regulatory proteins of apoptosis signalling machinery (Bax, Bak, p21, Mcl-1, Bcl-X_L_, FLIP_L_, XIAP). Western blot analysis showed enhanced cellular contents of acetylated histone H3 and p21 in a time-dependent manner following treatment with C3/C2 or SN in HT29 cells (Figure 5D), suggesting inhibition of histone deacetylase. Moreover, the expression of two inhibitors of the extrinsic and the intrinsic apoptotic pathway FLIP_L_ and XIAP respectively, was decreased by C3/C2 or SN treatment (Figure 5D), which could explain cells sensitivity when C3/C2 or SN are combined with TRAIL. These data are in accordance with microarray analysis showing an increase in mRNA level expression of CDKN1A (p21) or a decrease in mRNA level expression of CFLAR (FLIP_L)_ and XIAP after a 6 h treatment with SN or C3/C2 treatment (Table 1). 

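CDKN1A, measured on chromosome 6 of hg19 from 36652178 to 36652237, had a log2 level of −4.11 ± 0.21 (SD, n = 4) in NT, −1.43 ± 0.06 with C3/C2 and 0.16 ± 0.16 with SN. The log2 change was 2.68 with C3/C2 (standard error 0.12, adjusted p = 4.62e-14) and 4.27 with SN (adjusted p = 2.27e-17), a fold change of 6.401 and 19.35 (exact permutation test for each, two-sided, p = 0.0286). With each array left out in turn, it stayed between 2.61 and 2.77 with C3/C2 and between 4.21 and 4.37 with SN. With C3/C2, the fold change lay within 1.5 times the paper's value under 15 settings and outside it under 1. With SN, these numbers were 14 and 1. TRAIL alone also raised CDKN1A, by 1.31 (adjusted p = 7.52e-08), a call that was lost with normexp background correction (0.76). At the CFLAR probe with the highest mean level over all arrays, which is not the brightest in NT (0.28 against 1.06), the log2 change was 0.26 with C3/C2 (standard error 0.11, adjusted p = 0.038) and −0.07 with SN (adjusted p = 0.577). The other 3 probes of CFLAR fell with both treatments, with log2 changes of −1.66, −1.82 and −1.72 for C3/C2 (adjusted p = 8.69e-10, 1.27e-10 and 1.96e-10) and of −0.96, −1.35 and −1.45 for SN (adjusted p = 2.3e-06, 1.11e-08 and 2.41e-09), the first of which is below a fold change of 2 with SN. XIAP had a log2 change of −0.60 with C3/C2 (standard error 0.06, adjusted p = 2.68e-08) and −0.82 with SN (adjusted p = 1.79e-10) at its brightest probe. At its other probe the changes were −0.51 and −1.08, of which only that with SN was called.

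**Figure D4:**
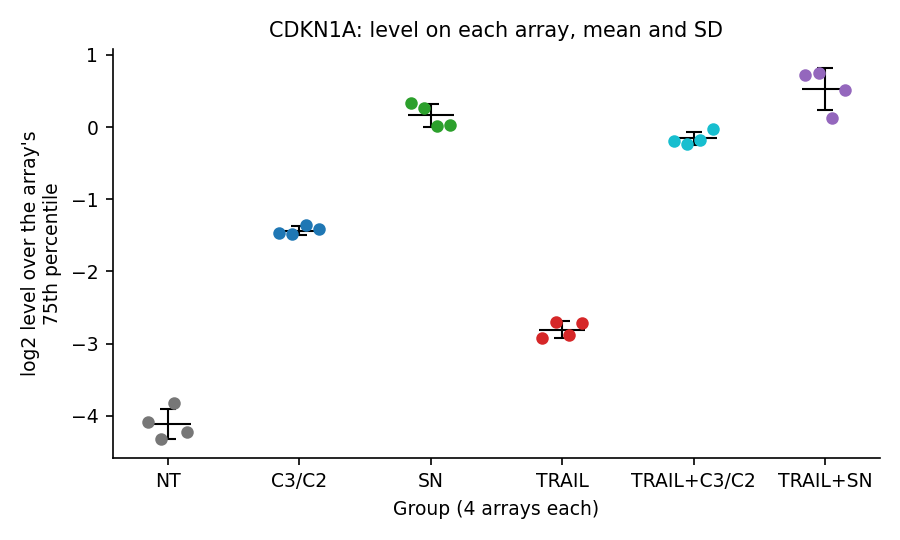
Log2 level of CDKN1A mRNA relative to the 75th percentile of each array, by group. Points are arrays and bars the mean and SD of 4 arrays. Untreated cells have the lowest mean, −4.11, and all arrays of C3/C2 and SN lie above them.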

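Among mRNAs of the Bcl-2 family, BAK1 (chromosome 6 of hg19, 33540585 to 33540644) rose from a log2 level of 2.07 ± 0.09 (SD, n = 4) in NT by 1.05 with C3/C2 (standard error 0.07, adjusted p = 4.05e-11) and by 1.62 with SN (adjusted p = 2.84e-14). The call with C3/C2 was lost with scaling by the median of each array (0.75). BAX (chromosome 19, 49464904 to 49464963) had a level of 3.57 ± 0.07 (SD, n = 4) in NT and changed by −0.28 with C3/C2 and −0.44 with SN, and another of its probes by −0.09 (adjusted p = 0.316) and 0.16 (adjusted p = 0.0654). MCL1 (chromosome 1, 150547622 to 150547681) changed by 0.18 with C3/C2 and 0.50 with SN (standard error 0.05), from 1.77 ± 0.08 (SD, n = 4); with scaling by the array median, its change with C3/C2 was −0.12. BCL2L1, which encodes Bcl-XL (chromosome 20, 30253324 to 30253383), fell by 0.92 with C3/C2 (adjusted p = 2.72e-12) and by 0.65 with SN (adjusted p = 6.18e-10), from 1.22 ± 0.07 (SD, n = 4). The changes of BAX, MCL1 and BCL2L1 were below a fold change of 2, although scaling by the array median brought that of BCL2L1 with C3/C2 to −1.22.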

Some small changes in the expression of Bax, Bak, Mcl-1 and Bcl-X_L_ were observed after C3/C2 or SN treatment (Figure 5D and Table 1).

These results showing that propionibacterial metabolites or SN sensitize cells to TRAIL and enhance its effect, we thus hypothesized that a dairy product, fermented exclusively by *P. freudenreichii*, might sensitize colon cancer cells towards TRAIL.

### *P. freudenreichii*- fermented milk or fermented milk ultrafiltrate induces colon cancer cells apoptosis

A milk (FM) and a milk ultrafiltrate (FMUF, i.e. milk devoid of casein), both fermented exclusively by *P. freudenreichii*, were prepared as previously described by Cousin et al [6, 23, 24]. Supernatants of both products, either in the presence or absence of milk caseins, contained similar concentration of C3 (close to 60 mM) and of C2 (close to 30 mM), and induced cell death in dose- and time-dependent manner in HT29 cells (Figure 6A). FMUF gave similar results as FM and was clear while FM was turbid, so that following experiments were performed using FMUF.

**Figure 6:**
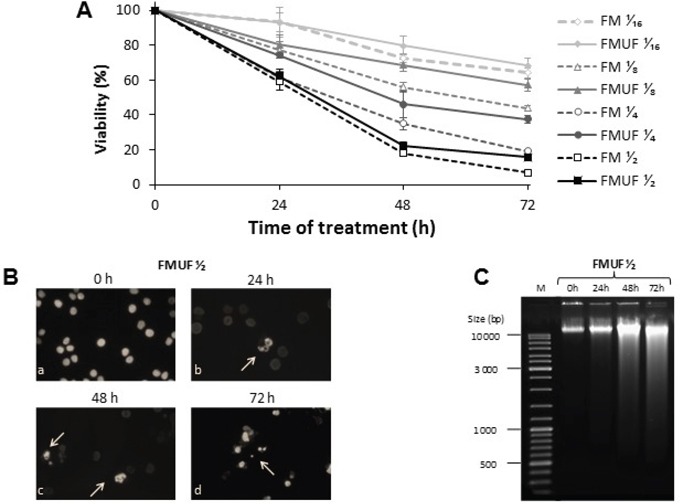
Cytotoxicity of *P. freudenreichii*-fermented milk and of *P. freudenreichii*-fermented milk ultrafiltrate **A.** HT29 cells were left untreated or were treated with increased dilutions of fermented milk (FM) supernatant or fermented milk ultrafiltrate (FMUF) supernatant for 24, 48 and 72 h. Cells viability was measured using a methylene blue assay as indicated in materials and methods. **B.** Cells treated as above were stained with Hoechst 33342 prior to fluorescence microscopy. Arrows indicate chromatin condensation. **C.** HT29 genomic DNA was extracted and analyzed in 1 % agarose gel as described in [6].

In accordance with effects reported for propionibacterial metabolites C3/C2, FMUF induced a caspase-dependent apoptosis in HT29 cells (Figure 7). Western blotting analysis revealed cleaved forms for caspases -3, -8 and -9 after 72 h of treatment with FMUF ½ (Figure 7A). Moreover, activities of caspases-3, -8 and -9 were quantified in HT29 cell extracts (Figure 7B). Unfermented milk ultrafiltrate (Co) did not induce any caspase activity. By contrast, FMUF induced activation of the 3 caspases detected at 48 h and 72 h, as did C3/C2 or etoposide (Eto.), used as an apoptosis positive control (Figure 7A and 7B).

**Figure 7:**
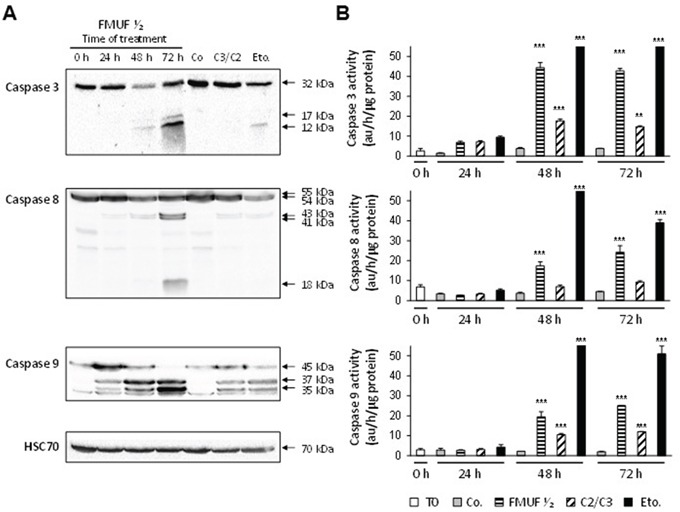
*P. freudenreichii*-fermented milk ultrafiltrate activates caspases-3, -8 and -9 in HT29 cells HT29 cells were treated or not (0 h) with *P. freudenreichii* fermented milk ultrafiltrate (FMUF ½) for 24, 48 and 72 h. **A.** Processing of caspase-3, -8 and -9 was followed by western blotting in lysates of HT29 cells treated with supernatant of *P. freudenreichii* fermented milk ultrafiltrate (FMUF ½). Non-fermented milk ultrafiltrate (Co, 48 h), a mixture of acetate and propionate (C3/C2, 30/15 mM, 48 h) and etoposide (Eto, 100 μM, 48 h) were used as controls. Antibodies directed against Hsc70 were used as a loading control. **B.** Caspases-3, -8 and -9 activities were measured in lysates from HT29 cells as described in materials and methods. *n*=3, data are means ± SD, **P<0.01, ***P<0.001 treated versus control (0 h).

Modifications of DNA content was also monitored by flow cytometry after propidium iodide staining. Up to 52% of cells were in the sub-G1 fraction after 72 h of treatment, while shorter treatment time resulted in enhanced G0/G1 population (70 % at 24 h of treatment) (Figure 8A and 8B), these data were in accordance with the observed chromatin fragmentation in apoptotic nuclei resulting in DNA degradation (Figure 6B and 6C).

**Figure 8:**
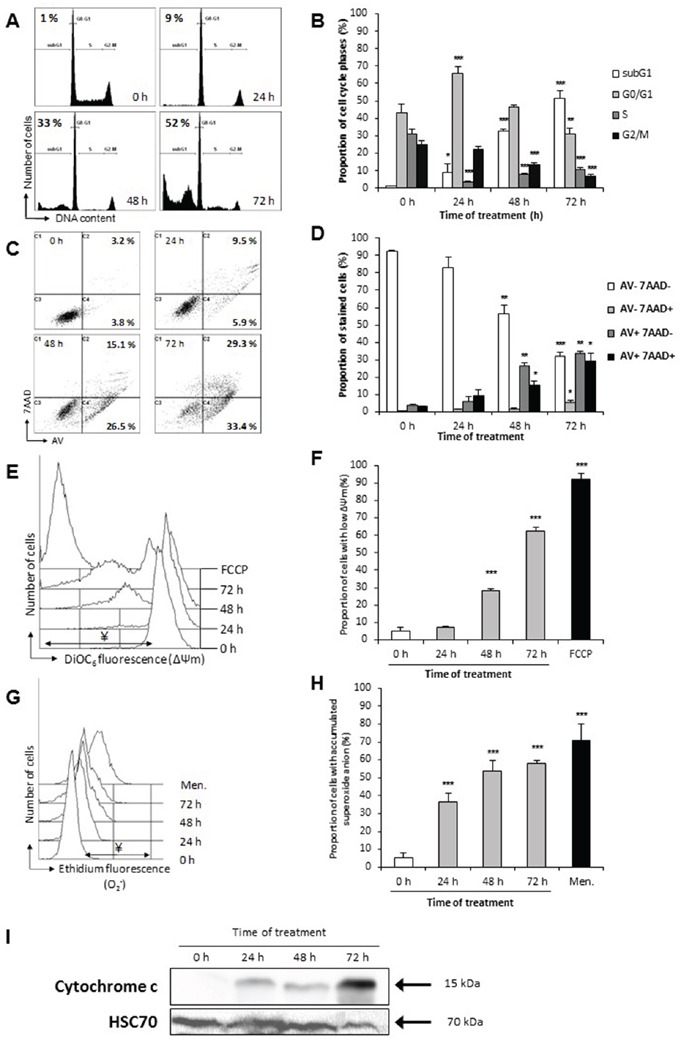
*P. freudenreichii*-fermented milk ultrafiltrate induces apoptosis via the mitochondria pathway HT29 cells were treated as in Figure 7. **A.** Fermented milk ultrafiltrate-induced changes in cell cycle phases. DNA content of HT29 cells was analyzed by flow cytometry after propidium iodide staining. The percentage of the cell population with sub-G1 DNA content, indicative of apoptosis, is indicated (one representative experiment). **B.** Proportion of each cell subsets (sub-G1, G0/G1, S, G2/M), within the total cell population, is shown for each time of treatment. *n*=3, data are means ± SD, *P<0.05, **P<0.01, ***P<0.001 treated cells versus control (0 h). **C.** Flow cytometry kinetic analysis of cell death in HT29 cells treated with *P. freudenreichii* fermented milk ultrafiltrate (FMUF ½ dilution in DMEM). A representative experiment of Annexin V/7-AAD staining of HT29 cells at each time of treatment is shown, with proportions of Annexin V positive cells (AV+; apoptotic cells). **D.** Quantitative FACS analysis of Annexin V-FITC (AV) binding to HT29 cells was performed after counterstaining with 7-aminoactinomycin-D (7AAD). Presented values correspond to the proportion of each cell subsets, within the total cell population, for each treatment time. *n*=3, data are means ± SD, *P<0.05, **P<0.01, ***P<0.001 treated cells versus control (0 h). **E.** Flow cytometry kinetic analysis of mitochondrial inner membrane (ΔΨm) dissipation with DiOC_6_ staining. An overlay view of one representative experiment is shown. The decoupling FCCP (50 μM, 20 min) was used as positive control. **F.** Quantitative analyses of ΔΨm loss in 3 independent experiments. Values are represented as a proportion of cells with decreased ΔΨm, within the total cell population, for each treatment. *n*=3, data are means ± SD, ***P<0.001, treated versus control (0 h). **G.** Flow cytometry kinetic analysis of anion superoxide (O_2_^.−^) accumulation with DHE staining. An overlay of one representative experiment of ROS detection at each time of treatment is shown. Cells were stained with DHE and analyzed by flow cytometry. The pro-oxidant menadione (Men., 100 μM, 15 min) was used as positive control. **H.** Values are represented as a proportion of cells with increased ROS (increase of fluorescence intensity), within the total cell population, for each treatment. *n*=3, data are means ± SD, ***P<0.001, treated versus control (0 h). **I.** Cytochrome *c* relocation over the whole treatment period with *P. freudenreichii*-fermented milk ultrafiltrate supernatant ½ was assessed by western blot analysis of cytoplasm-enrich fractions. Antibodies directed against Hsc70 were used as a loading control.

Phosphatidylserine translocation from the inner to the outer leaflet of HT29 plasma membrane was monitored by staining cells with Annexin V (AV) and 7-AAD prior to flow cytometry fluorescence analysis (Figure 8C and 8D). Up to 63% of the cells were stained by AV after 72 h of treatment by FMUF diluted ½ in DMEM, in comparison with 7% of AV positive cells in untreated cells (0 h), suggesting apoptosis induction.

The mitochondrial inner membrane potential ΔΨm, a crucial parameter in intrinsic apoptosis induction, was also monitored. We observed an increase in cells exhibiting a low ΔΨm upon FMUF treatment with time (62% after 72 h) (Figure 8E and 8F). Accumulation of anion superoxide (O_2_^.−^) was followed using ethidium staining and flow cytometry analysis (Figure 8G and 8H), leading to 58% of cells with accumulated superoxide anion after 72 h of treatment with FMUF. Finally, immunoblotting examination of a cytoplasmic-enriched fraction for the presence of cytochrome *c* revealed a strong release of this protein from mitochondria into the cytoplasm upon time treatment with FMUF (Figure 8I).

Altogether, these results indicate that propionibacterial metabolites contained in FMUF induced cell cycle arrest and typical hallmarks of intrinsic apoptosis.

### *P. freudenreichii*- fermented milk ultrafiltrate enhances TRAIL cytotoxicity

We investigated the combined cytotoxic effects of FMUF and several molecules considered for colon cancer chemotherapy. As shown on Figure 9, cisplatin, etoposide, oxaliplatin and 5-FU induced a dose-dependent cell death in HT29 cells in a 24 h treatment, which was little affected by the addition of FMUF. TRAIL alone had little effect on cell viability, whatever the tested doses, in 24 h. Combination of TRAIL with FMUF killed HT29 cells in a dose-dependent manner. Moreover, whatever the TRAIL concentration, FMUF enhanced its cytotoxicity.

**Figure 9:**
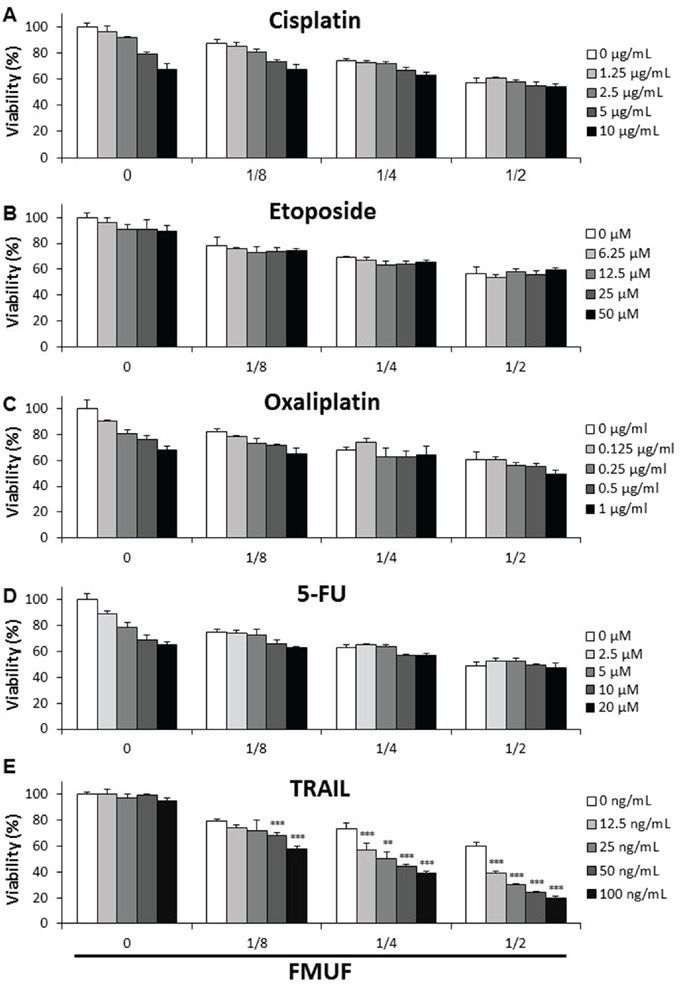
*P. freudenreichii*-fermented milk ultrafiltrate enhances the cytotoxic effect of TRAIL HT29 cells were treated for 24 h with increased concentrations of cisplatin **A.**, etoposide **B.**, oxaliplatin **C.**, 5-fluorouracil (5-FU) **D.** or TRAIL **E.** in combination or not with increased dilutions of *P. freudenreichii* fermented milk ultrafiltrate (FMUF) supernatant. Cells viability was measured using a methylene blue assay as indicated in materials and methods. *n*=3, data are means ± SD, **P<0.01, ***P<0.001, sum of the single treatments FMUF and TRAIL versus the combined treatment of TRAIL and FMUF.

## DISCUSSION

New tools are needed to prevent and/or help treating CRC acting on diet and efficacy of treatments. TRAIL induces apoptosis of colon cancer cells both *in vitro* and *in vivo*, via the extrinsic pathway. Clinical trials demonstrated that rhTRAIL needs to be used in combination with other chemotherapeutic drugs to expect clinical responses [25]. Dairy propionibacteria, including *Propionibacterium freudenreichii*, a food-grade probiotic bacterium generally recognized as safe, were previously shown to induce apoptosis *in vitro* via the intrinsic death pathway [3] and also *in vivo* in the context of carcinogenesis induced by DMH [5]. 

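In the microarray data of HT29 cells treated for 6 h, the log2 changes from NT with TRAIL+SN and with TRAIL+C3/C2 correlated across genes with r = 0.917, against a mean of 0.499 in simulations of unchanged genes that share the same untreated arrays; genes are not independent replicates. Of the genes called higher than in NT, 2680 were shared by both co-treatments, which is 80.7% of those with TRAIL+SN and 79.7% of those with TRAIL+C3/C2. Of the genes called lower, 1336 were shared, out of 2096 with TRAIL+SN (63.7%) and 1640 with TRAIL+C3/C2. A direct comparison, with both co-treatments on the same slide, called 200 genes higher and 527 lower with TRAIL+SN than with TRAIL+C3/C2. Scaling to spike-in probes, an alternative chosen after seeing the data, gave 1328 shared genes, the lowest number among the alternatives.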

In this work, we show for the first time that HT29 human colon cancer cells co-treated with TRAIL and a supernatant of propionibacteria, or a mixture of propionate and acetate (C3/C2), displayed quite similar transcription modulation pattern, with changes in expression of genes involved in apoptosis, suggesting a potential synergistic pro-apoptotic effect of these combinations. Among the pro-apoptotic genes, TNFRSF10B (alias TRAIL-R2/DR5) was increased after treatment with SN (+ 3.82 fold change) or C3/C2 (+ 2.02 fold change). Moreover, TRAIL-R2 expression was shown to be increased on cell membrane of HT29 cells after treatment with supernatant of Pf-fermented milk ultrafiltrate (FMUF), a dairy product containing C3/C2. These data are in accordance with the study of Morales et al., where butyrate, another SCFA, induced overexpression of the TRAIL-R2 in human leukemic cells [26]. 

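A direct comparison of SN with C3/C2 gave a log2 difference in TNFRSF10B mRNA of 0.95 (standard error 0.10, adjusted p = 2.34e-07). The same comparison within the co-treatments, TRAIL+SN against TRAIL+C3/C2, gave 0.86 (adjusted p = 1.51e-06). Relative to the sum of the changes with each single treatment on the log2 scale, TNFRSF10B was not past the threshold either in TRAIL+SN (−0.30, standard error 0.15, adjusted p = 0.149) or in TRAIL+C3/C2 (−0.20, adjusted p = 0.559).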

TRAIL-R2 is predominantly regulated at the transcriptional level [27]. Such an increase in TRAIL-R2 expression could participate to TRAIL sensitization induced by SN, C3/C2 or FMUF [28]. 

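Families of genes assigned by their symbols were tested for an excess among the genes called higher than in NT in HT29 cells after 6 h. Cytokines and their receptors were in excess with every treatment (Fisher's exact test). With TRAIL, 24 of 151 genes were called (15.9%, against 0.749% of all genes tested; odds ratio 29.4, adjusted p = 4.79e-24), with C3/C2 39 (odds ratio 2.26, adjusted p = 8.38e-05) and with SN 46 (odds ratio 2.67, adjusted p = 6.79e-07). The co-treatments called 54 with TRAIL+C3/C2 (odds ratio 2.90) and 60 with TRAIL+SN (3.49). NOD-like receptors and their partners were in excess with TRAIL (8 of 43 genes, odds ratio 31.9, adjusted p = 4.79e-09) but not past the threshold with C3/C2 (0.85, adjusted p = 0.752), SN (0.79, adjusted p = 0.752), TRAIL+C3/C2 (1.37, adjusted p = 0.32) or TRAIL+SN (1.80, adjusted p = 0.126). A difference between treatments in these odds ratios was not tested. The odds ratio of the NOD-like family with C3/C2 moved to 1.29 with the normexp background (adjusted p = 0.419, in a range of 0.419 to 0.794 over the alternatives). Testing the change of all members of a family together with limma's camera, which presets a correlation between genes of 0.01, gave adjusted p = 0.0426, 0.0351, 0.000949, 0.00587 and 0.00114 for the cytokine family with C3/C2, SN, TRAIL, TRAIL+C3/C2 and TRAIL+SN, and adjusted p = 0.000401 for the NOD-like family with TRAIL. All of these hold under limma's fry, which presets no correlation and also passes the threshold for the NOD-like family with TRAIL+C3/C2 (adjusted p = 1.34e-18) and TRAIL+SN (adjusted p = 5.28e-19). The apoptosis family was in excess with TRAIL (4 of 74 genes, odds ratio 7.74, adjusted p = 0.00497) and not past the threshold with the other treatments. As a whole, it passed the threshold by camera with TRAIL (adjusted p = 1.84e-05) and with no other treatment (adjusted p = 0.616 to 0.955), and by fry with every treatment (adjusted p = 0.00342 with C3/C2, 2.43e-07 with SN, 3.3e-13 with TRAIL, 2.62e-14 with TRAIL+C3/C2 and 1.66e-14 with TRAIL+SN), although its median log2 change was −0.08 with C3/C2 and −0.02 with SN, where fry pointed up and camera down with C3/C2.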

The modulation of the expression of NOD-like receptors and cytokine-cytokine receptors at the mRNA level was also observed in agreement with previous data obtained with HT29 cells after adhesion of probiotic microbes [19] and with the immunomodulatory properties of propionibacteria [29].

The cytotoxic and apoptotic assays confirmed transcriptomic data showing that combination of TRAIL with SN or C3/C2 has a synergistic cytotoxic activity in HT29, with increased cytotoxicity via caspase-dependent apoptosis, in agreement with the apoptotic effect of TRAIL [8] and of acetate and propionate [3, 30, 31] in various cell lines. The cell death pathway triggered by the combinations involved TRAIL death receptors, caspase-3, -8 and -9 activation and mitochondria, since the use of blocking antibodies directed against DR4 or DR5, of a pan-caspase inhibitor (z-VAD-fmk) or of Bcl-2 expression inhibited the pro-apoptotic effect of combination of TRAIL with SN or C3/C2 in HT29 cells. Finally, the very low cytotoxic effect of TRAIL in combination with SN or C3/C2 on normal human intestinal epithelial cells (HIEC) suggests a possible therapeutic application in humans. However, overexpression of Bcl-2 in human colon tumors [32] could be a resistance factor to this kind of co-treatment.

Interestingly, treatment with SN or a mixture of propionate and acetate (C3/C2) induced histone H3 acetylation which has already been reported for mixtures of SCFAs including butyrate, propionate and acetate [33]. Our data demonstrated that a ratio of propionate and acetate (30/15 mM) found in propionibacterial supernatant (SN), is also able to acetylate histone H3 in the same extent as SN. Histone hyperacetylation has been linked to inhibition of histone deacetylase (HDAC) by butyrate [34] leading to growth inhibition [35] and cell-cycle arrest [36] with induction of p21, a CDK (Cyclin-Dependent Kinase) inhibitor [37]. Accordingly, our results clearly showed that p21 protein expression was induced in HT29 cells treated with SN or C3/C2 and correlated with increased histone H3 acetylation, suggesting that SN or mixture of C3/C2 presents a histone deacetylase inhibitory action as butyrate [38]. In parallel, after a 12 h or 24 h treatment with SN or C3/C2, expression of two inhibitors of apoptosis, FLIP_L_ and XIAP, was decreased and could account for increased apoptosis induced by TRAIL in combination with SN or C3/C2 since these inhibitors are both key regulators of extrinsic and intrinsic cell death pathways, respectively [39]. The protein expression levels of p21, FLIP_L_ and XIAP, detected by western blot, were correlated with mRNA levels quantified by microarray analyses showing, after a 6 h treatment, an increase in mRNA levels coding for p21 (CDKN1A) by SN (+18.7 fold change) or C3/C2 (+5.5 fold change) and a decrease in mRNA levels coding for CFLAR (FLIP_L_) by SN (−2.7 fold change) or by C3/C2 (−3.8 fold change) or for XIAP by SN (−2.1 fold change). 

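A direct comparison of the mRNA levels after SN with those after C3/C2 gave a log2 difference of 1.60 for CDKN1A (standard error 0.12, adjusted p = 2.46e-09). XIAP was lower with SN by a log2 difference of −0.22 (standard error 0.06, adjusted p = 0.00682). For CFLAR the difference was −0.33 at the probe with the highest mean level over all arrays (standard error 0.11, adjusted p = 0.0145). Its other probes went the other way, with smaller falls from NT with SN than with C3/C2 (−0.96 against −1.66, −1.35 against −1.82, −1.45 against −1.72). No test of that difference is given for them. SN and C3/C2 arrays were on different slides. Between TRAIL+SN and TRAIL+C3/C2, both on slide 4, limma gave 0.68 for CDKN1A (adjusted p = 0.000131), −0.08 for XIAP (adjusted p = 0.338) and 0.02 for the former CFLAR probe (adjusted p = 0.909). In TRAIL+SN, the CDKN1A level was below the sum of the changes with TRAIL and SN alone on the log2 scale (interaction −0.94, standard error 0.17, adjusted p = 0.000521), which is under the minimum size for a call; TRAIL and SN arrays were all on slide 3, so a slide effect stays open here. In TRAIL+C3/C2 no departure from the sum was detected (−0.03, adjusted p = 0.964).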

Altogether, these results suggest that SN or C3/C2 could sensitize colon cancer cells to TRAIL by an anti-proliferative effect via induction of the cell cycle p21 inhibitor leading to a G0/G1 arrest and also by a pro-apoptotic effect via increased expression of DR5 and decreased expression of apoptosis inhibitors (XIAP, FLIP_L_). Such an inhibitory effect on FLIP_L_ expression has already been shown for butyrate treatment in human colon cancer cells, explaining sensitization of these cells to TRAIL-induced apoptosis [40]. Downregulation of FLIP_L_ or XIAP sensitized human colon cancer cells to TRAIL-induced apoptosis [39]. These modifications of specific gene expression is a very interesting point in the objective of cancer therapy since HDAC inhibitors have been proposed to be associated to TRAIL for cancer treatment (review in [41]). A report from the FP6-ONCODEATH research consortium has pointed out the interest to use TRAIL with other drugs, particularly HDAC inhibitors [42].

The link established between diet and the occurrence of CRC strongly suggests that modulation of the diet may play a role in the prevention of CRC and/or in helping its treatment. Trials using probiotic products in the context of CRC treatment have been conducted and revealed a beneficial impact on chemotherapy side effects [43] and on post-operative infections [44]. In accordance with published human studies that report a beneficial effect of *P. freudenreichii* consumption on biomarkers of colon carcinogenesis [45, 46], we propose here to consider dairy propionibacteria in combination with TRAIL, taking into consideration that drugs have limited efficacy due to intrinsic or acquired chemoresistance and monotherapy using TRAIL has been shown to have no therapeutic effect in clinical trials [25]. Such beneficial bacteria may not only enhance tolerance towards treatments, but also enhanced its efficacy. Propionibacteria main metabolite, propionate, is a short chain fatty acid with described effects on histone acetylation, modulation of proliferation/apoptosis balance, and more recently beneficial effects in the context of metabolic and inflammatory disorders such as obesity, diabetes and inflammatory bowel diseases, through the activation of specific G-protein-coupled receptors and modification of transcription factors [47]. We have previously shown that consumption of *Propionibacterium freudenreichii* by humans increased the amount of this probiotics in feces but also increased the total short chain fatty acids to a concentration of 50 mM [48]. These propionibacterial metabolites produced *in vivo* in the gut [22, 49, 50] accordingly trigger apoptosis [3] or necrosis in acidic conditions [4] in CRC cells but also apoptosis in the context of DMH-induced carcinogenesis in rats [5]. We further showed in this work that, provided in fermented dairy product, they enhance the pro-apoptotic effect of TRAIL. This dairy product corresponds to the ultracentrifugated supernatant, (FMUF) *i.e.* the fermented milk aqueous phase, devoid of caseins and of bacteria, showing that the active compounds are secreted. This FMUF is used here to mimick the consumption of a Pf-fermented dairy product. It represents the aqueous phase of the dairy product released upon degradation within the stomach and the small intestine. The major secreted propionibacterial metabolites (propionate and acetate) and TRAIL both induce apoptosis, but via different pathways. TRAIL triggers the extrinsic death receptor pathway and acetate/propionate mixture acts on cancer cells mitochondria and triggers the intrinsic cell death cascade (caspase 9 activation, ROS production, mitochondrial membrane depolarization and cytochrome *c* release). Moreover, propionibacterial metabolites induce histone acetylation and modulation of gene expression. This may explain their synergistic pro-apoptotic effects. Combination of TRAIL with propionibacterial metabolites has a great advantage to target several proteins of the apoptotic pathway (TRAIL-R2/DR5, FLIP_L_ and XIAP), rather a single gene or protein, possibly making its anticancer effects more robust. On the other side, the mitochondrial pathway plays a predominant role in drug-induced apoptosis [51] as in SCFA-induced apoptosis [3], which could explain the absence of synergistic effect between several anticancer agents and SCFA.

This work opens new perspectives for the development of specific food products, fermented by selected pro-apoptotic strains of *P. freudenreichii*. Such dairy products, designed for CRC patients, could produce and deliver SFCA within the colon and thus enhance efficacy of CRC therapies, especially if based on extrinsic apoptotic pathway.

## MATERIALS AND METHODS

### Cell culture

The HT29 and HCT116 human colon adenocarcinoma cell lines were obtained from ATCC (American Type Culture Collection, Rockville, MD, USA). p53^+/+^ and p53^−/−^ HCT116 cells were a kind gift of Bert Vogelstein and Kenneth W. Kinzler (Johns Hopkins University, Baltimore, USA). Cells were cultured at 37°C under a humidified atmosphere of 5 % CO2 in DMEM medium (GlutaMAX^TM^, high glucose, Life Technologies, St Aubin, France) supplemented with 10 % heat inactivated-fetal calf serum (FCS) (PAN, Dominique Dutscher, Brumath, France). HIEC human healthy colon cells were a generous gift from Professor J.F. Beaulieu, University of Sherbrooke, Quebec, Canada. HIEC cells were cultured in OptiMEM-I (Life Technologies) supplemented with 5% FCS (Hyclone, Fisher Scientific, Illkirch, France), 0.01 M Hepes (Life Technologies) and 5 ng/ml EGF (Promega, Charbonnieres, France). Stable Bcl-2 transfected HT29 cells (HT29-Bcl2) and empty vector transfected HT29 cells (HT29-neo) were cultured as previously described [21].

### Chemicals and antibodies

Recombinant human Flag-tagged TRAIL was obtained from Alexis Biochemicals (Enzo Life Sciences, Villeurbanne, France). 5-Fluorouracil, cisplatin, etoposide, oxaliplatin, propidium iodide, methylene blue, menadione, acetate and propionate sodium salts, and caspase substrates Ac-DEVD-AMC (N-Acetyl-Asp-Glu-Val-Asp-7-amido-4-methylcoumarin), Ac-IETD-AMC (N-Acetyl-Ile-Glu-Thr-Asp-7-Amido-4-methylcoumarin) and Ac-LEHD-AFC (N-Acetyl-Leu-Glu-His-Asp-7-amido-4-trifluoromethylcoumarin) were obtained from Sigma-Aldrich (Lyon, France). RNAse A, PI (propidium iodide), Hoechst H33342, 3,3′-dihexyloxacarbocyanine iodide (DiOC6(3)) and dihydroethidium (DHE) were obtained from Invitrogen (Cergy-Pontoise, France). Annexin V-FITC (AV) kit and 7-aminoactinomycin-D (7-AAD) solution were provided by BD Biosciences (Pont-de-Claix, France). A pan-caspase inhibitor z-VAD-fmk, and z-FA-fmk were obtained from Calbiochem (VWR International, Fontenay-sous-Bois, France). Bradford reagent was obtained from Bio-Rad (Marnes-la-Coquette, France). Proteases inhibitors cocktail and PHOSstop were obtained from Roche (Roche Applied Science, Meylan, France). Antagonistic mouse monoclonal antibodies directed against extracellular domain of human TRAIL-R1/DR4 and TRAIL-R2/DR5 were from Alexis Biochemicals and were used for blocking apoptosis or for studying TRAIL-R1/TRAIL-R2 membrane expression by flow cytometry as previously described [52].

Antibodies used for immunoblotting were mouse antibodies to caspase-8 (clone 12F5, Alexis Biochemicals), cytochrome *c* (clone 7H8.2C12, BD Biosciences), Hsc70 (clone B6, Santa Cruz Biotechnology, Tebu-bio, Le Perray en Yvelines, France), p21 (sc-6246, Santa Cruz), PARP-1 (clone 7D3-6, BD Biosciences), FLIP (clone NF6, Alexis Biochemicals), caspase-3 (clone H-277, Santa Cruz) and caspase-9 (Cell Signalling Technology, Ozyme, Saint-Quentin-en-Yvelines, France), and rabbit antibodies to Bax (sc-493, Santa Cruz), Bak (G-23, Santa Cruz), Bcl-X_L_ (L-19, Santa Cruz), Mcl-1 (sc-819, Santa Cruz), XIAP (2042, Cell Signaling Technology) and Histone H3 (acetyl-Lys 9, ADI-905-705, Enzo Life Sciences). Polyvinylidene difluoride (PVDF) membranes, horseradish peroxidase (HRP) conjugated secondary antibodies and ECL plus kit were purchased from GE Healthcare (Saclay, France).

### Bacterial culture, supernatant and fermented milk preparation

The *Propionibacterium freudenreichii* ITG P9 strain (Institut Technique du Gruyère, Actilait, Rennes, France) used in this study was provided by the CIRM-BIA (BIA138, formerly labeled TL133, Centre International de Ressources Microbiennes - Bactéries d'Intérêt Alimentaire, INRA, Rennes, France). This strain was previously used *in vitro* and *in vivo* and triggered apoptosis [3, 5]. Preparation of supernatants in DMEM (SN) was previously described [3] as well as fermented milk (FM) or fermented milk ultrafiltrate (FMUF) [6]. Production of propionate and acetate was quantified in SN, FM or FMUF by HPLC as previously described [3].

### RNA extraction and transcriptomics (Microarray service, Miltenyi Biotec)

Two independent experiments performed in duplicate were done leading to 24 samples (4 NT, 4 C3/C2 (30/15 mM), 4 SN (1/2), 4 TRAIL (100 ng/ml), 4 TRAIL+C3/C2 and 4 TRAIL+SN). RNA was isolated using standard RNA extraction protocols (NucleoSpin^R^ RNA II). The quality of RNA was checked via the Agilent 2100 Bioanalyzer platform (gel and electropherograms). In addition to this visual control, the Agilent 2100 Bioanalyzer expert software allows the generation of an RNA Integrity Number (RIN) to check integrity and overall quality of total RNA samples. All RNA samples revealed RIN values between 9.7 and 10. Linear T7-based amplification of 100 ng of each total RNA was performed and to produce Cy3-labeled cRNA, the RNA samples were amplified and labeled using the Agilent Low Input Quick Amp Labeling Kit following the manufacturer's protocol. Yields of cRNA and the dye-incorporation rate were measured with the ND-1000 spectrophotometer (NanoDrop Technologies). The hybridization procedure was performed according to the Agilent 60-mer oligo microarray processing protocol using the Agilent Gene Expression Hybridization Kit. Briefly, 600 ng Cy3-labeled fragmented cRNA hybridization in hybridization buffer was hybridized overnight (17 hours, 65°C) to Agilent Whole Human Genome Oligo Microarrays 8×60K using Agilent's recommended hybridization chamber and oven. Fluorescence signals of the hybridized Agilent Microarrays were detected using Agilent's Microarray Scanner System. The Agilent Feature Extraction Software (FES) was used to read and process the microarray image files. The software determines feature intensities (including background subtraction), rejects outliers and calculates statistical confidences. For determination of differential gene expression FES derived output data files were further analyzed using the Rosetta Resolver^R^ gene expression data analysis system (Rosetta Biosoftware). The Resolver Software allowed the export of e gene list with all normalized sample/control-log10 ratios. Genes with fold change FC≤2 or FC≥2 and *P*<0.05 were considered differentially expressed. The microarray data were deposited in NCBI GEO data base (GSE67033).

### Cell death assays

Cell viability was assessed by a methylene blue colorimetric assay as previously described [6]. Microscopic detection of apoptosis or necrosis was carried out after nuclear chromatin staining with Hoechst 33342 and propidium iodide (PI) as previously described [53].

### Cell death analysis by Annexin V/7-AAD staining

After treatment, cells were stained with Annexin V-FITC and 7-AAD according to the manufacturer's instructions and fluorescence was analysed by flow cytometry [6].

### Cell cycle analysis

Cell cycle analysis was performed as previously described [6].

### Analysis of mitochondrial membrane potential (ΔΨm)

Disruption of ΔΨm was monitored by flow cytometry using 3,3′dihexyloxacarbocyanine iodide (DiOC6(3)) probe as previously described [6].

### Reactive oxygen species detection

Production of ROS was assessed by flow cytometry using dihydroethidium (DHE) probe to detect superoxide anion (O_2_^.−^) as previously described [6].

### Caspase activity assay

Activity of the caspases -3, -8 and -9 was assessed as previously described [21].

### Western blot analysis

Whole-cell and cytosolic fractions were prepared and immunoblotting analysis conducted as previously described [6].

### Statistical analysis

Student's *t*-test for unpaired samples was used to analyze data from cell viability, apoptosis, caspase activity, flow cytometry analysis of annexinV/AAD staining, mitochondrial membrane potential, cell cycle or TRAIL death receptors expression.

## SUPPLEMENTARY TABLES

## Abbreviations

TRAIL: TNF-Related Apoptosis Inducing Ligand
SCFA: short chain fatty acids
Pf: *Propionibacterium freudenreichii*
SN: supernatant
FM: fermented milk
FMUF: fermented milk ultrafiltrate
HIEC: human intestinal epithelial cells
HDAC: histone deacetylase
AV: annexin V
SD: standard deviation

# Supplementary material for: The probiotic Propionibacterium freudenreichii as a new adjuvant for TRAIL-based therapy in colorectal cancer
**Source:** Oncotarget. 2016 Jan 11;7(6):7161–78. doi: 10.18632/oncotarget.6881
**Supplement:** Supplementary file 1

## SUPPLEMENTARY TABLES

**Supplementary Table S1: List of genes overexpressed in cells treated with either TRAIL or C3/C2 or SN, or TRAIL+C3/C2 or TRAIL+SN.**

See Supplementary File S1

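FatiGO, as described in the paper, compares a list of genes with the genome and tests each KEGG pathway, a curated set of genes that act together, for an excess of listed genes. A pathway's p value therefore depends on the number of genes in the list as well as on its members. The paper's table lists 27 pathways for TRAIL, 40 for C3/C2, 100 for SN, 143 for TRAIL+C3/C2 and 111 for TRAIL+SN, and these are the paper's numbers. In the same table, apoptosis is listed for every treatment but C3/C2, the NOD-like receptor pathway for TRAIL and both co-treatments, and the interaction of cytokines with their receptors for every treatment. The lists behind it, which the paper gives in Supplementary Table 1, were compared by gene symbol with the genes called higher than in NT in the files. The lists hold 314 names for TRAIL, 2933 for C3/C2, 3408 for SN and 3376 for TRAIL+C3/C2. The share of these names that was tested here was lowest for TRAIL. Of the listed names that were tested, 67.1% were also called higher with TRAIL (112 of 167), 88.5% with C3/C2 (2226 of 2514), 87.9% with SN (2596 of 2954) and 87.6% with TRAIL+C3/C2 (2555 of 2917). This overlap was not computed for TRAIL+SN, for which the number of names read from the list was not the number the paper states.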

**Supplementary Table S2: KEGG pathway enrichment analysis of genes overexpressed in treated cells using FatiGO tool.** List of genes are compared with genome and the significance of KEGG pathway enrichment was indicated as p-value. KEGG ID: KEGG Identifier. Hsa: homosapiens.

See Supplementary File S2

# Supplementary material for: The probiotic Propionibacterium freudenreichii as a new adjuvant for TRAIL-based therapy in colorectal cancer
**Source:** Oncotarget. 2016 Jan 11;7(6):7161–78. doi: 10.18632/oncotarget.6881

**Supplementary Table 1 :**

KLC2  
ACSL3  
XLOC\_12\_006404  
LOC285141  
XLOC\_013181  
ARGFXP2  
CHD4  
MC1R  
DNAJB2  
NEK1  
MAPK8  
ZMIZ1  
CXorf40B  
SCARNA14  
CEP68  
C1orf55  
NEDD4L  
XLOC\_013914  
LOC100507672  
SEPP1  
DDHD2  
XLOC\_006124  
TMEM104  
SAR1A  
FAM91A1  
TCFL5  
CNST  
NT5C2  
RPL28  
XLOC\_12\_008140  
RAB43  
ANKRD13C  
XLOC\_12\_010097  
FBXO3  
DHX16  
CHRM4  
ARHGAP33  
XLOC\_000166  
USP20  
PER2  
UBE2I  
ARPC4-TTLL3  
ZBTB47  
CRABP2  
PLIN2  
INPP5F  
FBXL20  
CCDC165

SLC26A6  
LAMB1  
LOC100506127  
XLOC\_12\_004640  
FA2H  
SLC25A28  
SLC6A8  
SEC31B  
ACOX1  
SEC14L2  
PTPRE  
OBSCN  
CAMSAP1  
OR13A1  
ACBD7  
TM2D2  
PRKCZ  
KLK5  
FAM207A  
TCF20  
C12orf51  
MIPOL1  
SNORA42  
GZF1  
GGT3P  
ARHGAP17  
IPO9  
LOC100287813  
MGEA5  
EFNA5  
KIAA0284  
LAMB2P1  
GRB10  
TNFRSF6B  
XLOC\_012754  
C6orf1  
TLE3  
TMEM185A  
CDH1  
LOC100509105  
C1orf124  
C17orf51  
SNORD83A  
CDC34  
XIST  
ARFGAP3  
XLOC\_12\_004371  
HSF2

PELI2  
LOC100130876  
PSMB9  
ST14  
SNORA73A  
TBC1D9  
C19orf59  
FUT8  
CD6  
GPR137B  
MFAP2  
SLC29A1  
PLCB2  
EPS15L1  
XLOC\_011837  
RBP5  
PDXK  
LOC100505933  
XLOC\_006321  
ETV5  
SYTL1  
PPP1R18  
LOC100506394  
VAC14  
CPLX1  
XLOC\_000495  
SNORA81  
RAB33A  
FBXO36  
SNORA80  
PDK2  
SNX27  
LOC100131826  
PTPRCAP  
XLOC\_005041  
PIP5K1B  
RNF149  
SMG1  
HDAC3  
WNK2  
SPSB3  
ABHD3  
TRIM62  
SUSD2  
SNORD101  
ZNFX1  
UBE2H  
SNORA80B

F11R  
BAHD1  
STXBP1  
RNF157  
XLOC\_12\_015037  
XLOC\_014388  
STAT3  
WDR83  
XLOC\_012162  
POU3F1  
MAPK15  
SPIB  
ABCD1  
B4GALT1  
LRRC1  
SNORA23  
NAMPT  
DFFA  
COQ10A  
CD82  
KCNK5  
FADS3  
TBX10  
PLEKHG2  
SNORD74  
LOC100505815  
KIF16B  
XLOC\_12\_006745  
SNX29  
ENPP4  
C2orf54  
XLOC\_011448  
RNU105A  
EPHB3  
SCIN  
HYAL3  
PLA2G4C  
RALGPS1  
IFI30  
C1R  
MAP3K11  
GLTPD1  
TNFAIP1  
PMM1  
TMEM2  
LOC100506852  
ZNF707  
SYNJ1

LOC100132495  
RBBP5  
RIMKLA  
SLC25A36  
XLOC\_006037  
OCR1  
SHISA7  
XLOC\_12\_005438  
CGB  
C20orf106  
XLOC\_014237  
GDI1  
C1orf63  
USP37  
IL15  
SLMAP  
GTF2B  
FBXO46  
MAP3K9  
NUPL1  
XLOC\_009485  
NRARP  
XLOC\_12\_000010  
SMG7  
CDC42EP2  
CNTNAP1  
FLJ30403  
SPTAN1  
TMEM136  
XLOC\_011223  
GOLGA7B  
KIAA0226  
TOP1  
POLR2J4  
BIN1  
XLOC\_010376  
LIPG  
DNASE1L2  
FAM90A10  
BICD2  
LCN15  
LOC400958  
CA4  
FRY-AS1  
LOC100652730  
MXRA7  
NME7  
ZFAND3

PLXND1  
RILPL1  
CLIC3  
NPC1L1  
SLC6A6  
UNC13D  
TSL  
B3GNT4  
ADIPOR2  
DNAJC12  
KCTD5  
LOC100287803  
C2CD4C  
F2RL1  
SMTN  
PBXIP1  
NQO2  
LOC100505904  
CCDC130  
XLOC\_12\_000416  
RAP1GAP  
FRMD8  
XLOC\_12\_006026  
GRIPAP1  
SH2D6  
HERPUD1  
PIM2  
PIBF1  
HOTAIRM1  
THSD4  
GPT2  
C19orf26  
LCA5L  
GNMT  
USP33  
XLOC\_012192  
SCARNA9L  
USP32  
LAMC2  
LOC202025  
DGKZ  
LPCAT3  
XLOC\_12\_015034  
WDR66  
XLOC\_000683  
XLOC\_000048  
C3orf52  
YIF1B

LY6G6C  
LOC100507018  
LIX1L  
TBX3  
IL6ST  
ZNF789  
ARMC2  
ND4  
SIRT7  
LOC100129781  
LCK  
RAB26  
AKIRIN1  
WDR67  
SH3BP4  
GPAT2  
XLOC\_12\_000399  
TRIM11  
DGCR5  
MBOAT7  
BCR  
CROCCP2  
XLOC\_000350  
ARHGAP23  
TESK1  
LOC389791  
GLA  
ZNF251  
UCKL1-AS1  
ZNF709  
DNAJC6  
ULK4  
TTC39B  
LOC100653120  
TBC1D24  
XLOC\_001624  
GPR157  
LRRC31  
CATSPER2  
VWA1  
MALAT1  
XLOC\_007775  
PSAT1  
FBXO31  
SHANK2  
DYNC2H1  
SNORD87  
WDR19

FLJ21369  
MKLN1  
MICAL3  
LUZP1  
LOC100129034  
SPDYE7P  
MED20  
KCNK6  
SNORD29  
PC  
RANBP10  
ZNF10  
BCOR  
SNX1  
XLOC\_008185  
SLC46A3  
LRP6  
KIAA0930  
DIP2C  
MIR22HG  
ANKRD54  
DRAP1  
SNORD22  
ZNF555  
DNAJC5  
PRKAB2  
DENND4C  
CGN  
FANCB  
LEPREL2  
STX1A  
CERS5  
LIPH  
ADAM11  
RNU4ATAC  
C16orf80  
IFNAR2  
C10orf137  
MAPK8IP1  
BBOX1  
LEPRE1  
TJAP1  
LOC100506990  
TXNRD1  
PTPRJ  
TSC22D1  
FUZ  
CCDC157

DGKD  
STXBP4  
MGAT4A  
GPR3  
PCYT2  
PPP1R13L  
MACF1  
MYH9  
COL20A1  
ZDHHC14  
FOKK2  
SLC30A1  
FANK1  
XLOC\_12\_005781  
USP12  
SNORD34  
ZACN  
XLOC\_013506  
SNORD68  
NEAT1  
ARHGAP4  
MAFK  
C1orf52  
C1orf81  
ACSS2  
VWF  
PLEKHG1  
IL23A  
XLOC\_014105  
TSC2  
RALGAPA2  
XLOC\_012009  
KIF1B  
NPHP3  
XLOC\_12\_015209  
WDR91  
AFAP1-AS1  
REEP6  
C6orf228  
SPTSSA  
LOC100505717  
WNT7B  
ZNF608  
LOC100653178  
NCK2  
UBR2  
SNAPC2  
KCNAB2

MAP3K3  
DNAH6  
IQSEC1  
FBRSL1  
SHH  
ABL2  
BCL2L12  
PTPRN2  
SLC1A5  
XLOC\_12\_005130  
CHMP1B  
AK1  
AP1S3  
POFUT2  
ARL14  
XLOC\_12\_009883  
VPS13C  
AFF4  
XLOC\_010207  
LOC100652766  
C17orf28  
FAHD2A  
VPS18  
MAP7D1  
RPS6KB1  
ZNF79  
ANKRD30BL  
MAX  
XLOC\_014243  
ZBTB43  
STRA6  
LINC00341  
PRSS30P  
C1orf195  
ANKRD30BP2  
CHD9  
ACOT7  
HPN  
ELL  
SNORD67  
C15orf26  
SGMS2  
HDAC5  
GGA1  
XLOC\_12\_008203  
CCDC88B  
C12orf44  
CDH24

XLOC\_007413  
OSBPL3  
DDX26B  
C9orf85  
CAPN8  
XLOC\_003481  
ZNF77  
MIA3  
AFF1  
TRA2B  
EPB41L5  
CDC42BPB  
PRRT4  
CASP10  
HES5  
ANKFY1  
SUFU  
SLC2A1  
C14orf55  
TSIX  
TRIP10  
C6orf141  
DNAL1  
TGIF2  
MKL1  
TBC1D2B  
CIDECP  
XLOC\_009122  
LYG1  
HSPG2  
SNORD125  
ZFAND2A  
TSPYL2  
MYPOP  
NPIP  
PQLC1  
NT5DC3  
ZNF654  
ACHE  
SULT1A4  
AGFG2  
TSPAN15  
MPV17L2  
CEL  
LOC100499467  
DOCK6  
ZBTB5  
KIAA1462

KIFC2  
ZNF224  
MYH7B  
XLOC\_12\_000092  
FLCN  
GPR137C  
XLOC\_013994  
LOC100505930  
KDM4B  
TCF7L2  
BAGE  
TULP3  
RASD1  
LOC100506428  
LINS  
SPECC1  
SYS1  
ATG9B  
XLOC\_12\_010330  
CLIP3  
PLEKHG5  
SLC25A35  
GOLT1A  
NINJ1  
EPHB6  
PHRF1  
XLOC\_008916  
RIPK4  
EDA  
KCNJ14  
OPTN  
FNDC3B  
UBXN7  
GZMM  
LOC645638  
PRODH  
GPR162  
DPM2  
ZNF474  
TAF3  
C1orf228  
SLC5A11  
MAD2L2  
MICAL2  
XLOC\_002577  
SCARNA20  
VGF  
BACE1

CALML5  
TP53INP1  
SEMA6C  
CLCN2  
FGFR3  
WDR60  
SLC38A2  
SELPLG  
SNORD32A  
FAM160A1  
MAP3K10  
KIAA1432  
JDP2  
C12orf70  
FZD9  
OR2AG1  
INPP5A  
MYO7A  
LOC100506183  
PKD1  
SLC22A5  
CD81  
FAM167B  
ABHD6  
ARHGAP29  
PPP2R2D  
WFS1  
OVOL1  
AKAP5  
TOR1AIP2  
LRRC8A  
HPCAL1  
XLOC\_008559  
LOC100505633  
SOCS4  
IER2  
PPAP2B  
MOB2  
ZFAND5  
PIKFYVE  
TSEN54  
PP12719  
MED26  
BTBD19  
CYP3A7  
ATP7A  
CPT1A  
SPATA2L

LINC00340  
ERVMER34-1  
RASA3  
XLOC\_004640  
SGPP1  
SHD  
CDC14B  
GTPBP2  
SERPINA6  
FOXD4  
FANCM  
GGT1  
KCTD13  
CREB3L2  
FAM132B  
TTLL5  
PRKAG2  
PPP1R12B  
XLOC\_007776  
LOC642852  
CISH  
CRY2  
TAP1  
OTUD1  
SNORA10  
PRRG1  
ZCCHC14  
SSBP3  
GAFA3  
LLGL2  
ZFYVE28  
SAMD8  
XLOC\_000340  
ZNF124  
LOC100130419  
XLOC\_007813  
HERC1  
LOC100129675  
CYP39A1  
XLOC\_013350  
PGPEP1  
KLF10  
TLE1  
ZNF815  
LOC283624  
ARID4A  
CYP3A5  
LUC7L3

TBC1D22B  
ETV3  
ATP13A3  
CDK18  
LOC440910  
FLJ32224  
XPA  
XLOC\_009181  
ARRB2  
XLOC\_003738  
ZNF778  
NR6A1  
FAM106CP  
LOC100506800  
ZNF821  
QSOX1  
XLOC\_005426  
PDE4DIP  
TMEM92  
ADAM20  
FAM82A2  
METRN  
RMRP  
ATF4  
MLLT4  
ZFP36L1  
PCBP4  
DRD4  
MEGF6  
ENDOD1  
CD14  
LMTK2  
DIO3  
SNX18  
LOC440905  
SNORD30  
TRAM2  
PEAK1  
XLOC\_013364  
THBS1  
OCLN  
XLOC\_006263  
PECAM1  
RLF  
C7orf54  
CENPT  
SLC6A10P  
HPSE

GP5  
C15orf5  
XLOC\_12\_013293  
GNB1L  
C1orf135  
FUCA1  
GBP1  
SNORD3B-1  
REL  
SLC24A3  
C5orf56  
LOC254100  
ST6GALNAC3  
PFKFB3  
FAM108A1  
SNHG1  
CLDN7  
HN1  
XLOC\_12\_015561  
CTNND1  
MCTP2  
XLOC\_005737  
XLOC\_010601  
XLOC\_008223  
SNORD25  
SLC9A3R1  
LOC100132240  
XLOC\_12\_001138  
DCBLD2  
RAB9A  
TPMT  
PROC  
PDLIM5  
XLOC\_12\_008888  
FLJ43315  
TSPAN5  
SLC12A4  
DEPDC7  
LOC100507412  
EFHC1  
FMNL2  
TSPAN33  
ISYNA1  
ZRANB1  
FHDC1  
SLC31A1  
KLK9  
CEP170

ADRBK2  
ADRA2C  
CD59  
PIEZO1  
RSL1D1  
NOSIP  
LOC100130899  
FAM102B  
C7orf43  
LAT2  
MYO10  
RUNDC3A  
C9orf140  
P2RY1  
FAM135A  
CHST7  
GALNT6  
MARCH3  
SNORD94  
RASSF6  
FOXO1  
PDZD7  
TBC1D10B  
C19orf28  
S100A1  
C21orf88  
ARHGEF18  
JUNB  
CHN2  
UPP1  
PAPLN  
PAPD5  
ZSCAN5B  
EFCAB3  
XLOC\_001023  
CTSL2  
TMEM81  
FBP2  
LDHD  
XLOC\_013445  
SV2A  
LOC728431  
NR1D1  
PHF20L1  
CCDC116  
CDX1  
ZBTB10  
FOSL2

IL18BP  
BREA2  
XLOC\_003881  
LMOD2  
PAQR5  
IL1RAP  
RHOD  
XLOC\_005442  
STON2  
UBR4  
PNPLA7  
PPARGC1B  
PAFAH1B2  
CSNK1E  
HSP90AB4P  
LILRB5  
LOC650293  
KIDINS220  
SIRPG  
TSPAN32  
LOC100506245  
OSTM1  
PLIN1  
PCSK7  
ZNF385A  
C16orf87  
ANKRD36B  
TMEM145  
LOC100289187  
SNORD36C  
SCML1  
KCTD17  
RTTN  
SCARNA17  
CCNE1  
ANKRD11  
XLOC\_12\_014686  
SLC22A23  
DTX2  
DNAJB5  
XLOC\_003480  
HIVEP3  
FAM107B  
XLOC\_001699  
AHR  
MFSD2A  
PFKP  
GPR133

CBL  
C7orf51  
UGCG  
ELL2  
PTCD3  
SGK1  
SPATA6  
LINC00483  
TTLL7  
GNAI2  
XLOC\_12\_006578  
XLOC\_000794  
SNX25  
KIAA0895  
CCDC126  
AK7  
EGR4  
XLOC\_12\_004854  
LRIG1  
XLOC\_004700  
S100A14  
GDPD1  
PPP1R9B  
ADORA2B  
PVRL4  
XLOC\_008614  
LAMA5  
DCUN1D3  
XLOC\_009684  
FER1L4  
SNRNP48  
PCSK5  
RUNX1  
CEACAM1  
HIP1R  
IRGM  
TPRA1  
SYNJ2  
NMUR2  
GNA11  
H2AFB3  
C16orf93  
XLOC\_008100  
HS6ST1  
SLC12A7  
XLOC\_12\_007644  
KCNA10  
CDC14C

PHLDB3  
psiTPTE22  
ANKRD36  
RPS2  
LOC100128670  
TMEM229B  
RAPH1  
LOC100506342  
TNFRSF21  
CKB  
XLOC\_014137  
STK17B  
ZNF519  
XLOC\_009382  
LOC100130193  
C13orf16  
SAMD4A  
LOC100505675  
PTGS2  
RALGDS  
CIB2  
LOC284581  
VDR  
MLF1  
XLOC\_001230  
TTYH3  
PIM3  
ROM1  
SNHG7  
ZNF221  
KANK2  
DIO3OS  
CNGA1  
SLC27A1  
CMTM1  
GAS2L1  
CDX2  
FHL2  
CYP26B1  
RECQL4  
POTED  
OTUD7A  
AFMID  
FGF11  
BTAF1  
P39194  
TBC1D20  
SERPINA3

GUCA1B  
RGNEF  
KIAA1549  
RHOBTB3  
ORM1  
CDA  
SLC25A16  
KBTBD8  
KIAA0907  
XLOC\_002131  
PODXL  
GOLGA6L9  
GRHL3  
TNFRSF10D  
CAMK1D  
PLCD4  
ITGA3  
CIDEA  
TANC2  
TESK2  
XLOC\_12\_009571  
PRKCE  
LOC100127885  
SNORA21  
HCFC2  
FLJ31104  
RPS24  
PPP1R12C  
SCARNA4  
CD86  
ZDHHC3  
LOC100652777  
PDPK1  
SYT15  
EIF4A3  
RHCG  
NOTCH2  
CNNM2  
LOC100506157  
IGSF3  
SH3TC1  
SLC9A5  
CNP  
PRSS35  
RHPN2  
SDHAP1  
CALCOCO1  
DDHD1

SEC16A  
LOC100507305  
GIPR  
KIAA0913  
MAN1B1  
HK2  
GAFA1  
SNORD100  
LOC100507364  
XLOC\_005968  
RANBP6  
STK17A  
MRGPRF  
SDCBP2  
INPP4A  
TMEM189  
LOC541471  
ACOXL  
TMEM190  
FAM83G  
TNIP1  
LOC644662  
ABCC1  
LOC643650  
MIR7-3HG  
ATG4B  
TNFRSF13C  
PGAP1  
FGFBP1  
ZNF598  
BAIAP2L1  
HEBP1  
SHF  
SNORA57  
NOTCH2NL  
BAI1  
XLOC\_12\_013001  
ND2  
XLOC\_12\_001064  
SLC41A1  
ZNF703  
TPPP  
CTH  
KLHL30  
LMF2  
PIGH  
SCG5  
LOC100190939

GK  
ADCK3  
SNX22  
SEPX1  
FRRS1  
GLIS3  
DAGLB  
LOC143666  
C1orf170  
LOC283174  
LOC648149  
SBF1P1  
IL28RA  
PLAUR  
RNF183  
SNORA33  
EFNA4  
LOC283050  
ERI1  
LRRN4CL  
XLOC\_007368  
CHRD  
FLJ23867  
PALM3  
GPBAR1  
LOC100505634  
LOC100653030  
SLC25A37  
PRIC285  
RTN4R  
GGTLC2  
C3orf35  
LEAP2  
PRR20B  
ALDH1A3  
SNORD43  
SIK1  
SNORD84  
GABRE  
MPRIP  
LIN7B  
XLOC\_011535  
FAM70B  
LRWD1  
LOC401052  
SNORD50B  
XLOC\_009868  
FSD1

GJB4  
CYFIP2  
XLOC\_12\_006027  
SLC2A8  
ZNF833P  
GAK  
KSR2  
XLOC\_008487  
LBH  
LOC100506123  
B3GAT1  
KCNC4  
UBXN11  
ACCN3  
SCARA3  
MYO9B  
CCDC75  
FARP2  
FBXO32  
LOC100505664  
MIAT  
ENGASE  
FOXJ1  
XLOC\_001351  
CT45A1  
TFAP2E  
SPATA13  
TMEM45B  
XLOC\_004122  
XLOC\_12\_013116  
NXN  
SLC19A2  
XLOC\_012065  
KIAA1539  
MB21D2  
ZNF780B  
ANKRD13B  
LOC401561  
LOC644192  
NIPAL3  
IGFL1  
XLOC\_12\_014098  
SCARNA2  
VLDLR  
CYP2D6  
CSDC2  
KIAA0664L3  
HEXIM1

SYTL4  
RNF114  
ICAM2  
ADAMTSL4  
GLS  
ENPP1  
DNAJB3  
XLOC\_011924  
ACSF2  
LILRA3  
SCARNA11  
LOC149773  
KLHL28  
ZNF516  
SNORD89  
POLR2F  
POU3F3  
NOTCH1  
PLAG1  
XLOC\_001576  
LOC729513  
BCL2L11  
RNF208  
XLOC\_12\_011901  
PDIA2  
CBX6  
SARDH  
SSC5D  
UBAP1L  
XLOC\_005082  
CEP72  
SNORA4  
LOC387895  
MAN1A1  
CACNA1G  
XLOC\_000922  
INSR  
WNT4  
AAK1  
CHTF18  
TNFRSF11A  
XLOC\_12\_007802  
LOC100288092  
TNNI3  
RAB11FIP3  
MIDN  
SPAG9  
STK4

FLJ45248  
LOC100128001  
S100P  
ITPR1  
TMEM184B  
VAT1  
PLA2G10  
XLOC\_002133  
STK40  
AQP7  
ALS2  
XLOC\_012078  
EZR  
FOXP1  
TSPAN9  
PLAT  
CD74  
GPCPD1  
NPAS2  
PCSK4  
CHST12  
NFATC2  
CCNL1  
PIK3CD  
XLOC\_12\_007928  
SNORA52  
XLOC\_12\_013873  
FLNB  
LOC100505882  
XLOC\_011563  
LOC100507594  
TCEAL6  
XLOC\_12\_003295  
DNAJB1  
APLP1  
OR7E91P  
ZFPM1  
C9orf89  
GRIN1  
PLCG2  
KLK4  
RAB3B  
XLOC\_008809  
FKBP5  
AGPAT9  
LOC143188  
MAP2K3  
PCOLCE

DAAM1  
XLOC\_000755  
SERP2  
SYNGAP1  
FAM161B  
XLOC\_013866  
XLOC\_12\_002171  
LOC388152  
XLOC\_12\_010568  
SNORD48  
TRIM4  
FAM132A  
CECR7  
LOC100507580  
ARHGEF26  
GPR124  
XLOC\_003522  
LOC153577  
SCARNA10  
BCAM  
MAFB  
XLOC\_014139  
KDELC1  
ZNF217  
FLJ35390  
HRASLS2  
MAPK11  
IGLL1  
LOC100507918  
VILL  
LTB4R  
WNT6  
C7orf52  
MBP  
MSGN1  
POTEB  
LOC100505555  
PACSIN2  
RPS21  
ATP6V0A1  
FBXW10  
XLOC\_002793  
PTPN13  
C6orf154  
SBF1  
SEMA6A  
GPR153  
WNT11

MIB2  
CPNE5  
XLOC\_011872  
KCNF1  
DOCK9  
Q8N7V6  
IL6R  
TMEM110  
TTC7A  
WWC3  
LOC100190986  
LOC100509213  
C16orf55  
XLOC\_12\_005076  
GK3P  
PPIEL  
IL27RA  
XLOC\_012593  
SNORD4B  
LOC100131234  
XLOC\_006335  
LOC100128477  
TTBK2  
XLOC\_12\_008151  
JARID2  
SLCO4A1  
TTLL10  
GOLGA2  
XLOC\_12\_015033  
SNORA68  
LOC100132354  
MAST3  
LEMD1  
TCIRG1  
MUC12  
COL23A1  
PACSIN1  
XLOC\_12\_003974  
PIP5K1C  
XLOC\_12\_007834  
ANKRD2  
ZDHHC8  
RDH13  
SLC25A30  
LMF1  
LOC100131831  
GSTM4  
TNXB

RASGEF1A  
LOC100131820  
LOC728802  
SCARNA6  
CCDC85C  
SPTBN5  
NXF1  
LOC100131702  
LOC100268168  
XLOC\_000194  
ATP2B4  
GRK5  
ABCB1  
LOC100505551  
C16orf70  
UNC5CL  
RPS27  
EXOC8  
FAM89B  
ECE1  
ULK1  
LOC100129363  
INHBE  
GAN  
PMAIP1  
C6orf124  
DEGS1  
LRFN1  
SHB  
CDC14A  
FAM126A  
C17orf67  
CCP110  
MBNL2  
XLOC\_004517  
FEM1C  
LOC100129617  
IZUMO4  
PLIN3  
SOCS7  
XLOC\_005488  
XLOC\_012393  
CD55  
OAS1  
XLOC\_006505  
XLOC\_12\_014369  
TTLL11  
XLOC\_003482

ALAD  
ISG15  
JUN  
XLOC\_013932  
LOC100506641  
CLEC16A  
SLC25A29  
LOC100505668  
XLOC\_12\_002204  
HLA-F  
BTN2A3P  
GOLGA6L5  
PRINS  
KHK  
SNORD35A  
TMEM206  
LOC728705  
PLAU  
TSPAN4  
TTL  
PGM2L1  
FAM53C  
MARK4  
MFGE8  
INSL4  
XLOC\_011480  
SETD3  
XLOC\_12\_015127  
XLOC\_12\_009285  
TBC1D10A  
TRIM3  
LRRC16B  
SH3D21  
PMPCA  
GPC1  
SNORA53  
XLOC\_008556  
XLOC\_12\_004317  
PPARGC1A  
LOC283070  
SLC7A5P1  
KIF7  
NUDT17  
APOC3  
LPIN1  
C7orf53  
CLDN23  
ZNF296

FAM55C  
SLC25A44  
COX6B2  
LOC338620  
C6orf25  
C6orf222  
RARA  
LOC100505760  
LOC202181  
CTGF  
SLC25A22  
XLOC\_009526  
XLOC\_12\_006152  
XLOC\_010377  
XLOC\_008619  
XLOC\_013950  
PLGLB1  
PIIP5K1  
XLOC\_12\_008221  
RN7SK  
MLLT11  
RHOXF1  
LOC729652  
ANXA6  
WNT10B  
CCRN4L  
SRPK3  
LOC100506890  
NPIPL2  
LINC00260  
LOC100507165  
ATP2C2  
PLEKHM1  
FLJ35024  
PAG1  
CDHR5  
XLOC\_002830  
FYN  
FAM131A  
LOC100653024  
GRIN2C  
SUN1  
LOC728061  
XLOC\_002085  
MYO15B  
SNORA44  
TLE6  
PDHA1

C1orf9  
PYGM  
NCKAP5L  
SNORD83B  
ACSBG1  
CT45A5  
XLOC\_12\_011291  
TBPL1  
XLOC\_000302  
XLOC\_009007  
KCTD6  
BCL6  
TMEM45A  
ND5  
SQSTM1  
MAP4K2  
LOC285957  
LOC100127886  
RHBG  
PPL  
ZNF324  
ENPP2  
GGTLC1  
MXD1  
SPTBN1  
SERPINA5  
FZD5  
SNORD76  
XLOC\_008439  
DISP1  
LOC100507563  
LOC100505725  
ILF2  
LOC100287177  
XLOC\_12\_004611  
C20orf160  
VAX2  
WDR26  
PLB1  
XLOC\_002987  
GDF11  
AGSK1  
C20orf54  
XLOC\_12\_015038  
JMJD7-PLA2G4B  
C14orf45  
PPFIA1  
LOC100505988

XLOC\_006336  
TBC1D2  
SH3BP2  
NKD2  
ST5  
NDOR1  
TAGLN  
XLOC\_014247  
OTUD3  
SPON2  
AGPAT2  
LOC390940  
MAP1LC3B  
LOC100507803  
CYHR1  
NPC1  
RSPH3  
XLOC\_008466  
XLOC\_001441  
LOC100129399  
XLOC\_006092  
MKNK2  
C10orf116  
LOC440330  
CYP2B6  
FMNL1  
USH1G  
SYT7  
SNX30  
EHD4  
SOX2  
HIP1  
ARHGAP39  
PLEC  
POGZ  
PHF1  
GRIN3B  
MEGF9  
STAB1  
NEK10  
ABLM3  
PLLP  
BAK1  
CYP1B1  
RNF223  
C14orf37  
PKIG  
LOC145757

LIMS3L  
C10orf54  
SLC46A1  
NRP2  
NHLRC4  
KRT16  
RNF207  
PDXDC2P  
NNAT  
XLOC\_12\_005179  
PELI3  
FBXO27  
CCL3  
APBB3  
KIAA1984  
TMED6  
HIVEP2  
TMEM120B  
KCNH2  
SNORA65  
GCDH  
ARFGAP1  
CDC42BPG  
SCARNA5  
IRF6  
XLOC\_012912  
USP49  
RASGEF1B  
LIN37  
PRSS48  
LOC344595  
XLOC\_002035  
CARNS1  
ADAP2  
CLEC3B  
POU2F3  
XLOC\_014399  
ULBP3  
LOC100652769  
ZBED2  
TNFRSF1B  
SLC2A5  
XLOC\_12\_013267  
TMEM170B  
PAOX  
FAM25A  
CSGALNACT2  
ZFP36

ETS1  
CLDN11  
SAT1  
ICOSLG  
PI4K2A  
CTSK  
LOC643201  
MID2  
LOC100132247  
XLOC\_12\_005020  
ATP13A2  
GAPVD1  
LOC442028  
LOC100652915  
GATS  
CHRNA10  
POTEE  
SNORD31  
KLHL5  
RFX2  
FCHSD1  
MYT1  
RAB8B  
DHRS9  
XLOC\_002356  
FOXD1  
ACER2  
IFFO2  
ZNF556  
LOC284219  
PRDM2  
LOC100506802  
PPP1R13B  
LOC100507639  
MRPL42P5  
MAPRE2  
SYTL2  
XLOC\_010881  
Q6LRY1  
VPS53  
GSTM1  
XLOC\_006513  
C4orf21  
XLOC\_000214  
SERPINE2  
LOC100509256  
ASMT  
SLC43A3

LNX1  
TRIM50  
ST6GALNAC6  
SESN3  
LOC440300  
LOC100509487  
AP3B2  
PPARA  
CATSPERG  
SLC9A3  
EFNB3  
UBAP2  
OSBPL7  
ZNF711  
KREMEN1  
LOC400499  
PRR5-ARHGAP8  
ZBTB48  
LOC100507309  
TSPAN10  
STARD5  
ASB6  
AFAP1  
SLC16A10  
KLHL15  
LOC100130987  
AMH  
LOC100128198  
GLI2  
XLOC\_12\_009301  
POR  
MFSD4  
XLOC\_010945  
XLOC\_12\_012678  
EXOC3L4  
USP17  
TAOK2  
KIAA1467  
CLSTN3  
DAPK2  
ATP8A1  
C17orf76  
ALDOC  
TTC16  
OXTR  
UBE2Q2P1  
GTPBP3  
NR3C1

TBC1D8  
ANKRD42  
NLRC5  
LOC100506047  
CCDC64B  
C12orf5  
XLOC\_009576  
CLEC18B  
LOC100505787  
RNU1-5  
LOC100294362  
DKFZp434J0226  
KRTAP5-8  
B3GAT3  
Q6BWL2  
TRIM10  
ATG16L2  
COL6A1  
C10orf114  
SPTBN4  
LOC100128292  
ZC3H12A  
PORCN  
TTC9B  
STARD9  
RPS6KA5  
CLDN9  
LOC338653  
C6orf81  
LOC652990  
TAC3  
DISP2  
KIAA0247  
XLOC\_003235  
SLC26A1  
NDRG1  
PPM1N  
LOC646999  
SIRT2  
MEF2B  
FAM85A  
GIT1  
HSPA2  
NR2E3  
MTSS1L  
RPUSD1  
VTRNA1-2  
LOC650368

AQP3  
VCL  
LRFN3  
NCF1  
NTNG2  
MAMSTR  
ST6GALNAC4  
WDR96  
XLOC\_007262  
SLC2A6  
KLK8  
BACH1  
CCL27  
XYLT1  
LOC100134138  
RNGTT  
ALDH8A1  
AGT  
DAPL1  
FOSL1  
LOC100131366  
PLEKHA4  
PI4KAP2  
SLC31A2  
XLOC\_009458  
SNORA64  
AQP10  
TMEM236  
LOC100130930  
KISS1  
C1QL1  
IL20RB  
TMPRSS7  
NGEF  
PCNXL2  
KRT35  
PRO0628  
STRC  
CACNA1A  
RAET1K  
HEY1  
PIDD  
LINC00482  
TOR1B  
JAKMIP3  
NINL  
NAB2  
CABYR

ST3GAL4  
AMBRA1  
NKIRAS1  
FAM118A  
AIM1L  
ARSK  
TNNT1  
ANKRD27  
NKAIN4  
NPHP1  
CNPY4  
C18orf45  
LOC283588  
CCDC84  
PLEKHM3  
GPRIN1  
LOC100653017  
sept-12  
KCNMB4  
CD164L2  
TRAF3IP1  
MMP15  
ANKRD33B  
FBXL18  
FRY  
LONRF2  
IGFALS  
FLJ42022  
IDI2-AS1  
GCNT1  
RAB24  
DENND5A  
SEC61A2  
VTRNA2-1  
XLOC\_005039  
AGPAT4  
RNU6ATAC  
SERHL2  
BCO2  
C10orf47  
CBFA2T2  
FAM40B  
VTRNA1-3  
XLOC\_12\_001947  
MAST1  
MUC17  
TMCC3  
RPS6KL1

TRIM41  
FGF8  
ABCA7  
LRRC3  
PLCD1  
POLH  
SNN  
FLNA  
XLOC\_013981  
CBR3  
TMEM52  
DGKA  
LOC100506688  
TMEM98  
HMHA1  
LOC440792  
PLCXD2  
RPL32P3  
RSPH4A  
AVIL  
DNHD1  
ITGA10  
SYTL3  
TSC22D2  
SOX8  
KIAA0319  
CRYGS  
PLXDC1  
LOC100131774  
SNORA17  
XLOC\_008711  
PRKCD  
HTR7  
LPAR5  
TUBB2A  
RSU1  
TBX19  
LPPR2  
KIAA1671  
RAB30  
KIRREL2  
SNAPC4  
OSTBETA  
RIOK3  
HES2  
XLOC\_012688  
LOC729668  
COL16A1

XLOC\_000421  
PHYHIP  
KIF3A  
LOC440993  
SERPINF1  
HSD3B1  
BTBD11  
G0S2  
ZNF114  
LOC399715  
TUBGCP6  
XLOC\_014257  
ESAM  
LOC100129268  
ADA  
XLOC\_012515  
TMEM132A  
F3  
C2orf48  
SCPEP1  
CCDC114  
TNNT2  
XLOC\_003734  
XLOC\_000625  
SLC16A3  
LINC00222  
LOC389199  
NANOS3  
CCDC153  
ISG20  
XLOC\_013906  
REC8  
LOC100131726  
GLI1  
LRRC43  
IRF7  
LOC100130849  
LOC100130547  
LOC100507419  
GLCE  
XLOC\_12\_013931  
XLOC\_007205  
XLOC\_012021  
FAM182B  
XLOC\_002122  
ALAS1  
BMP8B  
XLOC\_12\_015239

UBE2Q2P2  
EPHA2  
SPDYA  
EFR3B  
NSAP11  
PLXNA4  
XLOC\_005748  
XLOC\_003327  
CCDC164  
XLOC\_005341  
HIC2  
PNPLA2  
LOC100652965  
XLOC\_013100  
ADAMTS17  
DOC2GP  
HOXC13  
XLOC\_000670  
UNC119  
ZNF775  
AZI1  
PITPNM1  
CCDC19  
MCAM  
PADI2  
JUND  
CNN1  
TNK2  
TRPC1  
SLC35E4  
MUC4  
XLOC\_000011  
PRSS8  
KIF5A  
RHPN1  
XLOC\_012679  
RIIAD1  
KLHL26  
MPZL3  
GOLGA6L10  
H1FX  
DOK3  
CACNG8  
PIRT  
C9orf174  
FAM115C  
INPP5J  
SLC22A4

SPEG  
RNF39  
ARHGEF25  
GAMT  
FNBP1  
Q93YZ4  
DIXDC1  
DENND1C  
NES  
ATP1A1  
DEFB1  
LOC100289090  
CLMN  
CORO7  
PDE9A  
RNF19B  
LIPE  
LRRC8E  
C6orf204  
USP35  
XLOC\_005273  
SGCA  
LOC100128402  
XLOC\_12\_010602  
LOC100129999  
NEURL1B  
CBX2  
SPAG8  
MICA  
LOC100506268  
LOC100128517  
ATP1A3  
LOC100289211  
RPPH1  
ACAP3  
PLEKHO1  
CCDC146  
EPHB2  
SPACA4  
SERTAD2  
ADARB1  
LMBR1L  
PMEPA1  
KCNN4  
SLC23A2  
S1PR4  
LOC619207  
XLOC\_013788

KIF21B  
CELSR2  
HIPK4  
WDR47  
LOC100508869  
FAM73B  
CCDC11  
TTC21A  
UBE2Q2P3  
LOC100506124  
IRGQ  
HDAC10  
PAGE2B  
SH3BP5  
TLE2  
MYO1E  
SAT2  
LOC100129380  
INPP5K  
C22orf23  
PLCXD1  
XLOC\_010194  
ATP8B2  
XLOC\_013711  
IQCD  
LOC283887  
RNF216  
LOC100652768  
C20orf96  
ZDHHHC11  
OVGP1  
MYLK2  
FLJ30064  
ADAM8  
BLVRA  
PALM  
SPTSSB  
XLOC\_12\_006080  
LAMA3  
KLHL17  
C17orf96  
LOC100131829  
LOC644242  
COL28A1  
MUSTN1  
SLC26A11  
RNF122  
C18orf8

CX3CL1  
EVI5L  
XLOC\_003854  
C1orf226  
TRIM52  
C19orf51  
XLOC\_006994  
ANKDD1A  
XLOC\_009146  
PLEKHH2  
SNHG12  
MAPKBP1  
SERTAD1  
FGD6  
ELF3  
NR1H4  
LOC100130713  
XLOC\_013905  
LOC100616668  
FAT4  
CDRT1  
LOC100128857  
XLOC\_12\_010118  
LOC100652843  
SRRM5  
SSBP2  
CCDC80  
SEMA3G  
SMAD7  
H19  
XLOC\_008149  
FKBP14  
PDXP  
C5AR1  
LRRC15  
MICALL2  
LOC100130357  
ITGB7  
KCNK7  
KCNN2  
LRRC24  
XLOC\_12\_007204  
SCARNA8  
NFIL3  
XLOC\_009944  
XLOC\_12\_005553  
PPARD  
KCNC3

DGCR14  
PFKFB2  
GADD45A  
XLOC\_12\_011043  
PTK2B  
LOC100133669  
SLC24A6  
ARG2  
PCYOX1L  
GOLGA6L6  
XLOC\_12\_005517  
IGSF8  
XLOC\_12\_003897  
XLOC\_006721  
FGF22  
ANKRD13D  
CCDC96  
RAD9A  
LARP6  
HLA-DOB  
SNORD99  
CPT1C  
SH3PXD2A  
AHRR  
RAB36  
TMCO2  
ESPN  
TIGD3  
NPHS1  
RAB44  
DCDC2B  
XLOC\_12\_014421  
XLOC\_009797  
TRIM25  
SPIRE1  
LOC100506766  
HSPB11  
FZD4  
LOC100132077  
NUAK2  
MAPK8IP3  
XLOC\_013356  
ERVK13-1  
HTR7P1  
FRMD6  
LOC401317  
LOC100289488  
ZBP1

MAFF  
SNORA43  
PRICKLE3  
FAM102A  
PLA2G15  
PRKCA  
C4orf32  
PLA2G4D  
CSF1R  
OR8G1  
CGNL1  
GAST  
ASMTL  
FAM90A1  
C14orf43  
ZDHHC20  
ARNTL  
BTNL8  
RAPGEFL1  
TTLL13  
LAG3  
C17orf69  
XLOC\_013732  
RELL1  
SGTB  
XLOC\_013712  
CDKN2D  
XLOC\_010378  
XLOC\_012288  
LZTS1  
SKI  
MBOAT2  
LAMP3  
C11orf94  
PVR  
AKNA  
CCDC148  
GNG3  
OASL  
CLDN6  
C6orf132  
XLOC\_000055  
XLOC\_12\_015593  
GDF1  
XLOC\_009191  
DGAT1  
SPTB  
PTGER4

XLOC\_010542  
RASAL1  
CXCL6  
C4orf47  
XLOC\_009487  
ZNF385C  
CLEC4A  
RPL23AP32  
TUBB6  
RNU2-2  
ENTPD2  
TMC8  
LOC100131796  
PLCE1  
SERAC1  
MGC4294  
PNPLA3  
FLRT1  
ZMIZ2  
SPSB1  
GLB1L3  
SGK223  
GSDMB  
LOC90246  
SMPD1  
XLOC\_013772  
ADAM32  
LGI4  
CFP  
EFNB2  
FAM90A7  
LOC100506791  
NFATC4  
CDH3  
GLRX  
SEMA3F  
PIGR  
ARHGAP26  
GRAMD1A  
C17orf109  
NDRG4  
LOC388588  
MSX2  
XLOC\_013368  
SPRED3  
HCN3  
LOC286059  
XLOC\_12\_014820

PLEKHH3  
XLOC\_002132  
FUT7  
XLOC\_002169  
XLOC\_l2\_001537  
XLOC\_012568  
ZNF697  
XLOC\_001048  
JAG2  
NOTCH3  
XLOC\_010989  
XLOC\_001243  
LOC100133190  
ATP6V0D1  
NLGN2  
LOC100506001  
ITPKA  
XLOC\_009943  
TAOK3  
EMP1  
XLOC\_004693  
DAPK3  
SOCS1  
XLOC\_011284  
RFPL2  
PFKFB4  
NKPD1  
NCEH1  
FAM71A  
SNORA14A  
ATG2A  
PRSS53  
IQUB  
TPRN  
VAMP1  
XLOC\_012343  
XLOC\_002345  
LOC100128697  
RAB6B  
TNKS1BP1  
PLEKHO2  
FUT1  
TRIM15  
GRHL1  
KANK3  
SLC4A3  
LOC100130276  
XLOC\_l2\_012323

PMEL  
CEACAM22P  
MYOM1  
RBM44  
PIP4K2A  
LOC645195  
BCAS4  
XLOC\_000388  
IZUMO1  
IRAK2  
LOC100505576  
ZFHX2  
ENPP5  
XLOC\_001133  
LOC100652797  
DENND2C  
XLOC\_000101  
LHX1  
XLOC\_12\_000969  
C12orf34  
XLOC\_12\_014504  
PTGDS  
C20orf195  
HIST3H2BB  
SIPA1  
LGALS7  
JAKMIP2  
ATPAF1-AS1  
GPR146  
BTN2A2  
XLOC\_12\_012847  
MGC50722  
SNORA61  
CYP46A1  
ZNF253  
LOC100507233  
ANKRD29  
ADM  
LOC440934  
NEU1  
CYP2U1  
EPAS1  
XLOC\_002821  
SOAT1  
XLOC\_002997  
LOC728978  
PLEKHF1  
XLOC\_014219

SLC22A13  
JAG1  
SLC7A5  
SMOX  
CCDC28B  
PLXNA3  
SH2D1B  
PLD2  
RGS16  
ZSWIM4  
MYBL1  
ARHGEF4  
GRK4  
CCDC89  
PKP1  
AHDC1  
HLA-A  
LCA5  
RASSF4  
NFKBIZ  
LOC100506188  
VSIG8  
SLC25A41  
XLOC\_013370  
OSM  
GDPD5  
PLK3  
C15orf62  
DZANK1  
LOC200609  
LOC100507109  
HABP4  
MITF  
HKDC1  
DOCK4  
CRYM  
LPHN1  
ENO2  
XLOC\_011359  
XLOC\_006195  
H1F0  
RAB11FIP1  
XLOC\_013559  
GABBR1  
MPP2  
CTIF  
XLOC\_003417  
LOC100507347

CABLES2  
KSR1  
AMICA1  
C8orf66  
CLGN  
LOC100129171  
BMP6  
SEMA4D  
XLOC\_008209  
XLOC\_013602  
SYNGR3  
SLC25A27  
SLC45A4  
AQP7P1  
MSX1  
NRGN  
TSHZ2  
XLOC\_010245  
XLOC\_002069  
TIPARP  
JAK3  
LOC100131581  
POLN  
SNTA1  
XLOC\_014369  
TNFRSF25  
EPOR  
PPP1R15B  
XLOC\_012169  
SLC29A4  
SECTM1  
TTLL6  
SOBP  
MEF2C  
VWA5B2  
NOS1AP  
IL36G  
LINC00312  
UBTD1  
LRP4  
DMPK  
RASA4  
FBXO44  
CAMTA1  
ULBP2  
FSTL3  
XLOC\_12\_003792  
C9orf72

FAM126B  
EHD1  
CLIP2  
ZDHHC11B  
RHOF  
METRNL  
PRKCG  
ACTA1  
MERTK  
XLOC\_010591  
C1orf201  
ASNS  
S1PR2  
XLOC\_12\_001134  
TMEM25  
GFOD1  
XLOC\_001338  
SYCE2  
NAP1L5  
XLOC\_013955  
SPIRE2  
KALRN  
ASGR1  
DNAH17  
SLC25A25  
COLEC11  
FLT3LG  
PDGFB  
SPOCD1  
GRASP  
FILIP1L  
SAMD14  
DUSP5P  
XLOC\_011513  
PREX1  
IQCJ-SCHIP1  
LMCD1  
ABCA3  
CPLX3  
XLOC\_002277  
LILRB3  
SORBS1  
SEC14L4  
LOC497257  
CMTM2  
IGSF9  
CECR2  
RELT

PPP1R14C  
SLC6A13  
LOC100288911  
PTHLH  
LOC100505573  
FLJ26086  
TSC22D3  
CEBPB  
XLOC\_004557  
PEG10  
KLF4  
SLC30A2  
LOC151657  
MFAP3L  
ABCB9  
XLOC\_12\_003674  
HMOX1  
XLOC\_011614  
ELFN2  
NEDD9  
XLOC\_002872  
GPC2  
TNNC1  
CAPN5  
RASIP1  
XLOC\_012567  
PCK1  
SPRR1A  
LOC388242  
RNASE1  
ADRB1  
LOC100507959  
EIF5A2  
IER5  
CSRNP1  
SPINK2  
XLOC\_12\_000804  
LOC285147  
MYZAP  
XLOC\_014402  
LOC100507800  
NUMBL  
XLOC\_013549  
UCN2  
TPST1  
sept-03  
ProSAPiP1  
TCAP

LOC606724  
ABHD8  
XLOC\_002231  
LCAT  
EPPK1  
SLC1A4  
EGFL7  
CREB5  
FAM18B2-CDRT4  
FBXL16  
XLOC\_011287  
SPOCK2  
MAPRE3  
EREG  
AOC3  
XLOC\_001788  
GLIS3-AS1  
FLYWCH1  
C7orf63  
TRIM36  
TOM1L2  
LOC100508950  
FAM65C  
SH3PXD2B  
C3orf45  
MSX2P1  
AASS  
XLOC\_12\_007427  
CD274  
PTGIR  
TIMP2  
XLOC\_008488  
BMP2  
LINC00163  
TNFRSF10B  
DNAH12  
GBX2  
XLOC\_011331  
MAP1A  
XLOC\_007504  
SYT11  
WWC2  
BAIAP2  
C3  
GDF15  
XLOC\_000695  
XLOC\_000478  
CILP2

ETNK2  
GNG4  
RHEBL1  
VKORC1  
RPS6KA2  
XG  
BCORL1  
DUSP8  
CTAG1A  
IL17RD  
IL21R  
TMEM35  
PTGS1  
ITGA7  
XLOC\_013093  
ENTPD8  
KLHL25  
CDON  
ERN1  
XLOC\_010275  
XLOC\_010743  
CD19  
C16orf79  
LOC100129119  
XLOC\_002296  
KIAA0509  
BATF3  
RFPL3-AS1  
GSTM2  
DBP  
PDLIM7  
CDKN1C  
SLC4A11  
XLOC\_002650  
RCAN2  
LOC100287415  
PNPLA1  
DENND3  
CALHM3  
GPR111  
HPX  
ASAP3  
LOC100131043  
XLOC\_12\_013153  
LOC100131551  
ERRFI1  
XLOC\_12\_014191  
NBEAP1

C14orf49  
C2orf53  
XLOC\_002918  
GATSL3  
XLOC\_011348  
CD52  
CYP2E1  
CTSL1P2  
XLOC\_12\_007783  
MYO1G  
AVPI1  
XLOC\_005747  
BCL3  
XLOC\_12\_002355  
OGDHL  
XLOC\_009880  
OSBP2  
EXT1  
AREG  
XLOC\_003016  
PDE4A  
ARID3A  
BMP8A  
C2CD2L  
MUC21  
CROCCP3  
IL11RA  
XLOC\_12\_004631  
ATP8B3  
METTL20  
CDR2L  
TMEM86A  
ITPRIP  
LOC100507445  
CNNM4  
FLJ44124  
MAK  
SCHIP1  
FNDC4  
IER3  
TOX2  
Q7VLF4  
CYP2G1P  
ADAMTS7  
XLOC\_002732  
GNAZ  
GNG8  
CD7

LOC100130157  
CCDC136  
XLOC\_010670  
LOC400548  
ZP2  
RHOB  
GCGR  
XLOC\_002515  
TTC25  
ZCCHC24  
XLOC\_12\_006812  
IDS  
P2RX7  
TNFRSF4  
MCF2L  
TRIM46  
XLOC\_12\_012942  
CARD14  
PI4KAP1  
FAM69B  
LRRC6  
GP6  
PTGES  
RORA  
CFD  
FTCD  
DKFZp686M1136  
SRRM3  
ST3GAL5  
EID3  
C8orf31  
PPP1R15A  
XLOC\_009196  
TBC1D10C  
ABLIM2  
XLOC\_004584  
EEF1DP3  
FLJ42392  
XLOC\_014336  
TEX19  
MAP3K14  
EGR1  
CD83  
XLOC\_12\_006944  
LOC400927  
MFNG  
LOC100132474  
GARNL3

LINC00051  
C2orf57  
ATAD3C  
BDKRB1  
PPP2R5B  
SLC45A1  
FLJ23152  
GJD3  
SLC25A34  
FXYD4  
MYT1L  
KRT16P2  
PLA2G4E  
RFPL4A  
KRT83  
MGC23284  
EFEMP2  
XLOC\_013776  
DLX1  
TAS1R3  
XLOC\_12\_015752  
XLOC\_12\_013256  
KRT80  
LOC100506252  
FLJ41484  
CLDN17  
ADCY9  
SNPH  
XLOC\_002523  
GPR155  
XLOC\_001462  
LOC157562  
LOC441268  
IRF1  
KCNJ18  
AKAP2  
PHACTR3  
XLOC\_12\_013500  
SIRT4  
XLOC\_005784  
FAM183A  
RELB  
TMEM63C  
C17orf72  
CHKA  
RTN2  
PRRT2  
CCR10

XLOC\_007598  
ADORA2A  
GLIPR2  
WISP2  
CADM4  
CXorf59  
ZIC3  
RCOR2  
XLOC\_000856  
NOX5  
GJA3  
MAN1C1  
RASGRP2  
PACSIN3  
TBXA2R  
PIM1  
XLOC\_014018  
TMEM158  
SLC4A9  
MGC15885  
LOC100505619  
DKFZp451A211  
SBSN  
FOS  
CAMK2N2  
NFKBIA  
NFKB2  
BIK  
SLC38A4  
CCDC151  
XLOC\_002322  
LOC100288432  
XLOC\_011827  
ARID5A  
XLOC\_12\_012552  
NACAD  
XLOC\_011081  
DMBX1  
FAM46C  
ZSWIM6  
ABTB2  
FGF1  
ARID3B  
XLOC\_12\_010386  
CITED4  
XLOC\_012209  
GDPD3  
XLOC\_12\_008760

CYP2F1  
SH2D5  
LOC286114  
XLOC\_12\_015265  
LOC100127983  
XLOC\_000545  
LOC729040  
RAB42  
ARAP3  
XLOC\_004598  
OLFML2A  
LINC00087  
XLOC\_004325  
HIC1  
VEGFA  
XLOC\_001313  
RNF24  
DDIT4  
XLOC\_011559  
HAL  
SESN2  
ATP1B2  
PTAFR  
POU2F2  
PLIN4  
ABCG1  
SPEF1  
DYRK3  
KIAA1683  
DIRAS3  
RGS11  
SHANK3  
CPEB4  
WFIKKN1  
SH2B2  
APOE  
GGT8P  
TDRD6  
LMTK3  
KLK7  
ITIH4  
KLHL32  
PPM1J  
SCN3B  
XLOC\_008989  
XLOC\_013535  
LOC283403  
NGFR

MOG  
RNU11  
DFNB31  
ZNF204P  
LOC728208  
ICAM5  
PER1  
C8orf60  
XLOC\_12\_009332  
LCN6  
LOC399708  
GK2  
SELM  
TUFT1  
UNC5B  
PADI3  
C10orf129  
XLOC\_12\_011987  
C20orf152  
LOC100653515  
XLOC\_009810  
LOC254896  
LRRC9  
CBX4  
XLOC\_000220  
XLOC\_010933  
HAS3  
BRSK2  
P XK  
BMF  
LOC100652839  
LOC340335  
PPP1R14D  
GPRC5B  
XLOC\_000111  
CD1E  
PLA2G2F  
CATSPERB  
BAIAP3  
XLOC\_006495  
XLOC\_006951  
EGR2  
XLOC\_006421  
LOC283404  
RDH12  
VAV1  
MTMR7  
HBA2

LOC100505697  
MICALCL  
GATA5  
XLOC\_005763  
PP14571  
LOC100653007  
LOC100505583  
ARHGAP30  
TNFRSF10C  
SLC9A1  
LOC100507131  
CERCAM  
HBEGF  
CYR61  
SLC25A42  
XLOC\_000208  
TUBB3  
HSFY2  
PGF  
MAP1LC3A  
DSG3  
XLOC\_12\_000018  
XLOC\_12\_009292  
LRRC10B  
SDC4  
RNF112  
BAI2  
NEBL  
XLOC\_007835  
Q29HP5  
LOC100131355  
PDE2A  
MATN4  
XLOC\_12\_002351  
DUSP1  
SCARF2  
CDH15  
LOC100507930  
C1orf130  
CYTH3  
LINC00032  
KLHL29  
PPFIA4  
LOC100499221  
XLOC\_006150  
CCDC65  
DUSP10  
LOC100507039

MYBPHL  
XLOC\_12\_000116  
LOC283143  
LYST  
XLOC\_007191  
PTPRU  
NFKBIE  
OSBPL6  
XLOC\_011047  
KLRD1  
XLOC\_12\_000735  
XLOC\_010942  
DLX3  
LYPD5  
ADM2  
HES4  
XLOC\_002688  
FKBP1B  
DBNL  
KEL  
ADCY4  
IL8  
NPW  
C17orf99  
WNT5B  
CLTCL1  
WDR69  
SERPINI1  
TFCP2L1  
FGF21  
FCHO1  
ANKRD34A  
IL32  
GPR83  
FHAD1  
RAB3IL1  
KLF9  
BBC3  
CDKN2B  
KRT12  
SERTM1  
MOGAT1  
LOC100505869  
CERS1  
KRTAP1-3  
CTRC  
XLOC\_007189  
TMCC2

PEAR1  
TNFAIP2  
CD84  
CSRP2  
ARL4C  
FP588  
AHNAK2  
DPPA2  
ZBTB46  
PRPH  
SUSD3  
XLOC\_003130  
DDIT3  
SYT12  
EFNA3  
TRPV6  
XLOC\_12\_003737  
FOSB  
LOC728228  
REEP2  
STOM  
MIOX  
NRTN  
SH2B3  
CCR7  
RAB3A  
LYL1  
ABAT  
AGPAT4-IT1  
ESPNL  
DHDH  
N4BP3  
ANKRD35  
PPP4R4  
LOC100507162  
VWCE  
LOC283674  
PRDM1  
SNAI3  
CHST6  
ULBP1  
MPP1  
CHD5  
ADRA2B  
XLOC\_011080  
LOC100506662  
GP1BB  
DLK2

KRT42P  
FBXO2  
TMEM169  
GPSM1  
ASB2  
XLOC\_009601  
HAPLN3  
ARL4D  
KRT86  
PIP5KL1  
DPF1  
TNFRSF18  
CXCL3  
TMEM151A  
APC2  
HSPA12A  
CYTH4  
COL7A1  
LINC00319  
TMOD2  
LOC100507002  
GPR37L1  
XLOC\_001366  
ZMYND10  
SCAMP5  
CORO1A  
ELOVL3  
USP2  
NAT8L  
XLOC\_002878  
CSF2  
SLC19A3  
XLOC\_005991  
RGL1  
DLX2  
HEG1  
UAP1L1  
LOC100506120  
CDY2A  
KCNQ1OT1  
XLOC\_014226  
ATF3  
IL11  
XLOC\_12\_006036  
BPIFB1  
sept-06  
ASPHD2  
XLOC\_009167

C3orf32  
DUSP5  
KRT14  
ARC  
MAP3K12  
HYAL1  
RASL10A  
SERPINE1  
DPF3  
WBSCR28  
LOC284570  
XLOC\_12\_006021  
C11orf86  
FAM43A  
PBX4  
TNFRSF9  
SRCIN1  
XLOC\_008611  
CCK  
LGALS1  
C1QL4  
ICAM1  
RHOV  
IL1A  
IFITM10  
SMARCD3  
VPS37D  
KIAA0513  
SERPINB9  
LOC643037  
SCN4B  
NXPH4  
GADD45B  
HES7  
RIMS3  
XLOC\_12\_011908  
IL4I1  
XLOC\_013743  
VASN  
RND1  
KRT17  
MLXIPL  
SYNPO  
TUBB2B  
DHH  
CDKN1A  
NTN5  
GEM

GPR20  
HOXC12  
LYPD3  
MICB  
CHAC1  
FAM46B  
C9orf169  
LRRC25  
BEST1  
SNAI1  
TNFSF9  
XLOC\_004244  
PLIN5  
BDKRB2  
SOCS3  
LOC93463  
KLC3  
LOC100288175  
CBS  
NR4A3  
NEURL3  
CXCL2  
EDN2  
PLK5  
CXCL1  
ADC  
TNFAIP3  
LOC731779  
TMEM121  
SLC2A4  
BIRC3  
LOC100506546  
XLOC\_000027  
ABCG4  
IL10RA  
FSCN1  
RRAD  
COL1A1  
KREMEN2  
IL1B  
ADRB2  
JSRP1  
ICAM4  
DACT3  
CEND1  
SEMA7A  
IL17C  
CYP1A1

CREB3L3

TNF

SH2D3C

CCL20

ANGPTL4

\_\_\_\_\_

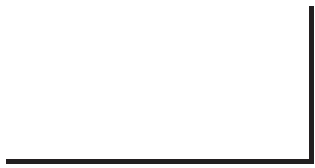

**Supplement:** Supplementary file 2

# Supplementary material for: The probiotic Propionibacterium freudenreichii as a new adjuvant for TRAIL-based therapy in colorectal cancer
**Source:** Oncotarget. 2016 Jan 11;7(6):7161–78. doi: 10.18632/oncotarget.6881
**Supplement:** Supplementary file 3

**Supplementary Table 2 :**

| TRAIL-SN |            | TRAIL-C3/C2 |            | TRAIL    |            |
|----------|------------|-------------|------------|----------|------------|
| KEGG ID  | adj_pvalue | KEGG ID     | adj_pvalue | KEGG ID  | adj_pvalue |
| hsa04060 | 7,88E-11   | hsa04010    | 1,12E-19   | hsa04060 | 4,09E-15   |
| hsa05200 | 1,48E-10   | hsa04360    | 3,41E-13   | hsa04621 | 1,68E-07   |
| hsa04010 | 1,48E-10   | hsa04020    | 1,63E-12   | hsa05200 | 4,48E-06   |
| hsa00562 | 1,48E-10   | hsa05200    | 3,19E-12   | hsa04630 | 2,23E-05   |
| hsa04070 | 4,02E-10   | hsa04060    | 9,40E-11   | hsa04640 | 2,37E-05   |
| hsa04360 | 2,20E-08   | hsa04510    | 5,12E-10   | hsa04620 | 4,22E-05   |
| hsa04020 | 6,82E-08   | hsa04916    | 1,83E-09   | hsa04062 | 7,50E-05   |
| hsa04340 | 7,15E-08   | hsa04062    | 5,92E-09   | hsa04210 | 1,37E-04   |
| hsa05217 | 1,07E-07   | hsa04512    | 5,92E-09   | hsa04622 | 4,09E-04   |
| hsa04810 | 4,26E-07   | hsa00562    | 1,28E-08   | hsa04650 | 8,30E-04   |
| hsa04920 | 8,97E-07   | hsa04660    | 2,91E-08   | hsa04623 | 1,45E-03   |
| hsa04512 | 8,97E-07   | hsa04080    | 3,34E-08   | hsa05222 | 1,64E-03   |
| hsa04916 | 1,04E-06   | hsa04070    | 3,34E-08   | hsa04660 | 3,17E-03   |
| hsa04670 | 1,15E-06   | hsa04670    | 3,36E-08   | hsa05120 | 3,65E-03   |
| hsa04930 | 1,95E-06   | hsa05217    | 3,92E-08   | hsa05219 | 4,60E-03   |
| hsa04510 | 1,95E-06   | hsa04810    | 5,19E-08   | hsa04010 | 4,96E-03   |
| hsa04912 | 3,57E-06   | hsa04144    | 8,43E-08   | hsa04514 | 8,02E-03   |
| hsa04640 | 6,07E-06   | hsa04722    | 1,88E-07   | hsa05218 | 2,59E-02   |
| hsa04960 | 6,08E-06   | hsa04115    | 5,33E-07   | hsa04920 | 2,59E-02   |
| hsa04062 | 1,32E-05   | hsa04340    | 7,32E-07   | hsa04662 | 2,73E-02   |
| hsa04630 | 1,32E-05   | hsa04664    | 7,91E-07   | hsa05220 | 3,02E-02   |
| hsa00564 | 1,34E-05   | hsa04912    | 1,41E-06   | hsa04360 | 3,02E-02   |
| hsa04270 | 1,90E-05   | hsa04960    | 1,50E-06   | hsa04672 | 3,82E-02   |
| hsa04910 | 1,98E-05   | hsa04662    | 1,50E-06   | hsa05340 | 3,82E-02   |
| hsa04144 | 3,90E-05   | hsa04150    | 2,05E-06   | hsa05215 | 4,35E-02   |
| hsa04080 | 4,00E-05   | hsa04930    | 2,77E-06   | hsa04512 | 4,71E-02   |
| hsa05410 | 4,00E-05   | hsa04012    | 2,90E-06   | hsa00740 | 4,74E-02   |
| hsa00561 | 4,04E-05   | hsa04920    | 2,90E-06   |          |            |
| hsa04664 | 4,04E-05   | hsa04310    | 5,30E-06   |          |            |
| hsa00532 | 6,80E-05   | hsa04666    | 6,69E-06   |          |            |
| hsa04666 | 6,96E-05   | hsa04270    | 7,95E-06   |          |            |
| hsa04310 | 8,04E-05   | hsa05414    | 1,71E-05   |          |            |
| hsa04710 | 9,50E-05   | hsa04910    | 1,71E-05   |          |            |
| hsa00051 | 1,20E-04   | hsa00230    | 2,29E-05   |          |            |
| hsa00533 | 1,28E-04   | hsa04914    | 2,29E-05   |          |            |
| hsa04012 | 1,30E-04   | hsa00330    | 2,99E-05   |          |            |
| hsa00260 | 1,98E-04   | hsa04370    | 3,86E-05   |          |            |
| hsa04722 | 2,93E-04   | hsa05221    | 4,90E-05   |          |            |
| hsa04530 | 3,01E-04   | hsa05410    | 4,90E-05   |          |            |
| hsa05219 | 3,01E-04   | hsa05219    | 4,90E-05   |          |            |
| hsa05414 | 4,44E-04   | hsa00590    | 5,56E-05   |          |            |
| hsa04520 | 5,15E-04   | hsa00564    | 5,85E-05   |          |            |

|          |          |          |          |
|----------|----------|----------|----------|
| hsa04115 | 5,73E-04 | hsa04110 | 5,97E-05 |
| hsa05130 | 6,07E-04 | hsa05211 | 5,97E-05 |
| hsa05120 | 7,63E-04 | hsa00380 | 6,95E-05 |
| hsa00565 | 7,83E-04 | hsa04350 | 6,95E-05 |
| hsa03320 | 9,97E-04 | hsa04710 | 7,91E-05 |
| hsa04150 | 9,97E-04 | hsa04530 | 7,97E-05 |
| hsa04540 | 1,03E-03 | hsa05215 | 8,38E-05 |
| hsa04660 | 1,03E-03 | hsa00260 | 1,94E-04 |
| hsa04210 | 1,03E-03 | hsa04114 | 1,97E-04 |
| hsa05412 | 1,09E-03 | hsa05218 | 1,97E-04 |
| hsa00510 | 1,25E-03 | hsa00532 | 2,30E-04 |
| hsa04142 | 1,30E-03 | hsa04210 | 2,88E-04 |
| hsa05221 | 1,31E-03 | hsa00410 | 2,90E-04 |
| hsa00600 | 1,55E-03 | hsa05120 | 2,90E-04 |
| hsa04350 | 1,83E-03 | hsa04540 | 2,90E-04 |
| hsa04662 | 2,28E-03 | hsa00533 | 2,90E-04 |
| hsa04620 | 2,44E-03 | hsa05214 | 2,90E-04 |
| hsa04610 | 2,44E-03 | hsa04630 | 3,11E-04 |
| hsa04730 | 2,44E-03 | hsa04640 | 3,51E-04 |
| hsa04650 | 2,44E-03 | hsa04730 | 3,82E-04 |
| hsa05340 | 3,72E-03 | hsa04610 | 3,95E-04 |
| hsa05222 | 3,91E-03 | hsa00051 | 4,79E-04 |
| hsa00250 | 3,96E-03 | hsa05222 | 4,79E-04 |
| hsa02010 | 3,96E-03 | hsa04620 | 6,68E-04 |
| hsa00330 | 3,96E-03 | hsa04330 | 6,71E-04 |
| hsa04330 | 3,96E-03 | hsa05020 | 7,13E-04 |
| hsa00910 | 4,11E-03 | hsa00120 | 8,94E-04 |
| hsa00534 | 4,11E-03 | hsa00770 | 9,00E-04 |
| hsa05218 | 4,39E-03 | hsa00760 | 1,03E-03 |
| hsa00380 | 4,87E-03 | hsa00450 | 1,03E-03 |
| hsa05215 | 5,75E-03 | hsa04320 | 1,03E-03 |
| hsa00120 | 7,14E-03 | hsa00270 | 1,49E-03 |
| hsa00590 | 7,14E-03 | hsa00600 | 1,56E-03 |
| hsa00601 | 8,49E-03 | hsa00250 | 2,00E-03 |
| hsa04514 | 8,69E-03 | hsa00531 | 2,00E-03 |
| hsa04370 | 8,94E-03 | hsa04621 | 2,07E-03 |
| hsa00531 | 1,14E-02 | hsa05130 | 2,07E-03 |
| hsa00563 | 1,14E-02 | hsa05412 | 2,23E-03 |
| hsa00760 | 1,24E-02 | hsa04520 | 2,27E-03 |
| hsa05210 | 1,35E-02 | hsa04720 | 2,27E-03 |
| hsa05211 | 1,43E-02 | hsa00561 | 2,30E-03 |
| hsa04320 | 1,43E-02 | hsa04142 | 2,49E-03 |
| hsa00020 | 1,71E-02 | hsa05210 | 2,81E-03 |
| hsa04720 | 1,79E-02 | hsa04650 | 2,92E-03 |
| hsa00450 | 1,98E-02 | hsa04742 | 3,23E-03 |
| hsa00052 | 2,00E-02 | hsa05014 | 3,23E-03 |
| hsa00750 | 2,07E-02 | hsa00510 | 3,26E-03 |
| hsa00511 | 2,13E-02 | hsa00565 | 3,32E-03 |

|          |          |          |          |
|----------|----------|----------|----------|
| hsa05214 | 2,15E-02 | hsa03320 | 3,32E-03 |
| hsa04621 | 2,54E-02 | hsa03450 | 3,32E-03 |
| hsa00010 | 2,64E-02 | hsa04130 | 3,32E-03 |
| hsa05014 | 2,73E-02 | hsa00130 | 3,32E-03 |
| hsa05213 | 2,81E-02 | hsa00430 | 3,32E-03 |
| hsa04260 | 2,99E-02 | hsa05223 | 3,97E-03 |
| hsa03450 | 3,33E-02 | hsa00534 | 3,99E-03 |
| hsa00730 | 3,33E-02 | hsa05212 | 4,68E-03 |
| hsa00740 | 3,33E-02 | hsa00511 | 6,10E-03 |
| hsa00400 | 3,33E-02 | hsa00480 | 6,52E-03 |
| hsa00130 | 3,33E-02 | hsa04622 | 6,52E-03 |
| hsa04742 | 3,36E-02 | hsa02010 | 7,32E-03 |
| hsa04130 | 3,36E-02 | hsa04260 | 7,32E-03 |
| hsa04622 | 3,36E-02 | hsa00030 | 7,38E-03 |
| hsa04114 | 3,42E-02 | hsa05213 | 7,61E-03 |
| hsa00340 | 3,89E-02 | hsa00360 | 7,74E-03 |
| hsa00360 | 4,21E-02 | hsa00601 | 7,74E-03 |
| hsa00980 | 4,24E-02 | hsa00591 | 7,74E-03 |
| hsa04914 | 4,63E-02 | hsa00563 | 8,37E-03 |
| hsa00592 | 4,71E-02 | hsa00460 | 8,37E-03 |
| hsa00100 | 4,71E-02 | hsa04514 | 1,05E-02 |
|          |          | hsa05220 | 1,06E-02 |
|          |          | hsa00910 | 1,11E-02 |
|          |          | hsa00400 | 1,16E-02 |
|          |          | hsa00020 | 1,20E-02 |
|          |          | hsa00300 | 1,34E-02 |
|          |          | hsa05340 | 1,34E-02 |
|          |          | hsa00785 | 1,34E-02 |
|          |          | hsa00280 | 1,65E-02 |
|          |          | hsa00100 | 1,69E-02 |
|          |          | hsa00592 | 1,69E-02 |
|          |          | hsa00620 | 1,76E-02 |
|          |          | hsa00512 | 1,87E-02 |
|          |          | hsa00071 | 2,58E-02 |
|          |          | hsa04623 | 2,63E-02 |
|          |          | hsa00830 | 2,64E-02 |
|          |          | hsa04950 | 2,64E-02 |
|          |          | hsa03410 | 2,78E-02 |
|          |          | hsa00340 | 2,92E-02 |
|          |          | hsa00740 | 2,92E-02 |
|          |          | hsa00970 | 2,92E-02 |
|          |          | hsa00604 | 2,92E-02 |
|          |          | hsa00980 | 3,25E-02 |
|          |          | hsa05110 | 3,76E-02 |
|          |          | hsa00350 | 3,96E-02 |
|          |          | hsa00730 | 3,96E-02 |
|          |          | hsa00640 | 4,29E-02 |
|          |          | hsa00052 | 4,29E-02 |

|          |          |
|----------|----------|
| hsa04120 | 4,29E-02 |
| hsa00010 | 4,55E-02 |
| hsa00630 | 4,55E-02 |
| hsa00790 | 4,55E-02 |
| hsa00920 | 4,60E-02 |

| SN       |            | C3/C2    |            |
|----------|------------|----------|------------|
| KEGG ID  | adj_pvalue | KEGG ID  | adj_pvalue |
| hsa04010 | 2,70E-11   | hsa00562 | 9,63E-06   |
| hsa04360 | 1,08E-10   | hsa04360 | 1,20E-04   |
| hsa05200 | 9,07E-09   | hsa04020 | 1,20E-04   |
| hsa04020 | 9,07E-09   | hsa05217 | 1,20E-04   |
| hsa04510 | 9,07E-09   | hsa04340 | 1,20E-04   |
| hsa04340 | 9,07E-09   | hsa04070 | 1,20E-04   |
| hsa04060 | 2,68E-08   | hsa04060 | 2,47E-04   |
| hsa00562 | 5,20E-08   | hsa04916 | 2,43E-03   |
| hsa05217 | 1,30E-07   | hsa04010 | 3,52E-03   |
| hsa04070 | 1,30E-07   | hsa00590 | 4,34E-03   |
| hsa04930 | 1,77E-07   | hsa04640 | 4,52E-03   |
| hsa04512 | 1,08E-06   | hsa04144 | 5,15E-03   |
| hsa04920 | 1,79E-06   | hsa05200 | 5,56E-03   |
| hsa00260 | 3,75E-06   | hsa04062 | 1,17E-02   |
| hsa04270 | 4,78E-06   | hsa04930 | 1,31E-02   |
| hsa04916 | 6,84E-06   | hsa04960 | 1,54E-02   |
| hsa04910 | 6,84E-06   | hsa00564 | 1,58E-02   |
| hsa04810 | 7,99E-06   | hsa00330 | 1,58E-02   |
| hsa04144 | 1,54E-05   | hsa04666 | 1,76E-02   |
| hsa04912 | 1,54E-05   | hsa00260 | 1,82E-02   |
| hsa04670 | 1,54E-05   | hsa04664 | 1,82E-02   |
| hsa04664 | 2,16E-05   | hsa04270 | 1,90E-02   |
| hsa04310 | 2,16E-05   | hsa04080 | 1,90E-02   |
| hsa04062 | 2,53E-05   | hsa04920 | 2,09E-02   |
| hsa00564 | 3,57E-05   | hsa04310 | 2,46E-02   |
| hsa04960 | 4,41E-05   | hsa00532 | 2,46E-02   |
| hsa00532 | 8,35E-05   | hsa04650 | 2,46E-02   |
| hsa04630 | 1,15E-04   | hsa00565 | 2,54E-02   |
| hsa05410 | 1,29E-04   | hsa04660 | 2,91E-02   |
| hsa04640 | 1,46E-04   | hsa00980 | 2,93E-02   |
| hsa04080 | 2,05E-04   | hsa04710 | 3,35E-02   |
| hsa04012 | 2,51E-04   | hsa04910 | 3,63E-02   |
| hsa00051 | 2,54E-04   | hsa03320 | 4,36E-02   |
| hsa04370 | 2,69E-04   | hsa04912 | 4,36E-02   |
| hsa04730 | 2,69E-04   | hsa04150 | 4,36E-02   |
| hsa00330 | 2,97E-04   | hsa04670 | 4,55E-02   |
| hsa04530 | 2,97E-04   | hsa04370 | 4,55E-02   |
| hsa05414 | 5,51E-04   | hsa04510 | 4,56E-02   |
| hsa04142 | 5,97E-04   | hsa00830 | 4,56E-02   |
| hsa04722 | 7,41E-04   | hsa04115 | 4,93E-02   |
| hsa04540 | 8,35E-04   |          |            |
| hsa04115 | 9,47E-04   |          |            |

|          |          |
|----------|----------|
| hsa00565 | 1,46E-03 |
| hsa04710 | 1,46E-03 |
| hsa04666 | 1,64E-03 |
| hsa05222 | 1,69E-03 |
| hsa04210 | 1,71E-03 |
| hsa04660 | 2,14E-03 |
| hsa05130 | 2,21E-03 |
| hsa04350 | 2,32E-03 |
| hsa04330 | 2,32E-03 |
| hsa00380 | 2,58E-03 |
| hsa04520 | 2,72E-03 |
| hsa00561 | 2,72E-03 |
| hsa04662 | 2,72E-03 |
| hsa00531 | 3,00E-03 |
| hsa05219 | 3,07E-03 |
| hsa04150 | 3,62E-03 |
| hsa00250 | 4,75E-03 |
| hsa00910 | 5,13E-03 |
| hsa05014 | 7,29E-03 |
| hsa00533 | 7,35E-03 |
| hsa05412 | 7,36E-03 |
| hsa00511 | 8,84E-03 |
| hsa04720 | 9,01E-03 |
| hsa00590 | 9,01E-03 |
| hsa05120 | 1,16E-02 |
| hsa04620 | 1,27E-02 |
| hsa04514 | 1,27E-02 |
| hsa04114 | 1,29E-02 |
| hsa04610 | 1,29E-02 |
| hsa03320 | 1,33E-02 |
| hsa05210 | 1,33E-02 |
| hsa00534 | 1,33E-02 |
| hsa05214 | 1,35E-02 |
| hsa00410 | 1,37E-02 |
| hsa04650 | 1,40E-02 |
| hsa05221 | 1,60E-02 |
| hsa00360 | 1,60E-02 |
| hsa04320 | 1,60E-02 |
| hsa05211 | 1,62E-02 |
| hsa02010 | 2,03E-02 |
| hsa05218 | 2,03E-02 |
| hsa00592 | 2,17E-02 |
| hsa00750 | 2,25E-02 |
| hsa04614 | 2,34E-02 |
| hsa00510 | 2,39E-02 |
| hsa00010 | 2,43E-02 |
| hsa05213 | 2,45E-02 |
| hsa04914 | 2,70E-02 |

|          |          |
|----------|----------|
| hsa00600 | 3,15E-02 |
| hsa00563 | 3,15E-02 |
| hsa00120 | 3,62E-02 |
| hsa00052 | 3,62E-02 |
| hsa00400 | 3,62E-02 |
| hsa00130 | 3,62E-02 |
| hsa05215 | 3,94E-02 |
| hsa00020 | 4,43E-02 |
| hsa00601 | 4,81E-02 |
| hsa04130 | 4,91E-02 |

How the deposited data were processed for this re-analysis (not part of the article)

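Gene expression was measured in HT29 human colon adenocarcinoma cells treated for 6 h with C3/C2 (30 mM propionate and 15 mM acetate), SN, TRAIL (100 ng/ml with 2 μg/ml anti-Flag antibody), TRAIL+C3/C2 or TRAIL+SN, and in untreated cells (NT), with 4 arrays for each of the 6 groups and 24 arrays in all. The paper describes 2 independent experiments performed in duplicate. The 4 arrays of a group are therefore not 4 independent experiments, whereas the fit and the permutation tests treat them as independent. The replicates are numbered 1 to 4 in each group, and neither the paper nor the labels say which numbers belong to the same experiment. The arrays lay on 4 slides, with 2, 6, 8 and 8 arrays: NT replicate 1 and C3/C2 replicate 1 on slide 1, the other NT and C3/C2 replicates on slide 2, all SN and TRAIL replicates on slide 3 and all co-treatments on slide 4. By the array positions in the labels, NT, SN and TRAIL+C3/C2 lay in row 1 of their slides and C3/C2, TRAIL and TRAIL+SN in row 2. An effect of the row was not tested.

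The authors labelled each RNA with Cy3, hybridised it to an Agilent whole human genome array and extracted the spot intensities with Agilent Feature Extraction, which, per the file headers, removes spatial trends, subtracts a background estimated from negative controls, and replaces signals that are not above background by a surrogate value. The deposited intensity of a spot is not normalized between arrays. The authors also deposited a table of intensities in which each value is the same intensity divided by the median of its array, as checked on the values. Its 24 columns that flag whether a signal is positive and significant were not used. The raw mean signal and the local background of each spot, as deposited by the authors per the file headers before background subtraction, were used for an alternative only. For their own analysis the authors name Rosetta Resolver, a fold change of 2 and p<0.05; the paper's text does not say whether p was adjusted. The steps inside Rosetta Resolver were not repeated here.

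Control spots and spots marked as non-uniform or as population outliers were left out, the spots of a probe were averaged on the log2 scale, and the 75th percentile of the spots that are not controls was subtracted from each array. Probes were kept if they were marked as well above background on all 4 arrays of at least 1 group. A gene was represented by its probe with the highest mean log2 level over all arrays. Each array has 58717 spots that are not controls, which measure 50599 probes with 36337 names; 27957 probes passed the filter and 20695 genes were tested. Probe coordinates are those of the files, on hg19. The RefSeq accession of a probe was found in the reference table for 28174 probes, of which 4387 have another symbol there, and for 14616 of the genes tested; names were left as in the files. The median of the 75th percentile of intensity was 883 in NT and 503 in TRAIL+C3/C2, the highest and the lowest of the groups. The number of arrays per group limits the precision of the values, and the standard error of a log2 difference from NT had a median of 0.11.

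Group means were fitted with limma 3.58.1 (R 4.3.3, with statmod 1.5.0 and data.table 1.17.8) in one fit of 6 groups over all arrays, with 18 residual degrees of freedom, and p values were moderated by eBayes and adjusted by the Benjamini-Hochberg method over the genes tested in each comparison. A gene was called at a fold change of 2 or more and an adjusted p under 0.05. Each treatment was compared with NT, SN with C3/C2, and TRAIL+SN with TRAIL+C3/C2, and for each co-treatment the interaction was the departure from the sum of both single treatments on the log2 scale. Levels of single genes were compared by exact permutation tests, two-sided, whose smallest p for 4 arrays against 4 is 0.0286. Where no array of a group was well above background, a fold was given as a lower bound against the lowest level marked as well above background on each array. Families of genes were defined by their symbols (cytokines and their receptors, NOD-like receptors and their partners, apoptosis) and tested for an excess among the genes called higher by Fisher's exact test, and together by limma's camera with a preset correlation of 0.01 and by limma's fry. The gene lists of the KEGG pathways were not used here.

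Marker lists, written by hand, covered NF-kB targets, the amino acid response (targets of ATF4), histone deacetylase inhibition, cell proliferation, hypoxia, cholesterol synthesis, and acid and glucose sensors. They were tested by camera and fry, with adjustment over 56 tests. The simulations of a shared control drew unchanged genes for all groups from the spread between replicates. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

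The genes named are those of Table 1 and Figure 1C, with BCL21 of Table 1 read as BCL2L1, and for each treatment the 3 genes with the largest rise and the 3 with the largest fall among genes called whose 4 arrays all lay on one side of all NT arrays, without unnamed transcripts; this rule was fixed before the data were examined. Of the genes of Figure 1C, 1 is not reported here. Where no array of NT or of a treatment was well above background, the order of these genes is not established by the bounds given. Other probes of these genes are given for changes discussed in the passages where they differ in call or direction. Members of the marker lists are named where their list is discussed.

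The method was tested on simulated data with 200 changed genes among 20678. It recovered 98.5% of them for C3/C2, 98.0% for SN, 98.0% for TRAIL, 99.0% for TRAIL+C3/C2 and 97.5% for TRAIL+SN, and called 4, 0, 1, 1 and 0 unchanged genes. The simulated changes lay well past the minimum fold change. The simulated arrays had independent noise, without slide effects, correlated duplicates or shifts in array scale. This recovery therefore says nothing about those limits of the real arrays or about changes near the threshold. In the comparison of SN with NT, a changed list of 15 genes was found by camera and fry, and 4 of 200 unchanged lists were under 0.05 by each.

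Whether equal replicate numbers pair samples across groups was checked by correlating, across genes, the deviations of each array from its group mean. Same-numbered samples of different groups correlated with a mean r of 0.203 for number 1, 0.203 for 2, 0.230 for 3 and 0.164 for 4. All 15 pairs of groups had r above 0.1 for numbers 1, 2 and 3, and 12 of 15 for number 4, so the numbers pair the samples for some comparisons and not for all; the fit without pairing was kept, and the replicate number was used as a block in an alternative.

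The alternatives were normexp background correction (offset 50), quantile normalization, the median of each array in place of its 75th percentile, the authors' table, no filter on dim probes, a filter for probes well above background on all 24 arrays, outlier spots kept, an unadjusted p, no minimum fold change, any probe of a gene, the mean of a gene's probes, only the groups compared in the fit, the replicate number as a block, replicates 1 and 2 against 3 and 4 as a block, the slide as a fixed block and as a random block, and leaving out each array in turn. Scaling to the mean of 6 spike-in probes of middle brightness was added after seeing the data. FASLG was not tested, since its probe was well above background on no array.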

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

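Chosen only after the result was seen were the other groupings for the interactions and for the comparisons of SN with C3/C2 and of both co-treatments, the slide tests for the differences from NT, for the genes lower with TRAIL and for the interaction of TRAIL and SN, and the spike-in level with its test.

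In 9 of 209 groups of 4 arrays of the genes named (4.3%), 1 array lay far from the others, and about 5% of groups are marked by chance alone. The gap to the nearest array, as a share of the range of the group, was 0.906 for CFLAR in TRAIL replicate 4 (log2 level 0.57, the others 0.23 to 0.26), 0.861 for TNFRSF10B in SN replicate 2, 0.867 for BAX in TRAIL+C3/C2 replicate 2 (2.98, the others 3.22 to 3.26), 0.859 for CASP6 in SN replicate 3, 0.856 for BCL2L11 in TRAIL+C3/C2 replicate 3, 0.936 for BIRC3 in SN replicate 3, 0.891 for DACT3 in NT replicate 1, 0.889 for DAGLA in NT replicate 1 and 0.919 for DAGLA in C3/C2 replicate 1. Leaving the array out changed the sign of the CFLAR change with TRAIL, from 0.05 to −0.03, and of the DACT3 change with TRAIL, from −0.47 to 0.29. Without NT replicate 1, the rise of DAGLA with C3/C2 fell from 1.16 to 0.73, and it was no longer called. No other comparison of these genes with NT that includes the array changed its sign or its call. The arrays of DACT3 and DAGLA in this list are those on slide 1. No biological explanation was tested, since replicates of a group do not differ in condition, and a technical cause was not tested for single arrays.

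The effect of TRAIL differed between cells with and without the other treatment for 641 genes in the presence of SN (572 higher and 69 lower than the sum of both single changes on the log2 scale) and for 134 genes in the presence of C3/C2 (101 and 33). When the arrays were dealt at random into the groups of each interaction, 4 of 100 deals, the real one included, gave as many genes as with SN and 5 as many as with C3/C2, up to 3556 and 3552. Such deals carry whole treatment effects into the interaction, so they decide nothing about it. The arrays were therefore also dealt after the sum of both single changes had been taken out of each gene. Of 100 of these deals, only 1, the real one, gave as many genes with SN and with C3/C2, and the next gave 170 and 1. The deals treat all arrays as independent, although the paper describes duplicates, so chance differences between experiments are not excluded. For SN, the slide is open as a cause. SN and TRAIL arrays were all on slide 3, so that a slide effect enters this interaction 2 times, and 344 of the 572 genes above the sum are also among the genes lower with TRAIL alone, which shares the TRAIL and NT arrays and decides nothing. On arrays that took no part in choosing the 572 genes, TRAIL+C3/C2 minus C3/C2, slide 4 against slides 1 and 2, had a median of −0.98 over them (−1.11 to −0.94 with 1 of the 8 arrays left out). TRAIL+SN minus NT, the same slides but 2 of the groups that chose these genes, had −0.97. A slide effect needs these to be alike, but a fall with TRAIL that is not deepened by SN allows it too. For C3/C2, 5 of the 101 genes above the sum are among the genes lower with TRAIL. This interaction sets slide 4 against slide 3, which was not tested, so the slide stays open there as well. A biological effect of the combination stays open for both, untested beyond the marker lists.

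The paper reports genes higher than in untreated cells, and the genes lower, which it does not report as lists, numbered 1276 with C3/C2, 2016 with SN, 451 with TRAIL, 1640 with TRAIL+C3/C2 and 2096 with TRAIL+SN. For the number of genes changed in either direction, the real grouping gave the most for each treatment. Among 35 groupings of 4 arrays against 4, only 1, the real one, gave as many genes, and the next gave between 3 and 47. The same held for SN against C3/C2 and for TRAIL+SN against TRAIL+C3/C2, with 1 of 35 each and at most 10 genes in another grouping. The paper describes 2 independent experiments in duplicate, so the 4 arrays of a group are not 4 independent experiments. Chance differences between experiments are therefore not excluded by these groupings. Of the 35 groupings, 8 part every pair of samples with the same number, and of these only the real one was as large. The groupings that part fewer pairs hold arrays of both groups with the same number on one side. Differences between slides cannot account for the whole of this, as TRAIL and SN, both on slide 3, differed in 4362 genes, and TRAIL+SN and TRAIL+C3/C2, both on slide 4, in 727. Groups on the same slide lay in different rows of it, and an effect of the row was not tested. Within NT and C3/C2, 34 genes differed between slides 1 and 2, which says nothing on slides 3 and 4. A part played by the slide in any 1 treatment other than C3/C2 stays open. A change of the array's scale cannot be set aside for the share of genes lower: with scaling to the array median, 2343 genes were lower with C3/C2.

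For the 451 genes lower with TRAIL, a slide effect is a candidate explanation. These genes were lower with TRAIL (median log2 change −1.54), SN (−1.65), TRAIL+C3/C2 (−1.54) and TRAIL+SN (−1.75), whose arrays were all on slides 3 and 4, and hardly with C3/C2 (−0.11), whose arrays shared slides 1 and 2 with NT. Of them, 327 (72.5%) were also called lower with SN and 15 (3.3%) with C3/C2. The difference of slide 3 from slides 1 and 2 was estimated as SN minus C3/C2 less TRAIL+SN minus TRAIL+C3/C2, which holds only if SN and C3/C2 differ alike with and without TRAIL. This estimate had a median of −1.43 for the same genes (−1.58 to −1.34 with 1 of the 16 arrays left out). Across all genes, it correlated with the change with TRAIL, which uses none of the same arrays, with r = 0.596 (Spearman's rho 0.504); genes are not independent replicates. Over these genes, the 2 arrays of slide 1 lay below the others of their group by a median of −0.50 (NT replicate 1) and −0.56 (C3/C2 replicate 1), the other 22 arrays lay at −0.19 to 0.28, and replicate 1 of the groups on slides 3 and 4 at −0.05 to 0.04; with 1 array per group on slide 1, this shows neither the size nor the direction of a difference of slides 3 and 4. A response shared by TRAIL and SN, which in combination goes no further, would give the same values and stays open, since no treatment other than C3/C2 was placed on the slides of NT. HNRNPCL1, DAGLA, PABPC3 and NACAP1 are among the genes with this limit. The genes lower with TRAIL also differed in type. A RefSeq type was known for 37% of them and for 74.4% of the other genes tested. Of those with a known type, 16.17% were pseudogenes, against 2.6% of the others (odds ratio 7.21). This describes the set and was not a test of either explanation.

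The level of 6 spike-in probes relative to the 75th percentile of the array rose from 1.57 ± 0.16 (SD, n = 4) in NT to 2.28 ± 0.12 with TRAIL+C3/C2, by 0.706, and to 2.08 ± 0.06 with TRAIL+SN (exact permutation test, two-sided, p = 0.0286 for each, the smallest that 4 arrays against 4 allow). A higher value means less signal from cellular RNA for the same spike-in. With C3/C2 it was 1.76 ± 0.23 (exact permutation p = 0.229), with SN 1.49 ± 0.08 (exact permutation p = 0.457) and with TRAIL 1.82 ± 0.16 (exact permutation p = 0.0571). For the co-treatments, an effect of the slide and an effect of the treatment cannot be told apart, because all co-treatment arrays, and no NT array, were on slide 4. The amount of RNA labelled and the addition of the spike-in were not tested.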

How the results depend on the processing

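Scaling to spike-in probes was chosen only after seeing the data; all other alternatives were set at the start. Main results are the 43 counts of genes, family tests and list tests, and single-gene results are the 132 log2 changes of named genes. A result was kept when it had the same direction and side of the threshold, or for a count when it lay within 1.5 times its value. Causes of the changes below were not tested unless stated.

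All 43 main and 132 single-gene results were kept with outlier spots kept and with only the groups compared in the fit. With the slide as a random block, 36 of 36 main and 132 of 132 single-gene results were kept, and with the slide as a fixed block, which can be fitted only for C3/C2 against NT and TRAIL+SN against TRAIL+C3/C2, 4 of 4 and 27 of 27. A random slide block cannot part the slide from SN, TRAIL or the co-treatments, which share no slide with NT, so its result says nothing on slide effects there. Camera was not run with the slide as a random block or with any probe of a gene, so the marker lists have no value there. The stricter filter left 100 single-gene results, and the absence of a minimum fold change applies to 21 counts only. FASLG was tested under no setting.

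With the replicate number as a block, 42 of 43 main and 132 of 132 single-gene results were kept. Only the histone deacetylase list with SN, whose median of 1.06 is the same by construction, went past the threshold (1.063, adjusted p = 0.0317), as it did with a block of replicates 1 and 2 against 3 and 4 (1.063, adjusted p = 0.0306). Over all alternatives its adjusted p ranged from 0.0184 to 0.106. Same-numbered samples pair for some comparisons and not for others, so this block is an alternative only.

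With the normexp background, 24 of 43 main and 116 of 132 single-gene results were kept. Genes higher and lower numbered 1523 and 690 with C3/C2, 1816 and 1077 with SN, 65 and 173 with TRAIL, and genes lower 771 with TRAIL+C3/C2 and 1035 with TRAIL+SN. SN and C3/C2 differed in 431 genes and the co-treatments in 153, the interactions of TRAIL called 306 genes with SN and 43 with C3/C2, SN and C3/C2 shared 1222 genes higher, and the sets shared by TRAIL, C3/C2 and SN, by TRAIL, SN and TRAIL+SN, and by TRAIL, C3/C2 and TRAIL+C3/C2 held 10, 19 and 14. The odds ratio of the NOD-like family with C3/C2 reversed to 1.29 (adjusted p = 0.419), that of apoptosis with TRAIL+SN rose to 2.16 (adjusted p = 0.0176, range 0.0176 to 0.217), the NF-kB list for TRAIL and SN rose to 0.85 (adjusted p = 0.006), and the CD70 change with TRAIL reversed to 0.31.

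Under quantile normalization, 41 of 43 main and 130 of 132 single-gene results were kept; the NF-kB list for TRAIL and SN (0.3685, adjusted p = 0.0442) and the histone deacetylase list with SN (1.07, adjusted p = 0.0442) went past the threshold. Over all alternatives, the adjusted p of the NF-kB list for TRAIL and SN ranged from 0.00371 to 0.2, and that for TRAIL and C3/C2 from 1.06e-06 to 0.0118.

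Scaling to the array median gave the same values as the authors' table, which holds the same intensities over the array median, and kept 35 of 43 main and 109 of 132 single-gene results. Genes lower numbered 2343 with C3/C2 and 3133 with TRAIL+C3/C2, and genes higher in a co-treatment only 464 for TRAIL+C3/C2 and 380 for TRAIL+SN. The NOD-like family with C3/C2 reversed to 1.23 (adjusted p = 0.454, range 0.419 to 0.794), the NF-kB list for TRAIL and SN went past the threshold at 0.20 (adjusted p = 0.0183), as did the histone deacetylase list with SN at 0.93 (adjusted p = 0.0257), and that list with TRAIL reversed to 0.08405 (adjusted p = 0.964, range 0.737 to 0.964). Reversed changes were those of CFLAR with C3/C2 (−0.03674), MCL1 with C3/C2 (−0.12) and TRAIL+C3/C2 (−0.08989), and BCL2L11 (0.08303) and CASP9 (0.09305) with TRAIL. This scaling moved the median of all genes by −0.30 for C3/C2, −0.13 for SN, 0.10 for TRAIL, −0.35 for TRAIL+C3/C2 and −0.19 for TRAIL+SN, quantile normalization by −0.11, −0.17 and −0.12 for C3/C2, TRAIL+C3/C2 and TRAIL+SN, and normexp by 0.17 and 0.19 for TRAIL+C3/C2 and TRAIL+SN. As a result, the share of genes higher among those called moved from 68.5% to 46.0% with C3/C2, from 67.2% to 42.2% with TRAIL+C3/C2 (56.1% under quantile normalization) and from 61.3% to 48.2% with TRAIL+SN.

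Without a filter on dim probes, 37 of 43 main and all 132 single-gene results were kept. TRAIL raised 340 genes, the co-treatments alone 2128 (TRAIL+C3/C2) and 1657 (TRAIL+SN), the apoptosis family went past the threshold with SN (2.24, adjusted p = 0.0114, range 0.0114 to 0.367) and TRAIL+SN (1.83, adjusted p = 0.0348), and the histone deacetylase list with SN did so too (0.85, adjusted p = 0.0184). The share of genes higher with TRAIL moved from 25.6% to 37.9%. More genes are tested without the filter, among them genes near background. With probes well above background on all arrays, 29 of 43 main and 100 of 100 single-gene results were kept, and fewer genes are tested by construction. Genes higher numbered 1735 with C3/C2, 84 with TRAIL and 2222 with TRAIL+C3/C2, and genes lower 226 with TRAIL. SN and C3/C2 differed in 616 genes and the co-treatments in 310, the interactions called 360 with SN and 55 with C3/C2, and the shared sets held 1398 (SN and C3/C2), 24, 37 and 27 (the sets with TRAIL, in the order above) and 1775 (both co-treatments). The histone deacetylase list with C3/C2 fell below the threshold (0.73, adjusted p = 0.0667, range 0.00565 to 0.0667).

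At an unadjusted p, 42 of 43 main and all 132 single-gene results were kept, and the interaction of TRAIL and C3/C2 called 321 genes. Without a minimum fold change, which calls more genes by construction, 19 of 21 counts rose past 1.5 times: genes higher and lower numbered 7294 and 5739 with C3/C2, 7270 and 7078 with SN, 4212 and 2716 with TRAIL, 8248 and 6114 with TRAIL+C3/C2, and 7742 and 6772 with TRAIL+SN; SN and C3/C2 differed in 9809 genes and the co-treatments in 7785; the interactions called 4795 with SN and 594 with C3/C2; and the shared sets held 5798, 1625, 2122, 1723 and 6768 genes. The share of genes higher moved to 60.8% with TRAIL and 56.0% with C3/C2.

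With any probe of a gene, 36 of 36 main and 124 of 132 single-gene results were kept; CFLAR reversed to −1.82 with C3/C2, −1.22 with TRAIL+C3/C2 and −1.14 with TRAIL+SN, and BCL2L11 to 0.31 with TRAIL. With the mean of a gene's probes, all 43 main results were kept, 4 single-gene results fell below the threshold and 1 went past it, and the same results as with any probe reversed, to −1.24, −0.77 and −0.56 for CFLAR and to 0.15 for BCL2L11. Here the cause is the choice of probe, since only the probe differs.

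Scaling to spike-in probes kept 26 of 43 main and 96 of 132 single-gene results. Genes higher and lower numbered 86 and 734 with TRAIL, 1588 and 5823 with TRAIL+C3/C2, and 1903 and 4782 with TRAIL+SN; the shared sets with TRAIL held 31, 42 and 33 genes and both co-treatments shared 1328; and the genes higher in a co-treatment only were 130 (TRAIL+C3/C2) and 65 (TRAIL+SN). The NOD-like family with C3/C2 reversed to 1.08 (adjusted p = 0.585), with TRAIL+C3/C2 it rose to 2.76 (adjusted p = 0.0287, range 0.0287 to 0.562), and apoptosis with C3/C2 reversed to 0.99 (adjusted p = 0.601, range 0.0587 to 0.601). Past the threshold went the NF-kB list for TRAIL and SN (0.03, adjusted p = 0.00371) and the histone deacetylase list with SN (1.14, adjusted p = 0.0284). Reversed were the changes of CFLAR with SN (0.007412), TRAIL (−0.20) and TRAIL+C3/C2 (−0.19), MCL1 with C3/C2 (−0.009415), TRAIL (−0.09407) and TRAIL+C3/C2 (−0.45), BCL2L1 (−0.06114), FADD (−0.10) and TNFRSF10D (−0.20) with TRAIL, and CASP9 with TRAIL+C3/C2 (−0.15). This scaling moved the median of all genes by −0.19 for C3/C2, −0.25 for TRAIL, −0.71 for TRAIL+C3/C2 and −0.51 for TRAIL+SN, and the share of genes higher to 54.3%, 10.5%, 21.4% and 28.5%.

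With each array left out in turn, no count moved past 1.5 times: TRAIL raised 140 to 176 genes and lowered 427 to 494, and the interactions called 603 to 713 genes with SN and 110 to 151 with C3/C2. The histone deacetylase list ranged from 0.94 to 1.18 with SN, past the threshold without NT replicate 1 (1.18), SN replicate 3 (1.12) or SN replicate 4 (1.10), and from −0.03322 to 0.04224 with TRAIL, where its sign changed without NT replicate 1 (0.04224), NT replicate 2 (0.01594), TRAIL replicate 3 (0.03084) or TRAIL replicate 4 (0.01507). The changes with TRAIL of CASP9 (−0.03128 to 0.02041) and CFLAR (−0.03154 to 0.10) changed sign, that of CASP9 without NT replicate 3 (0.0004648), NT replicate 4 (0.006001), TRAIL replicate 1 (0.00472) or TRAIL replicate 2 (0.02041) and that of CFLAR without TRAIL replicate 4 (−0.03154). Calls changed for TNFRSF10B with C3/C2 without NT replicate 1 (0.9935), NT replicate 3 (0.9833), C3/C2 replicate 1 (0.9755) or C3/C2 replicate 2 (0.984); for TNFRSF10D with TRAIL+C3/C2 without NT replicate 1 (0.9954), TRAIL+C3/C2 replicate 3 (0.97) or TRAIL+C3/C2 replicate 4 (0.9726); and for CD70 with C3/C2 without NT replicate 1 (1.04), NT replicate 2 (1.11) or C3/C2 replicate 4 (1.10). With SN, calls changed without NT replicate 3 for CASP6 (−0.9948), CASP8 (−0.984), DFFB (−0.9778) and DFFA (0.9693), without SN replicate 3 for CASP8 (−0.9796) and without SN replicate 1 for CASP9 (0.9922). Signal over background limits TNF, ANGPTL4 and other genes that no NT array shows well above background to lower bounds, and the surrogate values of dim spots limit the interactions of such genes.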

Differences from the paper's values

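No test in this part was chosen after the result was seen, apart from scaling to spike-in probes, an alternative chosen after seeing the values.

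The paper's number of genes higher with TRAIL is 314, and 155 were called here. Of the alternatives set before the data were examined, the absence of a filter on dim probes gave 340, which is within 1.5 times the paper's number; every other one differed, as did each array left out in turn.

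In fold change CFLAR differs for each treatment for which the paper gives it. The paper's values are −3.8 with C3/C2, −2.7 with SN, −2.5 with TRAIL+C3/C2 and −2.13 with TRAIL+SN, and those of the probe with the highest mean level over all arrays are here 1.2, −1.05, 1.434 and 1.454. Of the alternatives set before the data were examined, taking any probe of the gene gave −3.526, −2.728, −2.331 and −2.201, all within 1.5 times the paper's values. The mean of its probes gave −1.943, −1.711 and −1.471, within the paper's values, for SN, TRAIL+C3/C2 and TRAIL+SN, and −2.354, not within, for C3/C2. All others differed, as did each array left out in turn.

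In fold change TNF differs with TRAIL+SN: the paper's value is approximately 100, and the lower bound here is 156.4. A lower bound was counted as differing when above 1.5 times the paper's value, a limit that is close to this bound. Not above it were the bounds with normexp background correction (32.71), quantile normalization (138.1), the array median (136.7) and the authors' table (136.7), of the alternatives set before the data were examined, and those without TRAIL+SN replicate 1 (144.9) or TRAIL+SN replicate 2 (144.7). So was the bound with scaling to spike-in probes (110.2), chosen after seeing the values. The other alternatives, and each other array left out, gave bounds above it.

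For BAK1 with C3/C2, the bar in Fig. 1C stands at about 5, read by eye, and the fold change here is 2.071; no setting came within it. The paper's value in Table 1 for the same gene and treatment, 2.09, does not differ.

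Of the genes shown in Fig. 1C, the paper shows XIAP as changed with SN, TRAIL+C3/C2 and TRAIL+SN. Here its fold change is below 2 (log2 changes −0.82, −0.78 and −0.86). It is called with any probe of the gene (−1.08, −1.04 and −1.29), with the array median and the authors' table for TRAIL+C3/C2 (−1.12) and TRAIL+SN (−1.05), with the mean of its probes for TRAIL+SN (−1.07), and with scaling to spike-in probes, chosen after seeing the values, for TRAIL+C3/C2 (−1.48) and TRAIL+SN (−1.36).

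CFLAR, which the paper shows as lower, is called with any probe of the gene in C3/C2, SN and both co-treatments, and with the mean of its probes in C3/C2 (−1.24).

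The paper shows a bar for FASLG with C3/C2, and here the gene is well above background on no array. No bar is shown for BIK with C3/C2, where it rose 5.55-fold here (log2 change 2.47), for CD70 with TRAIL+SN, where it rose 2.26-fold (1.18), or for TNFRSF10D with TRAIL+C3/C2, where it rose 2.03-fold (1.02). CD70 is not called there with normexp background correction (0.82), quantile normalization (0.94), the array median and the authors' table (0.98), or scaling to spike-in probes, chosen after seeing the values (0.67). TNFRSF10D is not called there with normexp background correction (0.93), the array median and the authors' table (0.67), scaling to spike-in probes, chosen after seeing the values (0.31), or without NT replicate 1 (1.00), TRAIL+C3/C2 replicate 3 (0.97) or TRAIL+C3/C2 replicate 4 (0.97).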

Other observations

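Chosen only after the result was seen were the test of array scaling for the excess of genes higher, the slide test for the genes higher with TRAIL, the spike-in test, and the tests on duplicates and on dim CFLAR probes.

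With SN 2945 genes were higher and with C3/C2 2781. Array scaling is excluded as their whole cause: across the 75th percentile, the array median and quantile normalization (2781, 1998 and 2445 genes), the highest number with C3/C2 was 1.39 times the lowest. It stays open as a cause of the excess of genes higher over genes lower with C3/C2, which was 2.18 to 1 with the 75th percentile, 1.57 with quantile normalization and 0.853 with the array median. The share of transcripts that rises or falls with C3/C2 is therefore not fixed by these data.

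A list of 9 genes raised by histone deacetylase inhibitors, tested since the paper discusses such inhibition by propionate and acetate, had a median log2 change of 0.86 with C3/C2 (8 of 9 higher, camera adjusted p = 0.0321) and 1.063 with SN (7 of 9 higher, camera adjusted p = 0.0512), 1.01 with TRAIL+C3/C2 (0.0373), 0.69 with TRAIL+SN (0.0675) and −0.02 with TRAIL alone (4 of 9 higher, camera adjusted p = 0.898), where the mean was 0.05 and the test pointed up. Fry gave an adjusted p of 1.43e-13 with C3/C2 and 4.46e-13 with SN. Over the alternatives, the adjusted p ranged from 0.00565 to 0.0667 with C3/C2 and from 0.0184 to 0.106 with SN, and with the replicate number as a block it was 0.0317 with SN. Histone deacetylase inhibition as the cause of the genes higher with SN and the absence of such an effect cannot be told apart from this list, because its test with SN lies on either side of the threshold by the setting and a list of 9 genes does not account for 2945.

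SN and C3/C2 differed in 1176 genes. A response to lower amino acid levels in the conditioned medium is a candidate explanation for part of this: all 11 genes of a list of ATF4 targets were higher with SN than with C3/C2, by a median of 1.33 (camera adjusted p = 1.2e-09, 3.5e-11 to 8.32e-08 over the alternatives; fry adjusted p = 4.17e-10). The largest were CHAC1 (3.42), DDIT3 (3.28) and ATF3 (3.02). Against NT the median was 1.91 with SN (camera adjusted p = 6.3e-05), 2.34 with TRAIL+SN, 0.50 with C3/C2 (camera adjusted p = 0.438; fry adjusted p = 0.000209) and 0.28 with TRAIL. With TRAIL+C3/C2, without conditioned medium, it was 1.04 (8 of 11 higher), past the threshold by fry (adjusted p = 7.21e-07) and not by camera (adjusted p = 0.276). Amino acids were not measured, other stresses raise the same genes, and SN and C3/C2 arrays were on different slides. Between TRAIL+SN and TRAIL+C3/C2, both on slide 4, the list was not tested, and the members CHAC1 (3.11), DDIT3 (2.56) and SLC7A11 (2.12) were again higher with SN, whereas CEBPB was not (−0.07). For a list of 11 hypoxia genes, the median difference was 0.3728 (7 of 11 higher, camera adjusted p = 0.287, 0.149 to 0.493 over the alternatives; fry adjusted p = 0.00258). A hypoxia response to SN beyond that to C3/C2 and its absence cannot be told apart, because the camera and fry tests differ and the members go both ways. Against NT, the hypoxia list rose by 0.73 with C3/C2 (camera adjusted p = 0.0401) and 0.50 with SN (0.0218), and changed by −0.03 with TRAIL (0.609).

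TRAIL together with C3/C2 or SN departed from the sum of the single treatments for some genes. A list of 17 NF-kB targets rose with TRAIL by a median of 2.89 (17 of 17 higher, camera adjusted p = 1.49e-32), with TRAIL+C3/C2 by 4.48 and with TRAIL+SN by 3.85, and with C3/C2 and SN alone by 0.85 (camera adjusted p = 0.000132) and 0.93 (0.00931). Beyond the sum, the median was 0.6081 with C3/C2 (12 of 17 higher, camera adjusted p = 0.000635, 1.06e-06 to 0.0118 over the alternatives; fry adjusted p = 0.000156) and 0.36 with SN (10 of 17 higher, camera adjusted p = 0.123, 0.00371 to 0.2 over the alternatives; fry adjusted p = 0.00216). This is in line with a stronger NF-kB response to TRAIL in the presence of C3/C2, as a hypothesis; the departure with C3/C2 also sets slide 4 against slide 3, so that the slide stays open and was not tested. The list overlaps with what the paper reports, since BIRC3 and TNF are also in its Fig. 1C and several members belong to the cytokine and NOD-like families. The hypoxia list also departed from the sum with C3/C2 (median 0.17, camera adjusted p = 0.0321). Of the 155 genes higher with TRAIL, 16 lay below the sum with both SN and C3/C2 and 5 above it with both.

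For the 155 genes higher with TRAIL, the estimated slide difference was smaller than the change. This difference, SN minus C3/C2 less TRAIL+SN minus TRAIL+C3/C2, had a median of 0.212 over these genes, against 1.30 for the change with TRAIL. The estimate holds only if SN and C3/C2 differ alike with and without TRAIL. Of these genes, 38 lay below the sum and 11 above it with SN, and 20 below and 8 above with C3/C2. The slide is therefore set aside as the whole cause only under that condition.

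The other lists gave these values. Cell proliferation (17 genes) changed by a median of −0.66 with C3/C2 (1 of 17 higher, camera adjusted p = 7.58e-05), −0.72 with SN (0 of 17 higher, camera adjusted p = 7.58e-05), −0.70 with TRAIL+C3/C2 (0.000371), −0.81 with TRAIL+SN (9.11e-05) and 0.001532 with TRAIL (0.918). Cholesterol synthesis (12 genes) changed by 0.16 with C3/C2 (camera adjusted p = 0.861) and 0.33 with SN (0.248); the former is smaller than the shift of −0.30 from scaling to the array median, so that its direction is not fixed. Acid and glucose sensors (2 genes) changed by 0.75 with C3/C2 (camera adjusted p = 0.454) and −0.58 with SN (0.861), and SN minus C3/C2 was −1.32 (camera adjusted p = 0.128; fry adjusted p = 1.87e-06). The median, mean and test also differed in sign for SN minus C3/C2 of the NF-kB list (median 0.03, mean −0.15, test up) and the histone deacetylase list (0.04, −0.17, down), for the interaction of TRAIL and SN of the cholesterol list (−0.001169, 0.03185, up), and for the interaction of TRAIL and C3/C2 of the ATF4 (0.01846, 0.004195, down), histone deacetylase (0.02514, −0.06565, up) and proliferation (0.003436, 0.0004111, down) lists, all with camera adjusted p above 0.8.

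The spike-in level relative to the 75th percentile was higher with TRAIL than with SN by 0.323 (1.82 ± 0.16 against 1.49 ± 0.08, SD, n = 4; exact permutation test, two-sided, p = 0.0286, the smallest possible). Both groups were on slide 3, which excludes a difference between slides as the cause. SN and TRAIL arrays lay in different rows of that slide, so an effect of the position within the slide stays open. Cellular RNA in the labelling, the amount of spike-in and a biological effect of TRAIL stay open and were not tested.

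Same-numbered samples of different groups deviated from their group means together, and so did samples numbered 3 and samples numbered 4 of other groups (mean r 0.145) and samples numbered 1 and 2 (0.123), while numbers 1 or 2 against 3 or 4 gave −0.188 to −0.145. The deviations of a group sum to 0, so that positive values for some pairs of numbers bring negative ones for others by construction. This pattern is consistent with the duplicates being numbers 1 and 2, and 3 and 4, which the labels do not say.

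The CFLAR probes that differ in direction were all well above background on 24 of 24 arrays, which excludes dim probes as the reason. Transcript forms with different ends were not tested, since the reference used here does not place the probes on transcripts.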
